# Loss of *Cpt1a* results in elevated glucose-fueled mitochondrial oxidative phosphorylation and defective hematopoietic stem cells

**DOI:** 10.1172/JCI184069

**Published:** 2025-01-09

**Authors:** Jue Li, Jie Bai, Vincent T. Pham, Michihiro Hashimoto, Maiko Sezaki, Qili Shi, Qiushi Jin, Chenhui He, Amy Armstrong, Tian Li, Mingzhe Pan, Shujun Liu, Yu Luan, Hui Zeng, Paul R. Andreassen, Gang Huang

**Keywords:** Hematology, Metabolism, Hematopoietic stem cells

## Abstract

Hematopoietic stem cells (HSCs) rely on self-renewal to sustain stem cell potential and undergo differentiation to generate mature blood cells. Mitochondrial fatty acid β-oxidation (FAO) is essential for HSC maintenance. However, the role of carnitine palmitoyl transferase 1a (CPT1A), a key enzyme in FAO, remains unclear in HSCs. Using a *Cpt1a* hematopoiesis-specific conditional-KO (*Cpt1a*^Δ*/*Δ^) mouse model, we found that loss of *Cpt1a* led to HSC defects, including loss of HSC quiescence and self-renewal and increased differentiation. Mechanistically, we found that loss of *Cpt1a* resulted in elevated levels of mitochondrial respiratory chain complex components and their activity, as well as increased ATP production and accumulation of mitochondrial ROS in HSCs. Taken together, this suggests hyperactivation of mitochondria and metabolic rewiring via upregulated glucose-fueled oxidative phosphorylation (OXPHOS). In summary, our findings demonstrate an essential role for *Cpt1a* in HSC maintenance and provide insight into the regulation of mitochondrial metabolism via control of the balance between FAO and glucose-fueled OXPHOS.

## Abstract 2

Cpt1a’s key role in HSC maintenance and its regulation of mitochondrial metabolism by balancing FAO and glucose-fueled OXPHOS.

## Introduction

Hematopoietic stem cells (HSCs), a specialized cell population predominantly located in the bone marrow (BM) niche of humans and mice, play a vital role in sustaining lifelong hematopoiesis (1, 2). Long-term hematopoietic stem cells (LT-HSCs) represent a rare subset of this cell population, the majority of which maintain a state of quiescence under steady-state conditions to preserve their potential for self-renewal and differentiation (3, 4). However, the mechanisms involved in HSC self-renewal and differentiation, and their regulation, are not well understood.

Mitochondrial fatty acid β-oxidation (FAO) plays a crucial role in supporting the maintenance of HSCs by mechanisms that have not been clearly defined (5–8). Previously, inhibition of mitochondrial FAO has mainly been achieved by inhibiting the rate-limiting enzyme carnitine palmitoyl transferase 1a (CPT1A) (5, 9, 10). In particular, *Cpt1a*-dependent FAO has been identified as crucial for the survival of embryonic stem cells and maintenance of neural stem/progenitor cell (11, 12). However, the specific role of *Cpt1a* in the regulation of HSC maintenance is still unclear.

CPT1A, located in the mitochondrial outer membrane, facilitates the transport of fatty acids into mitochondria, where they are broken down via the FAO pathway, thereby leading to the production of ATP (13). Specifically, the CPT1A-mediated FAO pathway generates NADH, which can be used later by mitochondrial respiratory chain complexes to produce ATP through oxidative phosphorylation (OXPHOS). Furthermore, acetyl-CoA, an end product of FAO, can enter the TCA, where both NADH and ATP are also generated. Recent studies have highlighted the important role of mitochondrial metabolism in regulating both the self-renewal and differentiation capacities of HSCs (14–16). It is generally believed that a metabolic transition of HSCs from glycolysis to OXPHOS and the increase of ROS drive the exit of HSCs from quiescence and initiate their subsequent differentiation (17). However, the precise role of *Cpt1a* and FAO in HSCs, and of mitochondrial metabolism more generally, remains elusive.

In this study, using *Cpt1a* hematopoiesis-specific conditional-KO (*Cpt1a*^Δ*/*Δ^) mice, we demonstrate that deletion of *Cpt1a* led to HSC defects, impaired quiescence and self-renewal, and enhanced differentiation. This was mediated through hyperactivation of mitochondrial OXPHOS, increased respiratory chain complexes, and elevated OXPHOS byproducts such as mitochondrial ROS (mtROS). These findings underscore the critical role of *Cpt1a* and FAO in regulating HSC maintenance. Additionally, we propose a mechanistic role for *Cpt1a* in the regulation of HSC self-renewal and differentiation by controlling the balance between FAO and OXPHOS and, as a consequence, the state of mitochondrial metabolism.

## Results

### Cpt1a is enriched in HSCs, and Cpt1a^Δ/Δ^ impairs HSCs and promotes differentiation.

Proper HSC function is dependent on the metabolic state, and CPT1A transports fatty acids into mitochondria, where they can be metabolized via FAO (18, 19). To investigate the role of *Cpt1a* in HSCs, we first identified high expression levels of *Cpt1a* in both human and mouse HSCs, especially long-term HSCs (LT-HSCs) (Supplemental Figure 1E), using a publicly available database (Supplemental Figure 1, A–D; supplemental material available online with this article; https://doi.org/10.1172/JCI184069DS1). We confirmed CPT1A expression in WT mouse BM cells utilizing an endothelial protein C receptor–based (EPCR-based) fraction to identify HSCs without relying on the traditional marker Stem cell antigen-1 (Sca-1). Previous studies have shown that this method accurately identifies HSCs (20–23). It has been reported that the EPCR marker surpasses the Sca-1 marker in labeling HSCs, as it consistently identifies stem cells both before and after 5-fluorouracil (5-FU) treatment (22). Notably, *Cpt1a* manifested heightened expression in LT-HSCs and multipotent progenitor 2 (MPP2) cells, as compared with whole BM cells (Figure 1A).

To understand the role of CPT1A in hematopoiesis, we first treated WT mice with the CPT1A inhibitor etomoxir for varying durations and observed a decrease in LT-HSC frequencies and numbers over time. Furthermore, the proportion of cells in the G_0_ phase increased, while BM cell numbers remained comparable (Supplemental Figure 2, A–D). Although we noted changes in HSC maintenance, it is important to note that etomoxir has been reported to have off-target effects in vivo (24) and had time-dependent effects in our in vivo experiments.

As an additional avenue to understand the specific role of *Cpt1a* in LT-HSCs and hematopoiesis, we crossed *Cpt1a^fl/fl^* mice with *Vav1-Cre^+^* mice, resulting in targeted deletion of the *Cpt1a* gene within the hematopoietic system (Supplemental Figure 3A). PCRs (Supplemental Figure 3B) and Western blotting (Figure 1B) were used to confirm the successful KO of the *Cpt1a* gene and its expression in c-Kit^+^ BM cells. As a lack of CPT1A activity leads to failure to generate acylcarnitine, which enters the mitochondria for oxidation (18), we found that l-carnitine concentrations were higher in *Cpt1a*^Δ*/*Δ^ HSCs (Figure 1C). *Cpt1a*^Δ*/*Δ^ mice had phenotypes comparable to those of *Cpt1a^fl/fl^* mice, including similar body, spleen, and liver weights, as well as similar BM and splenic cell counts and complete blood counts (Supplemental Figure 4, A–I). We found that platelet counts slightly decreased in *Cpt1a*^Δ*/*Δ^ mice (Supplemental Figure 4J). Interestingly, *Cpt1a*^Δ*/*Δ^ mice exhibited a substantial reduction in the frequencies of lineage^–^EPCR^+^c-Kit^+^ (LEK) cells, LT-HSCs, short-term HSCs (ST-HSCs), and MPP3 and MPP4 (MPP3,4) cells, and showed reduced absolute numbers of LEK cells, LT-HSCs, and MPP3,4 populations (Figure 1, D–F). We further analyzed hematopoietic progenitor cells (HPCs) in the BM and spleen (Figure 1G and Supplemental Figure 5, A and B). The absolute numbers of common myeloid progenitors (CMPs) and megakaryocyte/erythrocyte progenitors (MEPs) increased in the *Cpt1a*^Δ*/*Δ^ BM, whereas CMPs increased in *Cpt1a*^Δ*/*Δ^ spleens (Figure 1, H and I). Furthermore, we performed a CFU assay and found decreased colony numbers after the third replating of *Cpt1a*^Δ*/*Δ^ BM cells (Figure 1, J and K).

Considered together, these data underscore the important autonomous role of *Cpt1a* in maintaining hematopoiesis.

### Cpt1a^Δ/Δ^ augments early erythroid progenitors but is dispensable in terminal erythroid differentiation.

To understand the relationship of megakaryocytes and erythroid progenitors, respectively, to increased MEPs and decreased platelets in the BM of *Cpt1a*^Δ*/*Δ^ mice, we utilized a staining strategy to subdivide the megakaryocytes and erythroid progenitors (Figure 2, A and B). Our findings indicated elevated pro-erythroblast plus CFU-erythroid (Pro E+CFU-E) populations in *Cpt1a*^Δ*/*Δ^ BM and increased megakaryocyte progenitors (MkPs) in *Cpt1a*^Δ*/*Δ^ spleens (Figure 2, C and D). There were no noticeable differences in absolute numbers or frequencies of other major progenitor populations in the BM and spleen (Figure 2, C and D, and Supplemental Figure 5, C and D). However, burst-forming unit–erythroid (BFU-E) and CFU-E colony assays revealed increased colonies in *Cpt1a*^Δ*/*Δ^ BM cells (Figure 2, E–H).

To further understand the differentiation of progenitor cells, we analyzed terminal erythroid cell differentiation in the BM and the spleen; the various stages of nucleated erythroblasts showed no differences in the BM or spleen in *Cpt1a*^Δ*/*Δ^ mice, as compared with *Cpt1a^fl/fl^* control mice (Supplemental Figure 5, E–I). Except for erythroid cell differentiation, other mature lineage cells in peripheral blood (PB), BM, and the spleen showed no differences (Supplemental Figure 6, A–E).

Taken together, these findings suggest that loss of *Cpt1a* increased early erythroid progenitor numbers but was dispensable for the terminal differentiation of erythrocytes.

### Cpt1a^Δ/Δ^ HSCs have compromised reconstitution and self-renewal capacities.

To determine the effect of the *Cpt1a*^Δ*/*Δ^ conditional KO on HSC self-renewal capacity, we performed serial competitive BM transplantation (BMT) assays (Figure 3A). We monitored CD45.2 PB chimerism every 2 months beginning the first month after transplantation. CD45.2 PB chimerism of *Cpt1a*^Δ*/*Δ^ transplant recipients was markedly lower than that of *Cpt1a^fl/fl^* transplant recipients (Figure 3B). CD45.2 PB chimerism in mature lineage cells, including myeloid cells, B cells, and T cells displayed no noteworthy differences between *Cpt1a^fl/fl^* and *Cpt1a*^Δ*/*Δ^ mice (Figure 3, C–E). At the end of the initial BMT, CD45.2 BM chimerism exhibited a trend consistent with that observed in PB (Figure 3F). These results suggest that *Cpt1a*^Δ*/*Δ^ reduced the reconstitution capacity of HSCs.

Furthermore, secondary transplantations were performed 5 months after the initial BMT (Figure 3A). Lower frequencies of CD45.2 PB chimerism were consistently observed using BM from *Cpt1a*^Δ*/*Δ^ mice in initial transplants, mirroring the initial BMT results (Figure 3G). In PB, mature lineage cells remained mostly unchanged (Figure 3, H–J). There was also a lower frequency of CD45.2 chimerism for BM from *Cpt1a*^Δ*/*Δ^ mice, as compared with *Cpt1a^fl/fl^* mice (Figure 3K). In the secondary transplantation experiments, the assessment of CD45.2 chimerism in PB and BM revealed an inability of *Cpt1a*^Δ*/*Δ^ HSCs to achieve long-term reconstitution in the recipients.

Taken together, our results demonstrate that *Cpt1a* deficiency impaired the intrinsic self-renewal capacity of HSCs.

### Loss of quiescence of Cpt1a^Δ/Δ^ HSCs and sensitivity to genotoxic stress.

Given our findings that *Cpt1a* deficiency led to a diminished self-renewal capacity in HSCs (Figure 3), we sought to explore whether the quiescent state was altered. For this purpose, we analyzed the cell-cycle status of HSCs (Figure 4A). In LT-HSCs, we observed a decrease in the G_0_ phase, accompanied by an increase in the G_1_ phase in *Cpt1a*^Δ*/*Δ^ mice (Figure 4B). Furthermore, we found that the reduced numbers of LT-HSCs in *Cpt1a*^Δ*/*Δ^ mice were not attributable to heightened apoptosis, as similar rates of apoptosis were detected in LT-HSCs from *Cpt1a^fl/fl^* and *Cpt1a*^Δ*/*Δ^ mice (Figure 4C). These findings suggest that the effect of *Cpt1a*^Δ*/*Δ^ on LT-HSCs involved a transition from quiescence to proliferation, independent of apoptosis.

Following stress, HSCs are activated from quiescence, resulting in damage to their self-renewal capacity (25, 26). To elucidate the role of CPT1A in HSCs under genotoxic stresses, we assessed the expression of CPT1A in mitochondria after 5-FU treatment, a chemo regimen recognized for inducing HSC exhaustion (26), and following exposure to γ-irradiation (γ-IR). Interestingly, we found that CPT1A expression was reduced under these genotoxic stresses (Figure 4, D and E, and Supplemental Figure 7, A–D). We also compared the tolerance of *Cpt1a^fl/fl^* and *Cpt1a*^Δ*/*Δ^ mice to genotoxic stresses. After serial 5-FU treatment, *Cpt1a*^Δ*/*Δ^ mice survived only 2 cycles of half-lethal-dose injections, whereas *Cpt1a^fl/fl^* mice endured at least 4 cycles (Figure 4F). We assessed survival rates after exposure to γ-IR at a lethal dose of 9.5 Gy. The median survival duration for *Cpt1a*^Δ*/*Δ^ mice was 13 days compared with 16.5 days for *Cpt1a^fl/fl^* mice (Figure 4G).

To further investigate the differences between *Cpt1a^fl/fl^* and *Cpt1a*^Δ*/*Δ^ HSCs under genotoxic stresses, we analyzed HSC populations (Figure 4H). Notably, we observed decreases in both the frequencies (Figure 4I) and absolute numbers (Figure 4J) of LT-HSCs in *Cpt1a*^Δ*/*Δ^ mice. However, there were no differences in mature blood cell production between *Cpt1a^fl/fl^* and *Cpt1a*^Δ*/*Δ^ mice after 5-FU treatment (Supplemental Figure 7, E–J). Additionally, no differences in HSC frequencies were noted at day 12 after exposure to γ-IR (Supplemental Figure 8A).

Furthermore, there was a marked reduction in the G_0_ phase of the cell cycle, suggesting diminished quiescence within the LT-HSCs from 5-FU–treated *Cpt1a*^Δ*/*Δ^ mice (Figure 4K). The cell-cycle state had similar patterns following treatment with γ-IR, as observed with 5-FU treatment (Supplemental Figure 8B).

Collectively, these findings suggest that HSCs in *Cpt1a*^Δ*/*Δ^ mice had impaired maintenance of quiescence and increased sensitivity to a range of stressors. This strengthens the conclusion that deficiency of *Cpt1a* compromises the function of LT-HSCs.

### Transcriptional changes including an increased cell cycle and decreased FAO gene expression in Cpt1a^Δ/Δ^ HSPCs.

To elucidate the molecular mechanisms by which *Cpt1a* influences HSC function, we first performed RNA-Seq analysis of sorted *Cpt1a^fl/fl^* (control) and *Cpt1a*^Δ*/*Δ^ (KO) HSPCs. The differentially expressed genes are listed in Supplemental Table 1 (*n* = 392 downregulated and *n* = 545 upregulated; fold change >2.0). The volcano plot highlights significantly downregulated genes including *Cpt1a*, which confirmed our KO, as well as nicotinamide nucleotide transhydrogenase (*Nnt*), *Elane*, and *Lft* gene*s*, which are associated with metabolic regulation, while upregulated genes such as *Gm8210*, *Ighg3*, and *Cma1* are involved in immune functions (Figure 5A). Gene ontology biological process (GO-BP) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses revealed enrichment of genes in calcium transport, HSC-related gene sets, metabolic signaling pathways, and immune-related processes, with these pathways predominantly involving upregulated genes (Figure 5B and Supplemental Table 2). Gene set enrichment analysis (GSEA) further confirmed that *Cpt1a*^Δ*/*Δ^ HSPCs enhanced cell-cycle regulation and cell proliferation, while suppressing pathways of fatty acid metabolism, adipogenesis, cholesterol metabolism, bile metabolism, response to ionizing radiation, and cellular oxidant detoxification (Figure 5C and Supplemental Figure 9, A–I). Overall, these findings suggest that *Cpt1a* deficiency promotes cell proliferation but compromises antioxidant defense mechanisms.

To systematically evaluate the regulatory effects of KO of the *Cpt1a* metabolic enzyme on chromatin accessibility, we conducted an assay for transposase-accessible chromatin using sequencing (ATAC-Seq) with the same sorted *Cpt1a^fl/fl^* (control) and *Cpt1a*^Δ*/*Δ^ (KO) HSPCs. 

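ATAC-Seq cuts accessible DNA with a transposase, so that stretches with many fragment ends, called peaks, mark open chromatin. The data analyzed here were 4 peak lists, from 2 control and 2 KO libraries, each called on its own library and not on pooled samples. The paper describes the cells as HSPCs, and the sample labels describe them as long-term HSCs. The lists give the position of each peak summit, the authors' fold over background and the authors' −log10 p and −log10 q, with no read counts, so the read depth behind each list is unknown. Every summit had a −log10 p of at least 2.0. Control 1 had 277594 summits in 179290 intervals, control 2 had 262511 in 161992, KO 1 had 266230 in 196611 and KO 2 had 240940 in 175517. The intervals covered 52.89 Mb in control 1 and 48.91 Mb in control 2, against 42.59 Mb in KO 1 and 44.36 Mb in KO 2. Summits with a −log10 q of at least 5 made up 42.5% and 46.8% of the control lists and 40.5% and 35.1% of the KO lists. The paper tested differential peaks with DiffBind and edgeR, which need reads. In their place, overlapping peaks of the 4 libraries (at least 1 bp, autosomes and X) were merged into union regions seen in at least 2 libraries, and a region was assigned to a genotype when both of its libraries held a peak there and neither library of the other genotype did. With 2 libraries per genotype, the smallest two-sided p of an exact permutation test is 0.333, so no difference between the genotypes can pass 0.05 by that test. Counts were instead set beside those of the 2 other ways of splitting the libraries into pairs. Coordinates are in mm10, the build named in Supplemental Table 3, which matches the gene table used (GRCm38.p6).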

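The targeted gene, Cpt1a (chromosome 19, 3322326 to 3385735, mm10), had peaks in every library, with 36 and 38 summits in the controls and 30 and 29 in the KO libraries within 5000 bp of the gene. Of its 18 union regions, 2 were only in control and 0 only in KO, and with the 100000 summits of highest −log10 p per library, a setting chosen after the data were seen, 0 were only in control and 1 only in KO. Across the genome there were 137553 union regions, and 80271 of them (58.4%) held a peak in all 4 libraries. Regions only in KO numbered 4778 and regions only in control 8325, so 36.5% of the 13103 regions specific to a genotype were only in KO. Pairs that mixed the genotypes gave fewer regions. Control 1 with KO 1 against control 2 with KO 2 gave 11221 regions, and control 1 with KO 2 against control 2 with KO 1 gave 11045. With a −log10 q of at least 5, the split by genotype gave 5014 regions and the mixed splits 2400 and 2834. The balance between the directions moved with the length and threshold of the lists. With summits of a −log10 q of at least 5, 517 regions were only in KO and 4497 only in control, a share of 10.3% only in KO. At this threshold the pairs with KO 2 were the smaller ones in the mixed splits too. Control 2 with KO 2 held 711 regions against 1689, and control 1 with KO 2 held 463 against 2371. With lists of equal length, 4893 were only in KO and 5967 only in control (45.1%). With the 100000 strongest summits per library, 1841 were only in KO and 1631 only in control (53.0%), a total of 3472 against 2468 and 2462 for the mixed splits. The regions specific to a genotype were weak peaks. Their median fold, by the authors' values, was 2.93 and 2.85 in the KO libraries and 2.90 and 2.91 in the controls, against 5.41 to 6.18 for regions in all 4 libraries. The Jaccard index, the bases shared by 2 lists over the bases in either, was 0.537 between the controls and 0.468 between the KO libraries. Between genotypes it ran from 0.465 to 0.506, so with all peaks the KO libraries were no closer to each other than to the controls. With a −log10 q of at least 5 the KO libraries had an index of 0.623, above the 0.593 to 0.610 between genotypes. The strongest regions only in KO lay on chromosome 3 from 20655387 to 20655595 (nearest gene Agtr1b, 288210 bp away), in Plec and in Fam135a, followed by 3 regions of equal rank in Lama4 and nearest to Adgrb1 and Ets1. The strongest only in control lay in Peli2 (chromosome 14, 48202111 to 48203004), on chromosome 14 from 53159115 to 53159288, near Zfp386, in Cds1 and in Ptprm. Cmip and Nav2 had the most regions only in KO, with 6 each, and 8 genes had 5 each (Hspg2, Kcnk13, Msi2, Rbfox3, Runx1, Sdk2, Vps13d and Wwox). Runx1 and Msi2 also had the most only in control, with 9 each, and 6 genes had 8 each (Arid1b, Bcl11a, Cacna1d, Cdk6, Gse1 and Samd4). Several of these genes held many union regions, with 52 in Runx1, 70 in Msi2 and 81 in Nav2. With the 100000 strongest summits, Cmip and Nav2 each had 1 region only in KO and 0 only in control. Kcnk13, Hspg2, Sdk2, Runx1, Msi2, Samd4, Bcl11a and Cacna1d then had 0 in either direction. From its read-based comparison, the paper concludes that accessibility increased at immune and cell cycle genes and decreased in metabolic regions.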

We found increased chromatin accessibility in immune- and cell-cycle-related genes (up peaks, *n* = 2,984) and decreased accessibility in metabolic regions (down peaks, *n* = 1,114) (Figure 5, D and E). Motif analysis identified CCCTC-binding factor (CTCF, a chromatin organization protein) and PU.1 (also known as SPI1, a hematopoietic transcription factor) binding sites as the most enriched in upregulated and downregulated peaks, respectively, which is indicative of their roles in chromatin remodeling and subsequent transcriptional changes (Figure 5F and Supplemental Table 3). Guanine-cytosine content (GC) content and cytosine-phosphate-guanine (CpG) island analyses showed that up peaks were highly GC rich, whereas down peaks were CpG poor, indicating a selective effect of *Cpt1a*^Δ*/*Δ^ on specific genomic regions with high GC content and CpG islands (Figure 5G). 

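The peaks of each library around Pnp2 were taken from the window shown in Fig. 5H. Pnp2 (chromosome 14, 50956141 to 50964751) encodes a purine nucleoside phosphorylase. A region from 50955614 to 50956690, at the edge of the gene, held peaks with a −log10 q of up to 24.7 in control 1 and 26.0 in control 2. KO 1 had a peak there with a −log10 q of 2.76, and KO 2 had none. A second region inside Pnp2, from 50958662 to 50959028, held weak peaks in both KO libraries, with a −log10 q of 3.48 and 1.68, and none in the controls. These scores rise with read depth, which is unknown, and were not tested between libraries. By fold within each library, the region at the edge lay at percentile 88.1 in control 1 and 87.2 in control 2. The KO 1 peak there lay at percentile 54.3. The second region lay at percentile 60.1 in KO 1 and 43.0 in KO 2. With all peaks, Pnp2 had 1 region only in KO and 0 only in control. With the 100000 strongest summits, a setting chosen after the data were seen, it had 0 only in KO and 1 only in control. Of the 545 upregulated genes of Supplemental Table 1, 467 matched the gene table. A region only in KO lay within 5000 bp of 93 of them, against a median of 88 in 10000 random gene lists matched on the number of union regions (percentile 75.8, two-sided permutation p = 0.52, adjusted p = 1.0 over 26 comparisons by Benjamini-Hochberg). Regions only in control lay near 130, against a median of 138 (percentile 15.4, permutation p = 0.34, adjusted p = 1.0).

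**Figure D1:**
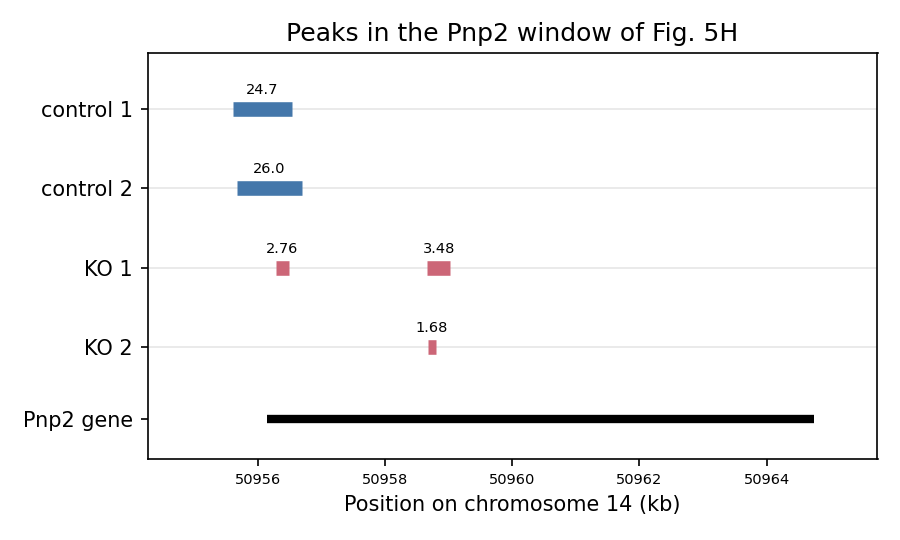
Peaks of the 2 control (blue) and 2 KO (red) libraries in the window of Fig. 5H around Pnp2, with the position in kb on the horizontal axis and a line per library. Bars are called intervals, the number beside each is its highest −log10 q by the authors' values, and the black bar is the gene. The wide control peaks at the edge of Pnp2 reach 24.7 and 26.0.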

Consistent with our RNA-Seq analyses, genome tracts revealed increased accessibility in differentiation-, immune-, and cell-cycle-related genes (*Cd19*) and decreased accessibility in fatty acid metabolism genes (*Pnp2*) (Figure 5H).

In summary, KO of *Cpt1a* remodeled chromatin accessibility and gene expression, which may promote immune activation and cell proliferation and differentiation but impair fatty acid metabolism and antioxidant defenses. 

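Gene lists for these processes were compared in the same way, counting genes with a region specific to a genotype. Apart from the upregulated genes and those taken from Supplemental Table 2, the lists were not the paper's. None of the 26 comparisons, over 13 lists and both directions, had an adjusted p under 0.65. The lowest unadjusted p was for cell cycle genes, of which 1 of 37 had a region only in KO against a median of 5.0 in matched random lists (permutation p = 0.025, adjusted p = 0.65), while 7 had a region only in control. Matched random lists had a median of 8.0 for the latter. Regions only in control were the larger group across the genome, so each count for a gene list is given with the median of matched random lists. Among 26 fatty acid oxidation genes, 1 had a region only in KO (median 4.0) and 7 only in control (median 6.0). Among 23 antioxidant defense genes, 3 had a region only in KO (median 3.0) and 7 only in control (median 5.0). Of the 20 lymphocyte differentiation genes of Supplemental Table 2, 1 had a region only in KO (median 3.0) and 5 only in control (median 5.0), and of the 20 B cell activation genes, 1 (median 3.0) and 6 (median 5.0). With the 100000 strongest summits, chosen after the data were seen, the balance turned for 3 of these lists. The numbers only in KO and only in control were then 3 and 0 for fatty acid oxidation (median 2.0 for each). They were 3 and 2 for lymphocyte differentiation and 4 and 1 for B cell activation (median 1.0 for each). The adjusted p was 1.0 in each of these cases. The lymphocyte differentiation and B cell activation lists hold genes that the paper's RNA-Seq gave as upregulated, and they share members. Lef1 and Cdkn2a are in both and each had 1 region only in KO at this setting, so the lists are not separate results. Cell cycle genes had 1 and 3 (median 3.0 for each), and antioxidant defense genes 1 (median 1.0) and 3 (median 2.0). Other genes named with the RNA-Seq had few such regions, and most of their counts changed with the setting. With all peaks, Elane and Igf2bp3 each had 2 regions only in control, Nnt and Lef1 each had 1 only in control, Lmna had 1 only in KO, and Ltf, Ighg3, Cma1, Slamf6 and Slamf7 had 0 in either direction. With the 100000 strongest summits, Ltf and Slamf6 each had 1 only in control, Lef1 had 1 only in KO, and the other genes had 0 in either direction. No library had a peak near Gm8210.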

Taken together, these findings reveal key roles for *Cpt1a* in HSCs through regulation of metabolic homeostasis, as well as chromatin accessibility and gene expression.

### Increased glucose-fueled mitochondrial function in Cpt1a^Δ/Δ^ HSCs.

CPT1A regulates the entry of fatty acids into mitochondria for β-oxidation, facilitating their metabolism into acetyl-CoA, which can then enter the TCA cycle to couple with mitochondrial OXPHOS for ATP and NADPH production (18). To elucidate the effects of *Cpt1a* deficiency and compromised fatty acid intake on the metabolic state of HSCs, we measured acetyl-CoA levels and found that these levels were slightly decreased in *Cpt1a*^Δ*/*Δ^ HSCs but not statistically significant (Figure 6A).

Next, we measured glucose uptake to assess glycolytic activity using the glucose analog 2-(*N*-(7-nitrobenz-2-oxa-1,3-diazol-4-yl)amino)-2-deoxyglucose (2-NBDG) (Figure 6B). We observed that 2-NBDG uptake was significantly increased in *Cpt1a*^Δ*/*Δ^ mice compared with *Cpt1a^fl/fl^* mice (Figure 6C), with enhancements also noted in *Cpt1a*^Δ*/*Δ^ mice in response to genotoxic stress (Supplemental Figure 8, C and D).

RNA-Seq analysis revealed that *Nnt* expression was significantly reduced in *Cpt1a*^Δ*/*Δ^ HSPCs (Figure 6D). NNT is an enzyme that transfers reducing equivalents from NADH to NADPH (27). To further investigate the metabolic implications of reduced *Nnt* expression, we measured the NAD/NADH ratio and observed a decrease in *Cpt1a*^Δ*/*Δ^ mice, consistent with downregulation of *Nnt* (Figure 6E). We speculate that this suppression may be allosterically mediated by elevated levels of NADH (27). Taken together, these results show maintenance of acetyl-CoA levels and increased glucose intake, indicating that enhanced glycolysis may compensate for FAO deficiency in mitochondrial metabolism and energy production.

We further evaluated changes in mitochondrial function by mitochondrial membrane potential (ΔΨm), which is essential to energy storage and ATP production during OXPHOS (28), using the tetramethylrhodamine ethyl ester (TMRE) probe in LT-HSCs (Figure 6F). Increases in glucose uptake and TMRE were also observed in mice under genotoxic stress (Supplemental Figure 8, E and F). Interestingly, this analysis revealed markedly elevated ΔΨm levels in LT-HSCs from *Cpt1a*^Δ*/*Δ^ mice (Figure 6G). To analyze whether mitochondrial biogenesis was responsible for the increase in mitochondrial function, we utilized the MitoTracker Green (MTG) staining assay, which revealed an increase in mitochondrial mass in *Cpt1a*^Δ*/*Δ^ mice (Figure 6, H and I). This finding was also corroborated by quantifying the mitochondrial DNA (mtDNA) copy number, as described previously (29, 30). Specifically, we found that the ratio of the mtDNA, NADH dehydrogenase subunit 2 (ND2), to the nuclear DNA, NME/NM23 nucleoside diphosphate kinase 1 (Nme1), was elevated in c-Kit^+^ cells from *Cpt1a*^Δ*/*Δ^ mice (Figure 6J). Previous studies indicated that increased intracellular calcium (Ca^2+^) enhanced mitochondrial activity in cycling HSCs (22, 31). We examined cellular versus mitochondrial Ca^2+^ flux using Fluo-4 and Rhod-2 staining, respectively. We observed an increase in both cellular and mitochondrial Ca^2+^ flux in LT-HSCs in *Cpt1a*^Δ*/*Δ^ mice (Figure 6, K and L).

Taken together, these data suggest that mitochondrial activity, including glucose uptake, mitochondrial membrane potential, mitochondrial mass, and Ca^2+^ concentration, was increased in *Cpt1a*^Δ*/*Δ^ HSCs and was accompanied by an altered metabolic state.

### Increased levels and activity of respiratory complex components in Cpt1a^Δ/Δ^ HSCs.

ΔΨm, mtROS, and ATP production are all related to OXPHOS and the electron transport chain (ETC), which is also known as the respiratory chain (32). To further investigate the mechanism underlying the increase in OXPHOS products in *Cpt1a*^Δ*/*Δ^ HSCs, we analyzed the levels and activity of the various ETC complexes. We first isolated mitochondria from HSCs and quantified the ETC complexes using a blue native PAGE (BN-PAGE) assay, ensuring that equal amounts of mitochondria were used for each group (33, 34). We observed increased levels of each of complexes I, II, III, IV, and V in *Cpt1a*^Δ*/*Δ^ HSCs compared with *Cpt1a^fl/fl^* controls, using mitochondrial aconitase (ACO2) and citrate synthase (CS) as internal controls (Figure 7, A and B).

Next, we demonstrated that *Cpt1a*^Δ*/*Δ^ HSCs had enhanced activity of complexes I, II, III, and IV, with a particularly notable 6-fold increase in complex II (succinate dehydrogenase [SDH]) activity (Figure 7C). Additionally, we observed an increase in intracellular ATP content in *Cpt1a*^Δ*/*Δ^ LT-HSCs (Figure 7D).

We also measured mtROS via MitoSOX staining, which showed a pronounced increase in *Cpt1a*^Δ*/*Δ^ LT-HSCs (Figure 7E), consistent with observations made under genotoxic stress (Supplemental Figure 8, G and H). However, we observed no differences when we assessed total cellular ROS using the CellROX assay (Supplemental Figure 8I). Furthermore, we investigated whether the increase in mtROS correlates with the accumulation of DNA damage. Our observations reveal that DNA damage–induced γH2A.X levels were significantly elevated in *Cpt1a*^Δ*/*Δ^ LT-HSCs (Figure 7F). Thus, we identified metabolic reprogramming in *Cpt1a*^Δ*/*Δ^ HSCs that was characterized by elevated ATP production and increased mtROS generation, driven by enhanced mitochondrial respiration fueled by glucose (Figure 7G).

Collectively, our results suggest that CPT1A restrained OXPHOS, potentially by promoting FAO-based energy production.

## Discussion

This study reveals a critical role for CPT1A in the regulation of mitochondrial metabolic function in HSCs and, in turn, the control of HSC function. For example, our observations suggest that the *Cpt1a*^Δ*/*Δ^ led to a loss of quiescence and a reduction in LT-HSC populations and, ultimately, to an increase in HPC differentiation in *Cpt1a*^Δ*/*Δ^ mice. These effects are primarily attributable to mitochondrial reprogramming, resulting in increased mitochondrial biogenesis and OXPHOS activity.

Despite extensive research on the role of CPT1A in fatty acid metabolism, its specific function in HSCs remains poorly understood. Our observations reveal that CPT1A was highly expressed in LT-HSCs as compared with BM and lineage^+^ (Lin^+^) cells, suggesting the possibility of a distinct role in HSC biology. Consistent with our findings, a previous study reported *Cpt1a* upregulation in the LSK population at the mRNA level (35).

HSCs can differentiate to form various blood cell types (36). *Cpt1a*-dependent FAO is required for neurogenesis (12). Our study showed that mature cell lineages were mostly unaffected by *Cpt1a* deletion, and it has been reported that a specific deficiency in T cells does not affect T cell homeostasis or activation (24). Nevertheless, our results show that early erythroid progenitors were increased in *Cpt1a*^Δ*/*Δ^ mice However, despite lipids being used as fuels by erythroblasts at erythropoiesis (37), we observed negligible changes in late erythroid progenitors and mature erythroid cells in *Cpt1a*^Δ*/*Δ^ mice. All the same, the mechanism through which *Cpt1a* influences early erythropoiesis warrants further exploration.

*Cpt1a*^Δ*/*Δ^ mice exhibited compromised reconstitution with HSCs following BMT and increased sensitivity to stress, further evidenced by the diminished presence of LT-HSCs in the quiescent G_0_ phase. Thus, these results demonstrate a previously unrecognized function for CPT1A and FAO in regulating HSC quiescence and self-renewal.

*Cpt1a* has been reported to be associated with genome-wide methylation in acute myeloid leukemia, alterations in acetyl-CoA levels, and H3K27ac at open chromatin sites in embryonic stem cells (38, 39). Our current study found that *Cpt1a* deficiency in HSPCs reshaped chromatin accessibility and changed gene expression, enhancing cell proliferation while impairing fatty acid metabolism and oxidative defenses, thus highlighting its essential role in maintaining HSC function and metabolic balance.

Dysfunction of mitochondrial metabolism has been implicated in the disruption of HSC maintenance (16, 17, 40). NNT is essential for maintaining mitochondrial function and redox balance (41). Knockdown of NNT reduces glutamine contribution to the TCA cycle, while promoting glucose metabolism via the TCA cycle through an altered NAD(P)H/NAD(P) balance (27). Consistent with these possibilities, our study demonstrated an elevation in glucose uptake, ATP levels, and ΔΨm and mtROS levels, **along** with a decrease in NNT expression and the NAD/NADH ratio in *Cpt1a*^Δ*/*Δ^ HSCs. All these events related to energy metabolism were upregulated in *Cpt1a*^Δ*/*Δ^ LT-HSCs, which indicates reprogramming of energy production in these cells. The enhancement of mitochondrial OXPHOS in the absence of FAO may be due to energy demand and an imbalance in the total ATP pool. It has been reported that elevated ΔΨm and ATP, which are regulated by enhanced Ca^2+^ levels, could drive HSC division (22, 31). Correspondingly, we found that cellular and mitochondrial Ca^2+^ levels were augmented and that the Ca^2+^ import pathway was upregulated in RNA-Seq data as well as in *Cpt1a*^Δ*/*Δ^ LT-HSCs.

Mitochondrial membrane potential (ΔΨm) serves as a critical indicator of mitochondrial function, primarily driven by redox reactions facilitated by ETC complexes I, III and IV, and ultimately leading to ATP synthesis via ATP synthase (complex V) (19, 28). Elevated ΔΨm and ATP levels imply enhanced OXPHOS activity. NADH is a common reducing equivalent for both NNT and complex I, and an increased NADH/NAD ratio leads to complex I dysfunction and increased ROS production (41, 42). Increased levels of mtROS, a byproduct of OXPHOS, further corroborated OXPHOS activation in *Cpt1a*^Δ*/*Δ^ HSCs. This increase was also accompanied by downregulation of the pathway that detoxified ROS. Consistent with these observations, in our study, *Cpt1a*^Δ*/*Δ^ HSCs exhibited heightened levels and activity of various ETC complexes, signifying a metabolic shift from FAO toward glycolysis and glucose-fueled OXPHOS. This mitochondrial metabolic reprogramming in *Cpt1a*^Δ*/*Δ^ HSCs appeared to compromise HSC maintenance, underscoring the importance of the balance between FAO and glucose-fueled OXPHOS in stem cell homeostasis.

In conclusion, our findings illuminate the intricate connections among *Cpt1a*, mitochondria, and LT-HSCs. Furthermore, *Cpt1a* emerged as a pivotal player in the maintenance of HSC homeostasis by modulating mitochondrial function. Despite our findings that various mitochondrial properties were altered in LT-HSCs, continued investigation will be required to unravel the detailed mechanisms and precise relationship between *Cpt1a* and mitochondrial energy production in HSCs. Finally, our results suggest the possibility that *Cpt1a* activity may serve as a potential target for addressing HSC exhaustion under stresses and may offer an essential means to sustain functional HSCs.

## Methods

### Sex as a biological variable.

Adult mice (8–12 weeks old) of both sexes were used unless otherwise stated. Sex was not considered as a biological variable in this study.

### Animals.

*Cpt1a*-floxed (*Cpt1a^fl/fl^*) mice (RRID: IMSR_JAX:032778) and *Vav1-Cre^+^* mice were purchased from The Jackson Laboratory. *Cpt1a*^Δ*/*Δ^ mice were generated by crossing *Cpt1a^fl/fl^* mice with *Vav1-Cre^+^* mice, and all were maintained on a C57BL/6, CD45.2 background. C57BL/6, CD45.1 mice that served as recipients in BMT assays were obtained from the CCHMC/Cancer and Blood Diseases Institute mouse core. All mice were housed in the rodent barrier facility at CCHMC and UT Health San Antonio.

### Flow cytometry.

Whole BM cells were flushed from the bones (tibia, femur, and/or pelvis) with Hanks’ buffer (Gibco, Thermo Fisher Scientific, 14170112). Single splenic cell suspensions were isolated from crushed whole spleens using a 40 μM strainer, and PB was collected by retro-orbital puncture. Unless otherwise stated, single-cell suspensions were prepared using FACS buffer (DPBS (Gibco, Thermo Fisher Scientific, 14190094) with 2% heat-inactivated bovine serum (Atlanta, S11550H), followed by RBC lysis (BD Biosciences, 555899). Analysis was performed on a BD Fortessa I flow cytometer, and the results were analyzed using FlowJo, version 10, software. Staining strategies and materials can be found in the Supplemental Methods.

### BMT assays.

Six- to 8-week-old CD45.1 mice were lethally γ-irradiated (9.5 Gy). For competitive transplantation, 1 million CD45.1 competitor BM cells were mixed with 1 million CD45.2 *Cpt1a^fl/fl^* or *Cpt1a*^Δ*/*Δ^ BM cells. Mice were transplanted with BM cells via tail vein injection within 24 hours of γ-IR. Chimerism and lineage contribution in PB were analyzed by flow cytometry at 1, 3, and 5 months after transplantation. In the fifth month after transplantation, the chimerism of HSCs was analyzed by flow cytometry. For secondary transplantation, 1 million BM cells were transplanted into secondary recipient mice. Chimerism and lineage contribution in PB and HSCs were performed the same way as for the first transplantation.

### RNA-Seq and ATAC-Seq.

RNA-Seq was performed using the HiSeq 4000 platform (Illumina). Differentially expressed genes were identified using DESeq2 (43), with genes exhibiting an absolute log_2_ fold change of greater than 1 and a *P* value of less than 0.05 considered significant. Differentially expressed genes were subjected to enrichment analysis for GO biological processes and KEGG pathways using the clusterProfiler package (44). Differential peaks were identified using the DiffBind package (45) and analyzed for statistical significance with edgeR (46), applying a FDR of less than 0.01 and an absolute log_2_ fold change of greater than 1. Upregulated and downregulated peaks were annotated for GO biological processes using the Genomic Regions Enrichment of Annotations Tool (GREAT) web tool (47). Hypergeometric Optimization of Motif EnRichment (HOMER) was used for motif analysis (48). The genomic GC content and CpG island proportions were calculated using Bedtools (49). DeepTools (50) was used to generate bigWig files, which were then visualized as heatmaps. The resulting data tracks were visualized using IGV Tools.

### Glucose uptake, mitochondrial superoxide, and mitochondrial mass.

HSCs were first stained with specific markers. Glucose uptake was assessed using the 2-NBDG Glucose Uptake Assay kit (BioVision, K682). Mitochondrial superoxide was quantified using MitoSOX Red Mitochondrial Superoxide Indicator (Thermo Fisher Scientific, M36008), and mitochondrial mass was determined with MitoTracker Green (Thermo Fisher Scientific, M7514). Cells were stained with 2 μM TMRE, 5 μM MitoSOX Red, and 25 nM MTG, depending on the assay, at 37°C for 30 minutes and then acquired on a Fortessa I instrument within 60 minutes of mitochondrial staining.

### Analysis of mitochondrial complexes and supercomplexes.

Mitochondrial complexes and supercomplexes were analyzed according to previously published protocols (34, 51, 52). Protein (20 μg/well) was loaded into 10-well 3%–12% BN-PAGE gels (Thermo Fisher Scientific, BN1001BOX) in a Mini Gel Tank (Thermo Fisher Scientific, A25977) and then run and transferred. Anti-GRIM19 (Abcam ab110240, 1:500), anti-SDHA (Abcam, ab14715, 1:2,000), anti-UQCRC1 (BioLegend, 696202, 1:1,000), anti-MTCO1 (Abcam, ab14705, 1:1,000), and anti-ATP5A (Abcam, ab14748, 1:1,000) antibodies were used to detect mitochondrial respiratory chain complexes I, II, III, IV, and V separately.

### Complex I, complex II, complex III, and complex IV activity.

Measurements of complex I activity (Complex I Enzyme Activity Microplate Assay Kit, ab109721, Abcam), complex II activity (Complex II Enzyme Activity Microplate Assay Kit, ab109908, Abcam), complex III activity (Mitochondrial Complex III Activity Assay Kit, ab287844, Abcam), and complex IV activity (Complex IV Rodent Enzyme Activity Microplate Assay Kit, ab109911, Abcam) in c-Kit^+^ cells were done according to the manufacturer’s instructions. Activity is expressed as the change in absorbance per minute (mOD/min) per 200 μg cell lysate.

### Statistics.

The experimental data were analyzed with GraphPad Prism 10 (GraphPad Software). Unless otherwise stated, results were obtained from at least 3 independent experiments. An unpaired, 2-tailed Student’s *t* test was used for comparisons between two groups. A log-rank nonparametric test determined the Kaplan-Meier survival curves. All data are presented as the mean **±** SD or the median (range). *P* values of less than 0.05 were considered statistically significant.

### Study approval.

All animal care and experimental procedures complied with the animal care guidelines approved by the IACUC of CCHMC (IACU2021-0019) and UT Health San Antonio (TR202400000003).

### Data availability.

RNA-Seq and gene expression data for all the samples have been deposited in the NCBI Gene Expression Omnibus (GEO) database (GEO GSE282231). ATAC-Seq and peak calling results for all the samples have been deposited in the GEO database (GEO GSE282229). The values underlying the data presented in each graph are included in the Supporting Data Values file.

## Author contributions

JL and GH conceived the project. JL, SJL, YL, HZ, PRA, and GH designed experiments, interpreted results, and revised the manuscript. JL performed experiments, analyzed data, and wrote the manuscript. JB, VTP, MH, MS, AA, TL, and MP contributed to the experiments. YL, CHH, QSJ, and QLS performed the ATAC-Seq library preparation and conducted downstream analyses of ATAC-Seq and RNA-Seq data. All authors reviewed and approved the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supporting data values

## Figures and Tables

**Figure 1:**
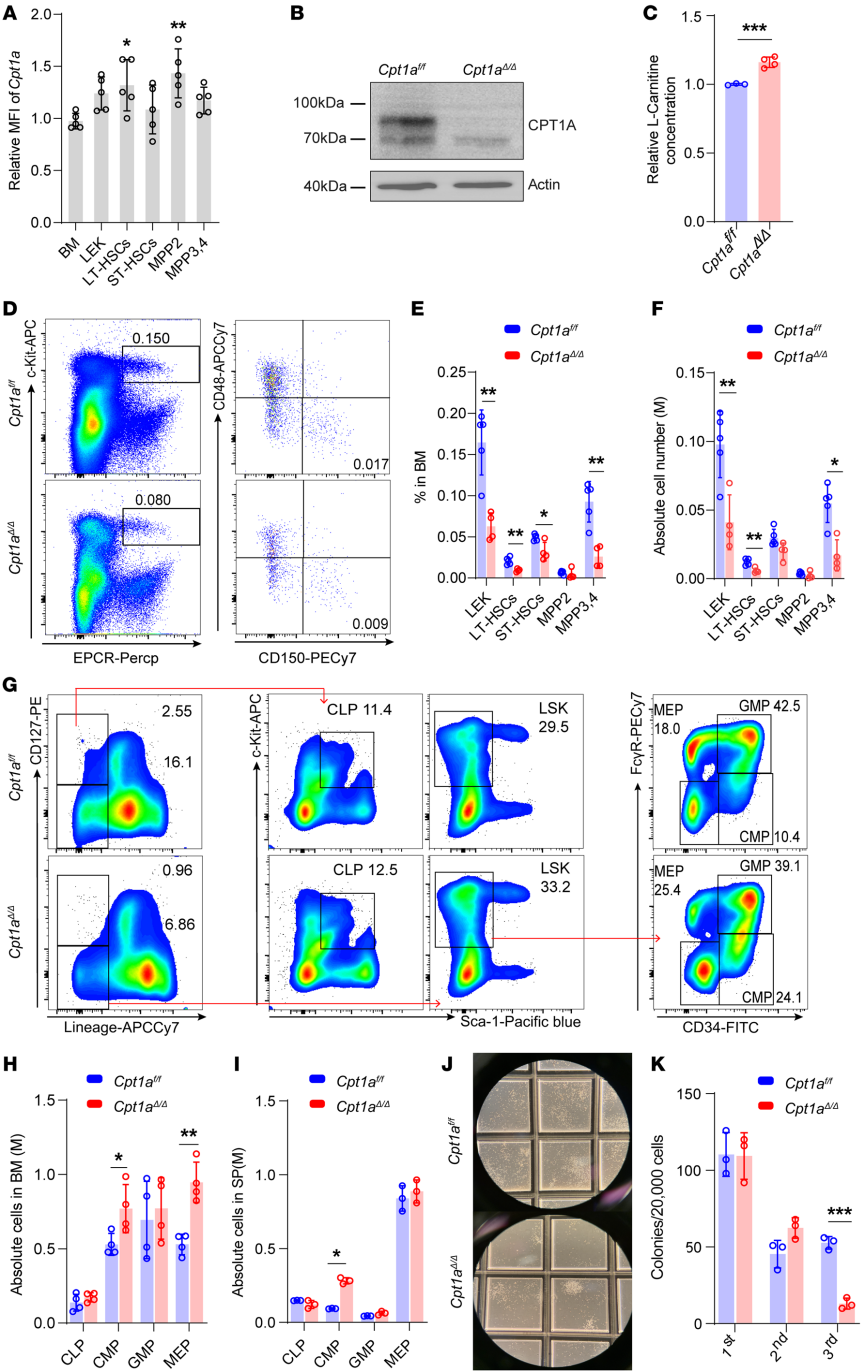
*Cpt1a* is enriched in HSCs, and *Cpt1a^Δ/Δ^* impairs HSCs and promotes differentiation. (**A**) Relative expression of CPT1A evaluated by flow cytometry in different hematopoietic cell subsets. Each subset was compared with total BM cells for statistical analyses. LEK cells: Lin^–^EPCR^+^c-Kit^+^; LT-HSCs: CD150^+^CD48^–^LEK; ST-HSCs: CD150^–^CD48^–^ LEK; MPP2 cells: CD150^+^CD48^+^ LEK; MPP3,4 cells: CD150^–^CD48^+^ LEK. *n* = 5 per group. (**B**) Western blot analysis was performed to determine the expression of CPT1A in c-Kit^+^ cells. Results are representative of 3 independent experiments. (**C**) Relative l-carnitine concentration measured by ELISA in c-Kit^+^ cells. *n* = 3 or 4. (**D**) Representative flow cytometric analysis of HSC populations gated from the Lin^–^ cell population in the BM. HSC populations were as in **A**. (**E** and **F**) Frequencies and absolute numbers of the indicated BM populations. M, million. *n* = 5 or 4. (**G**) Representative flow cytometric analysis of HSPC populations in the BM. CMPs: CD34^+^FcγR^–^LK; granulocyte/monocyte progenitors (GMPs): CD34^+^FcγR^+^ LK; MEPs: CD34^–^FcγR^–^LK; common lymphoid progenitors (CLPs): CD127^+^c-Kit^lo^Sca-1^lo^Lin^–^. (**H** and **I**) Absolute numbers of HSPC populations in the BM and spleen. *n* = 4 or 3. (**J**) CFU cell colonies. Original magnification, ×40. (**K**) Statistics for CFU colonies over 3 serial replatings. *n* = 3 per group. Data represent the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001, by Student’s *t* test.

**Figure 2:**
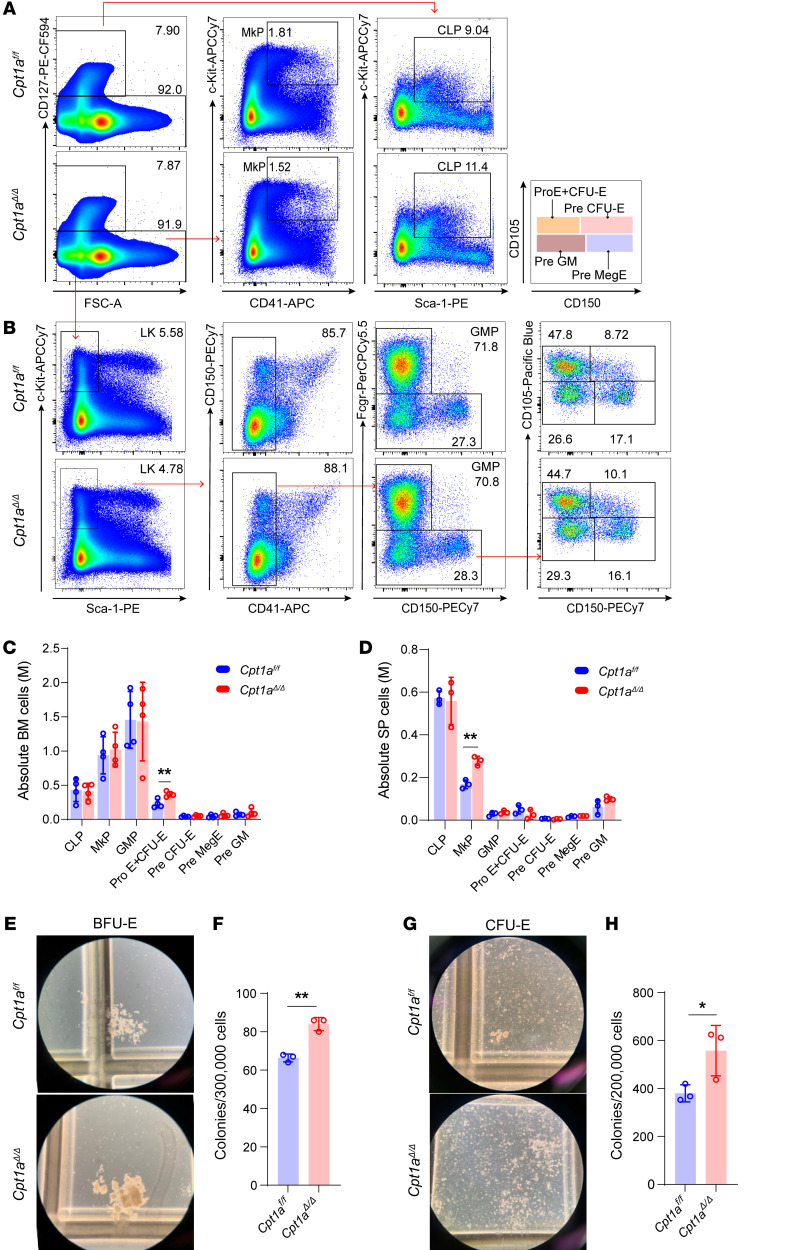
*Cpt1a^Δ/Δ^* augments early erythroid progenitors but is dispensable for terminal erythroid differentiation. (**A** and **B**) Representative flow cytometric analysis of HSPC populations in the BM. (**C** and **D**) Absolute numbers of HSPCs in the BM and spleen: MkP (Lin^–^CD127^–^c-Kit^+^CD41^+^), Pro E+CFU-E (Lin^–^CD127^–^Sca-1^–^c-Kit^+^CD41^–^Fcgr^–^CD105^+^ CD150^–^), Pre CFU-E (Lin^–^CD127^–^Sca-1^–^c-Kit^+^CD41^–^Fcgr^–^CD105^+^CD150^+^), Pre MegE (Lin^–^CD127^–^Sca-1^–^c-Kit^+^CD41^–^Fcgr^–^CD105^–^CD150^+^), Pre GM (Lin^–^CD127^–^Sca-1^–^c-Kit^+^CD41^–^Fcgr^–^CD105^–^CD150^–^). *n* = 5 per group. (**E**) BFU-E colonies. *n* = 3 per group. (**F**) Statistics of BFU-E colonies. (**G**) CFU-E colonies. Original magnification, ×100 (E and G). (**H**) Statistics for CFU-E colonies. *n* = 3 per group. Data represent the mean ± SEM. *P < 0.05 and **P < 0.01, by Student’s *t* test. Pre MegE, megakaryocyte/erythrocyte; Pre GM, pre-granulocyte/macrophage.

**Figure 3:**
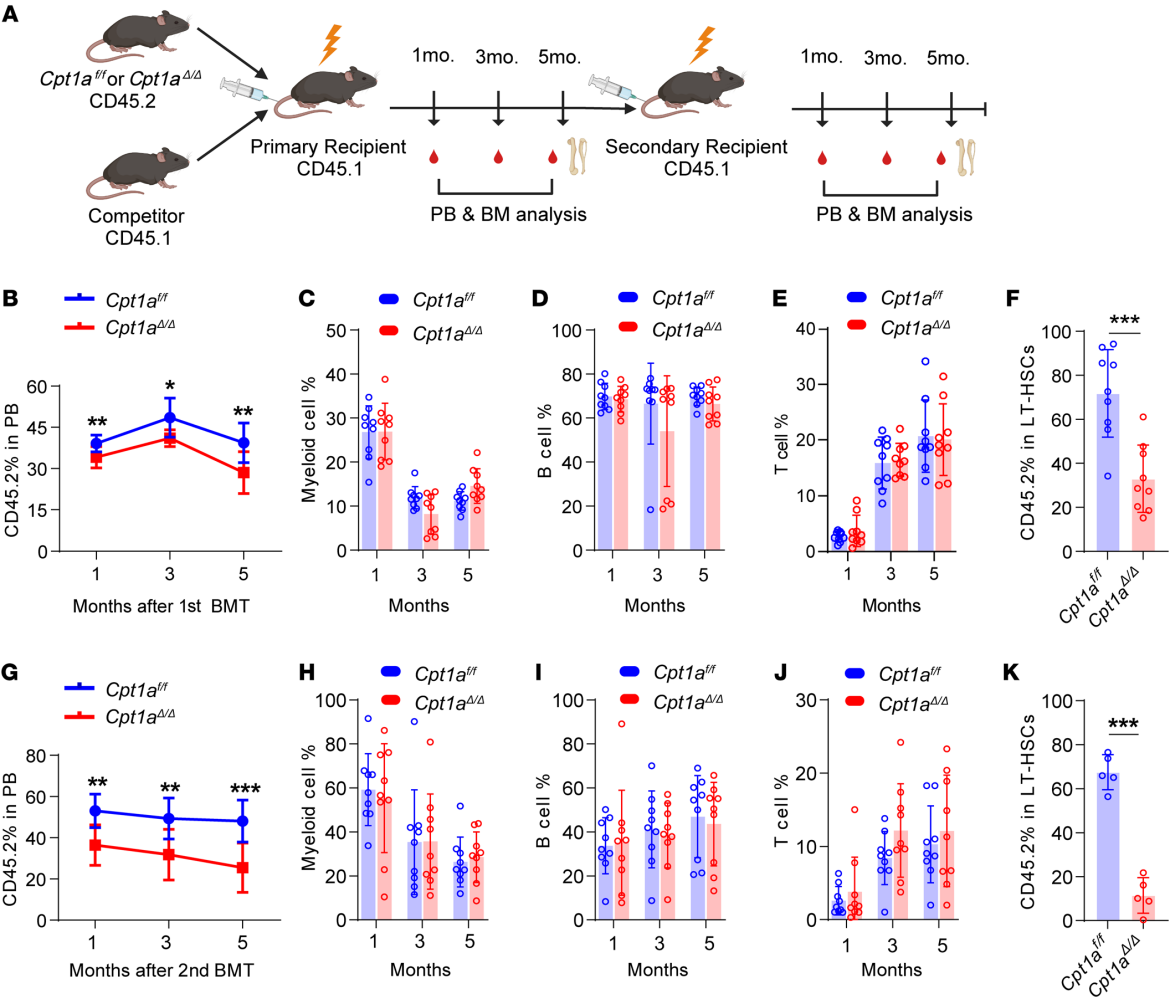
*Cpt1a^Δ/Δ^* HSCs have compromised reconstitution and self-renewal capacities. (**A**) Schematic for competitive and secondary BMTs (created with BioRender.com). (**B**) Percentage of donor-derived CD45.2 chimerism in the PB of primary recipients. *n* = 9 per group. (**C**–**E**) Chimerism of mature cells, including myeloid cells (Gr1^+^CD11b^+^), B cells (B220^+^), and T cells (CD4^+^CD8^+^) in the PB of primary recipients. *n* = 9 per group. (**F**) Frequencies of donor-derived CD45.2 LT-HSCs in CD45.2 BM, 5 months after primary BMT. *n* = 9 per group. (**G**) Percentage of donor-derived CD45.2 chimerism in PB after secondary BMT. *n* = 9 per group. (**H**–**J**) Chimerism of mature cells, as indicated, in the PB of secondary recipients. *n* = 9 per group. (**K**) Frequencies of the indicated donor-derived CD45.2 LT-HSCs in CD45.2 BM, 5 months after secondary BMT. Data represent the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001, by Student’s *t* test.

**Figure 4:**
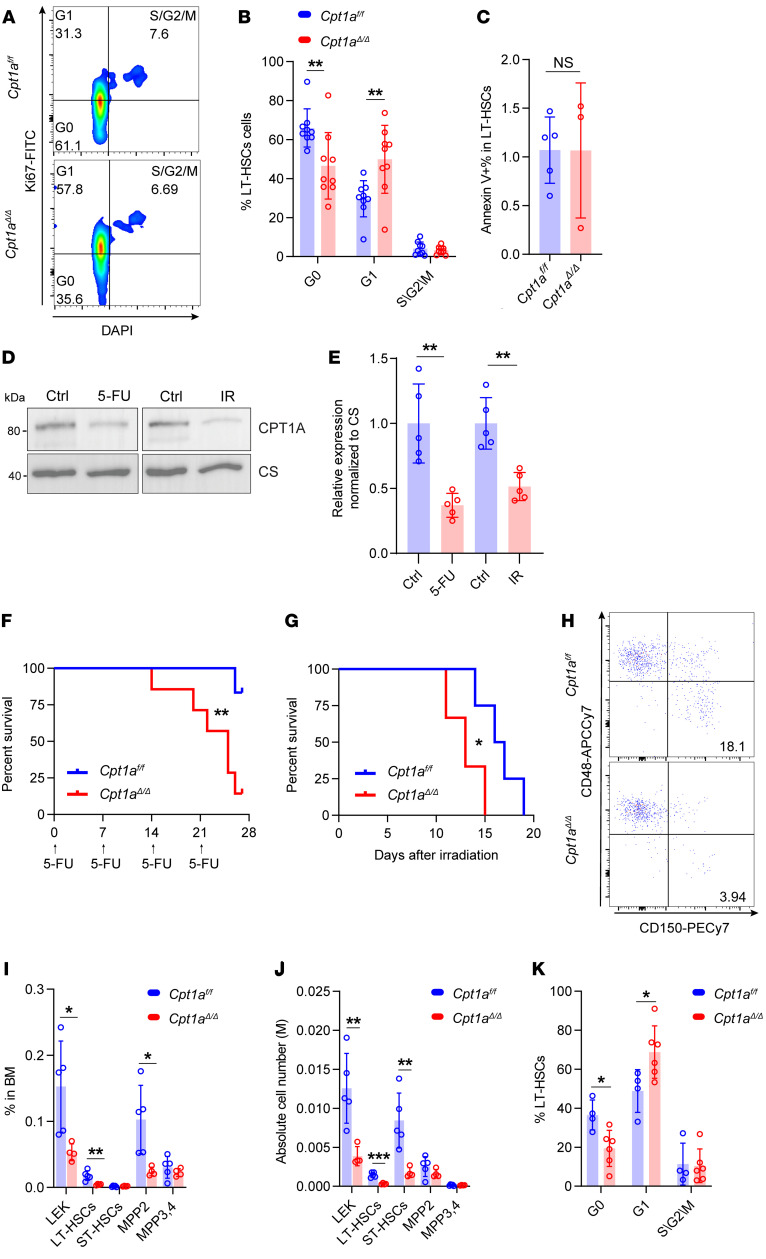
Loss of quiescence in *Cpt1a^Δ/Δ^* HSCs and hypersensitivity to genotoxic stress. (**A**) Representative flow cytometric analyses of the cell cycle following staining with Ki67 and DAPI in LT-HSCs. (**B**) Frequencies of different cell-cycle stages in LT-HSCs in the BM. *n* = 9 per group. (**C**) Apoptosis measured by annexin V expression in LT-HSCs. *n* = 5 or 3. (**D**) Western blot analysis of CPT1A expression in control (Ctrl) mice, 5-FU–treated mice, and γ-IR–treated (IR) mice, 6 days after treatment. Representative data from 5 independent experiments are shown. (**E**) CPT1A expression in control mice, 5-FU–treated mice, and γ-IR–treated mice. *n* = 5 per group. (**F**) Kaplan-Meier survival curves for mice after serial i.v. 250 mg/kg doses of 5-FU treatment at 7-day intervals. *n* = 13 per group. (**G**) Kaplan-Meier survival curves of mice after 9.5 Gy γ-IR. *n* = 7 per group. (**H**) Representative flow cytometric analysis of HSCs gated from the LEK population after 5-FU treatment. Cell populations were the same as those shown in Figure 1D. (**I** and **J**) Frequencies and absolute numbers of HSCs in BM cells 7 days after 5-FU treatment. *n* = 5 per group. (**K**) Frequencies of LT-HSCs at different cell-cycle stages, 7 days after 5-FU treatment. *n* = 4 or 6. Data represent the mean ± SEM. *P < 0.05 and **P < 0.01, by Student’s *t* test.

**Figure 5:**
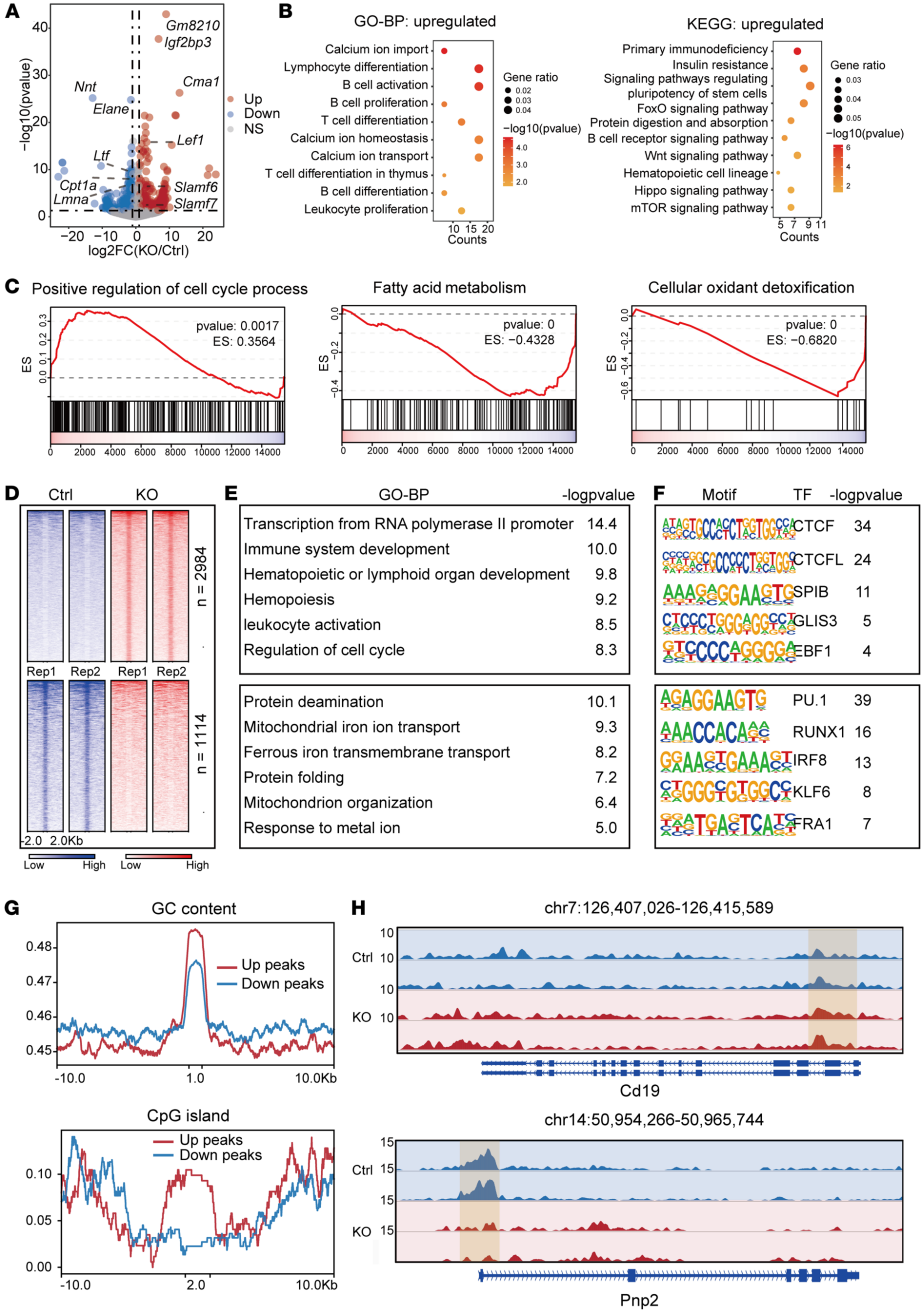
Transcriptional changes including increased expression of cell-cycle genes and decreased expression of FAO genes in *Cpt1a^Δ/Δ^* HSPCs. (**A**) Volcano plot displays differentially expressed genes (absolute log_2_ fold change >1 and *P* < 0.05) from RNA-Seq analysis. (**B**) Scatter plot shows GO-BP and KEGG pathway enrichment for upregulated genes, with the *x* axis representing the number of input genes, the size of the points indicating the gene ratio, and the color representing the enrichment level. (**C**) Representative GSEA pathways that were significantly enriched. ES, enrichment score. (**D**) Heatmap showing upregulated (up) and downregulated (down) peaks in ATAC-Seq between the control and KO groups. (**E**) GO-BP annotation of differential peaks using the GREAT web tool. (**F**) Motif analysis results for upregulated and downregulated peaks. Upregulated peaks are shown in the upper boxes, and downregulated peaks are shown in the lower boxes in **D**–**F**. TF, transcription factor. (**G**) Comparison of GC content and CpG island frequency between upregulated and downregulated peaks using metaplot. (**H**) Representative examples of differential ATAC-Seq peaks for upregulated and downregulated genes.

**Figure 6:**
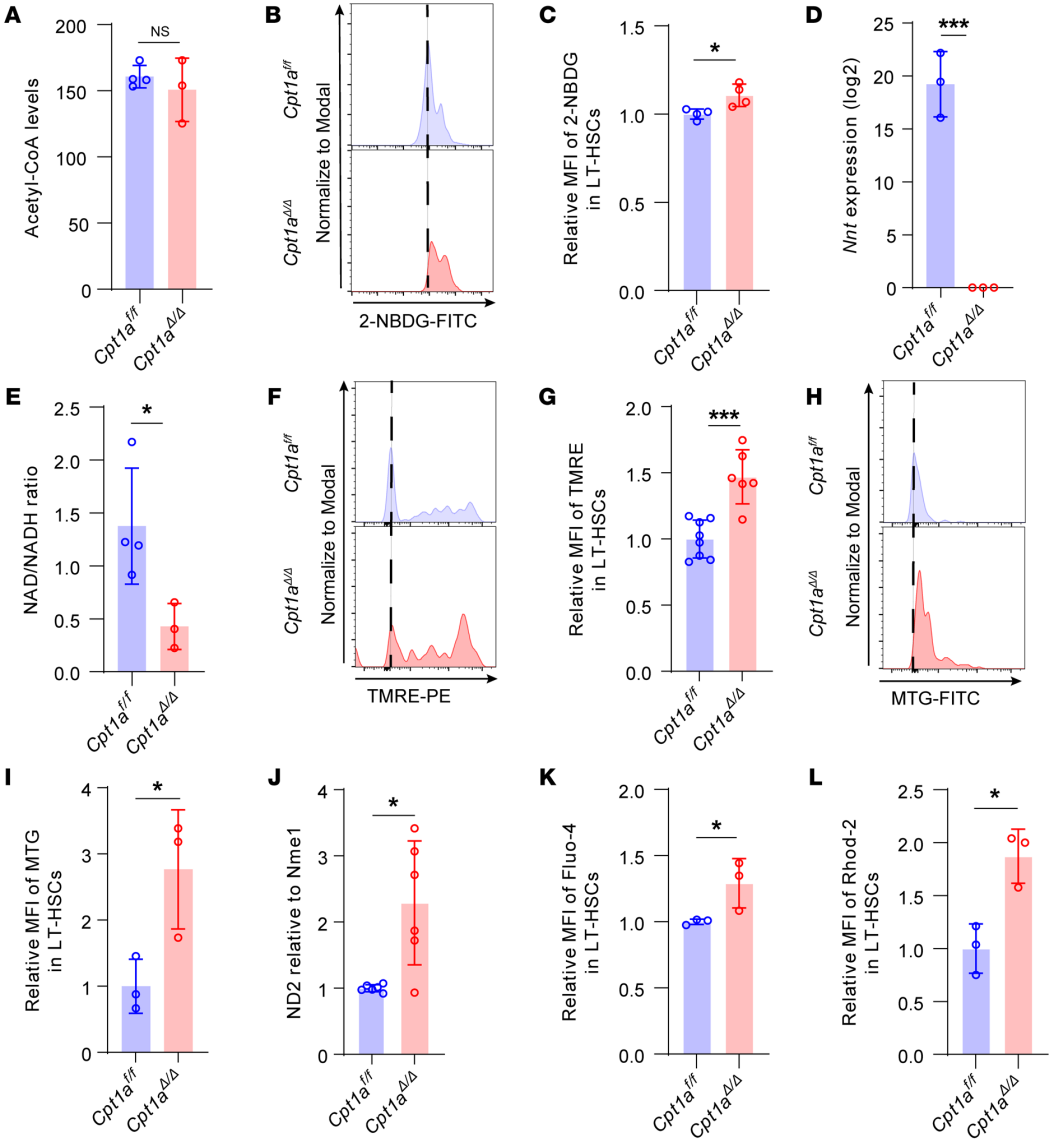
Increased glucose-fueled mitochondrial activity in *Cpt1a^Δ/Δ^* HSCs. (**A**) Acetyl-CoA levels in c-Kit^+^ cells. *n* = 4 or 3. (**B**) Representative flow cytometric analysis of glucose uptake measured via 2-NBDG staining in LT-HSCs. (**C**) Relative MFI levels of 2-NBDG signal (MFI). *n* = 4 per group. (**D**) *Nnt* expression based on RNA-Seq. *n* = 3 per group. (**E**) NAD/NADH ratio in c-Kit^+^ cells. *n* = 4 or 3. (**F**) Representative flow cytometric analysis of MMP by TMRE in LT-HSCs. (**G**) Relative MFI levels of TMRE signal. *n* = 8 or 6. (**H**) Representative flow cytometric analysis of MTG in LT-HSCs. (**I**) Relative mitochondrial mass levels were determined by MTG staining. *n* = 3 or 4. (**J**) Relative mtDNA levels (ND2) compared with nuclear DNA (Nme1) by quantitative PCR (qPCR) in purified c-Kit^+^ cells. *n* = 5 or 6. (**K**) Relative MFI levels of intracellular Ca^2+^ measured by Fluo-4, a measurement of cytosolic calcium, in LT-HSCs. n = 3 per group. (**L**) Relative MFI levels of mitochondrial Ca^2+^ measured by Rhod-2, a measurement of mitochondria-specific calcium detection, in LT-HSCs. *n* = 3 per group. Data represent the mean ± SEM. *P < 0.05 and ***P < 0.001, by Student’s *t* test.

**Figure 7:**
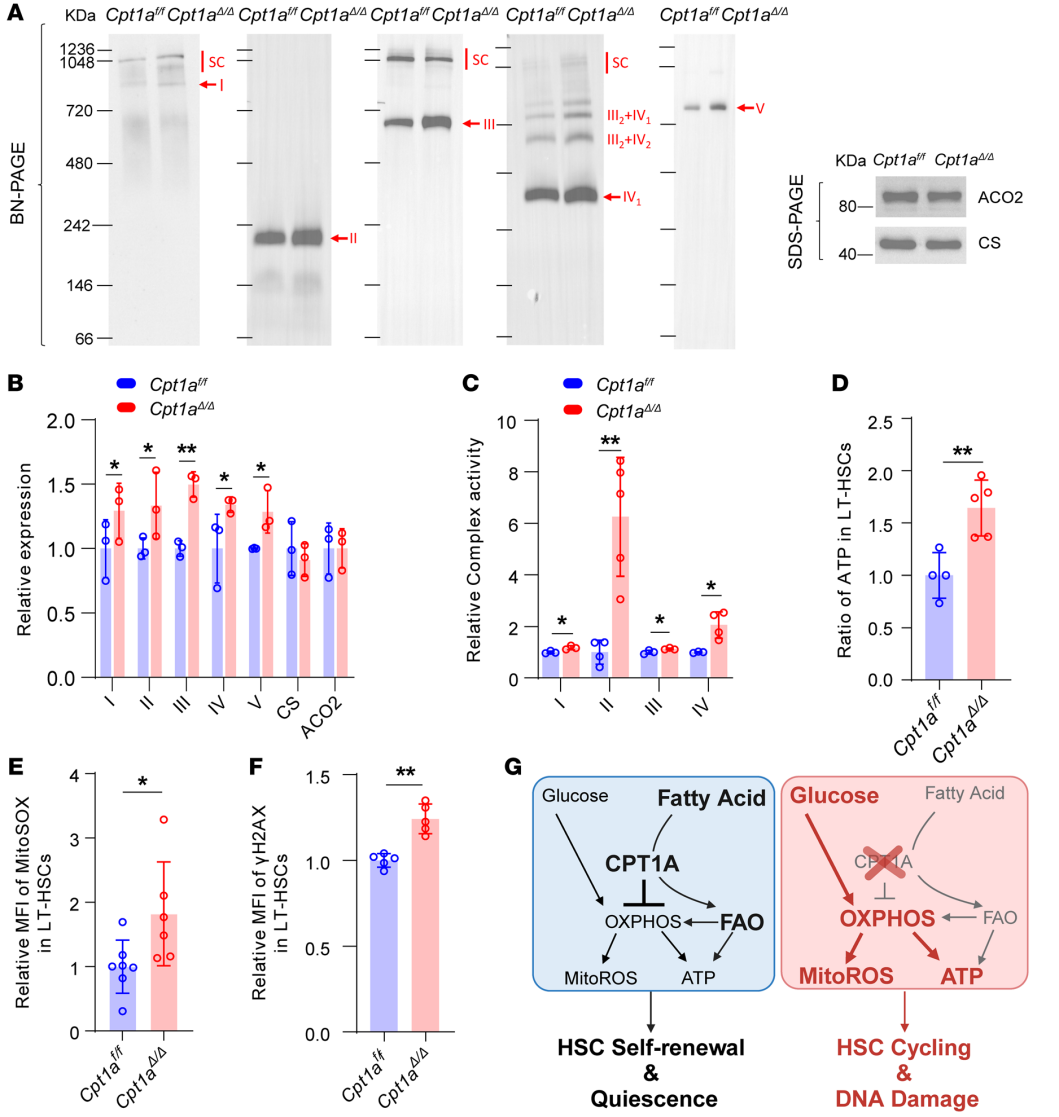
Increased levels and activity of mitochondrial respiratory complex components in *Cpt1a^Δ/Δ^* HSCs. (**A**) Left: BN-PAGE immunoblots of mitochondrial complexes and supercomplexes contents in mitochondria of c-Kit^+^ cells. The supercomplexes were visualized by antibodies against subunits of complex I (NDUFA9), complex II (SDHA), complex III (UQCRC2), complex IV (COX4a), and complex V (ATP5A1). Representative data from 3 independent experiments are shown. Right: SDS-PAGE immunoblots of the mitochondrial internal controls mitochondrial ACO2 and CS in c-Kit*^+^* cells. Representative data from 3 independent experiments are shown. (**B**) Relative expression of complexes I–V, CS, and ACO2 in c-Kit^+^ cells. *n* = 3 per group. (**C**) Relative activity of complexes I, II, III, and IV was measured by ELISA in c-Kit^+^ cells. *n* = 4 or 5. (**D**) Relative ATP levels detected by ELISA of LT-HSCs. *n* = 4 or 5. (**E**) Relative MFI levels of mtROS measured by MitoSOX in LT-HSCs. *n* = 7 or 6. (**F**) Relative MFI levels of γH2A.X in LT-HSCs. *n* = 5 per group. (**G**) Diagrammatic summary of metabolic reprogramming in HSCs (created with BioRender.com). Data represent the mean ± SEM. *P < 0.05 and **P < 0.01, by Student’s *t* test.

# Supplementary material for: Loss of Cpt1a results in elevated glucose-fueled mitochondrial oxidative phosphorylation and defective hematopoietic stem cells
**Source:** J Clin Invest. 2025 Jan 9;135(5):e184069. doi: 10.1172/JCI184069
**Supplement:** Supplemental data

## 1    **Supplementary**

## 2    **Methods and Materials**

### 3    **Genotyping**

4    200  $\mu$ L 50 mM NaOH was added into a 1.5 mL Eppendorf tube containing 1-2 mm  
5    portion of ear tissue or at least 1 million cells from each mouse. The samples were  
6    heated to 100  $^{\circ}$ C for 50 mins. 50  $\mu$ L of 1 M Tris-Hcl (pH=6.8) was added to neutralize  
7    the reaction. The samples were vortexed thoroughly, and 1  $\mu$ L of each sample was used  
8    for each genotyping PCR reaction. SapphireAmp Fast PCR Master Mix (Takara,  
9    RR350A) was employed according to the manufacturer's instructions. Primers: *Cpt1a*  
10    Forward (5'-3' CCA GGA TCC CTT TGA GCA G), *Cpt1a* Reverse (5'-3' AGG CCC  
11    AAG GAA GAA TCA AG).

### 12    **Flow cytometry**

13    Cell surface markers were stained following standard protocols.

14    Dead cells were excluded using Zombie Aqua (Biolegend, 423101) or PI (Biolegend,  
15    421301). Fixation was performed with BD Fixation/Permeabilization Kit (BD  
16    Biosciences, 554714).

17    Hematopoietic populations were analyzed or sorted using the following antibodies. For  
18    mature lineage cell analysis, cells were incubated with biotin-labeled lineage antibody  
19    cocktails (anti-Gr-1, anti-CD11b, anti-CD4, anti-CD8, anti-Ter119, and B220),  
20    followed by staining for streptavidin, anti-c-Kit, anti-EPCR, anti-CD48, and anti-  
21    CD150 staining.

22    For progenitor cell analysis in BM and spleen, mature lineage cells were stained as  
23    described, followed by staining with streptavidin, anti-CD127, anti-CD34, anti-CD41,  
24    anti-c-Kit, anti-Fc $\gamma$ R, anti-Sca-1, anti-CD105, and anti-CD150.

25    For multiple lineage cell analysis, cells were incubated with antibodies (anti-CD11b,  
26    anti-CD3, anti-CD115, anti-CD135, and B220).

27    For CPT1A expression staining, HSCs were first stained for, then fixed and stained with  
28    anti-CPT1A (Proteintech, 15184-1-AP, 1:1000) and a secondary anti-rabbit antibody  
29    (Jackson immune research lab, 711-545-152, 1:1000) for 30 minutes.

30    For cell cycle analysis with Ki67, cells were first stained for LEK-SLAM cell surface  
31    markers, fixed, and stained with Ki67 (1:100), followed by DAPI (1:1000) 10 minutes  
32    before analysis.

33    For BMT lineages, cells were stained with anti-CD45.1, anti-CD45.2, anti-Gr-1, anti-  
34    CD11b, anti-CD4, anti-CD8, and anti-B220.

35    For erythroid cells, Fc receptors were blocked for 10 minutes, and cells were incubated  
36    with biotin-labeled lineage antibody cocktails (anti-CD45, anti-Gr-1, and anti-CD11b),  
37    followed by streptavidin, anti-CD71, anti-Ter119, and anti- CD44 staining. Details of  
38    antibodies were listed in Supplementary Table 4.

### 39    **Cell sorting**

40    For LT-HSC isolation, BM cells were enriched for c-Kit<sup>+</sup> cells using c-Kit microbeads

(Miltenyi biotec, 130-091-224) and separated with the Automacs pro cell separator machine (Miltenyi biotec). The c-Kit<sup>+</sup> cells were stained for hematopoietic stem cells surface markers and sorted using the MA900 sorter (Sony).

### **Colony formation assays**

For CFU assays, 2x10<sup>4</sup> BM cells were plated after RBC lysis and serially plated every seven days in triplicate into 1 mL MethoCult GF M3434 medium (Stem Cell Technologies, 03434). For BFU-E assays, 3x10<sup>5</sup> whole bone marrow cells were plated in triplicate into 1mL MethoCult GF M3436 medium (Stem Cell Technologies, 03436), with colonies scored after seven days. For CFU-E assays, 2x10<sup>5</sup> whole bone marrow cells were plated in triplicate into 1 mL MethoCult GF M3334 medium (Stem Cell Technologies, 03334), and colonies were scored after fourteen days. Colonies were observed with a Nikon microscope.

### **Mitochondria extraction**

Buffer M was prepared with 19.1 g mannitol, 11.9 g sucrose, 5 mL 1 M Tris/HCl (PH7.4), 1 mL 0.5 M EDTA (PH8.0) in ddH<sub>2</sub>O to a final volume of 500 mL. Buffer M1 included 5 mL 5% BSA-FF, 50 µL 20% Digitonin, and 500 µL Protease Inhibitor (100x) in Buffer M to a final volume of 50 mL. The mitochondrial solubilization buffer (SB) was composed of 50 mM NaCl, 50 mM BisTris/HCl (PH7.0), 2 mM 6-aminohexanoic acid, 1mM EDTA, adjusted to pH 7.4.

Cells were transferred to a 2mL Dounce homogenizer in 1 mL buffer M1 and homogenized for 20 strokes by tight pestle. After incubating on ice for 10 minutes to solubilize the plasma membrane, the homogenate was centrifuged at 16,000 g for 10 minutes to obtain a pellet containing nuclei and mitochondria. The supernatant was removed, the pellet was weighed to determine the wet weight. The pellet was then resuspended with 1.7x v/v SB buffer, fully resuspended with a hand-held tissue homogenizer on ice, and ½ v/v of 20% Digitonin was added. The solution was solubilized for 10 min on ice, centrifuge at 22,000 g for 50 minutes at 4°C, and the supernatant was carefully transferred to a new microcentrifuge tube. Protein concentration was determined using the Pierce BCA protein assay kit, and samples were prepared for BN-PAGE by mixing with 1/5 volume of protein loading buffer.

### **RT-qPCR and mitochondrial DNA**

Total RNA from c-Kit<sup>+</sup> cells was isolated using the RNeasy Mini Kit (Qiagen, Hilden, Germany), and cDNA was synthesized with SuperScript III First-Strand Synthesis SuperMix (Invitrogen, 18080400). RT-qPCR was performed with SYBR Green PCR Master Mix (Applied Biosystems, 4309155) and analyzed on an ABI 7500 Sequence Detection System, with gene expression levels normalized to Actin. For mitochondrial DNA quantification, DNA from c-Kit<sup>+</sup> cells was extracted using a lysis buffer (10 mM Tris-HCl pH7.5, 50 mM NaCl, 6.25 mM MgCl<sub>2</sub>, 0.045% NP40, 0.45% Tween20, 1 mg/mL proteinase K) as previously described (1, 2). MtDNA quantification was performed by RT-qPCR, calculating the relative mtDNA (ND2) to nuclear DNA (Nme1) ratio using the ΔΔCt method (3). PCR primers were listed in Supplemental Table.

## Acetyl-CoA levels, NAD/NADH ratio, and ATP measurements

Acetyl-CoA levels and the NAD/NADH ratio were measured in c-Kit<sup>+</sup> cells, and ATP levels were quantified in sorted LT-HSCs, following the manufacturer's protocols. The measurements were performed using the PicoProbe Acetyl CoA Assay Kit (Abcam, ab87546), the NAD/NADH Assay Kit (Abcam, ab65348), and the ATP Determination Kit (Thermo Fisher Scientific, A22066).

## Measurements of $\Delta\Psi_m$ , intracellular Ca<sup>2+</sup>, mitochondrial Ca<sup>2+</sup>, cell superoxide, and $\gamma$ H2A.X levels

$\Delta\Psi_m$ , mitochondrial superoxide, and mitochondrial mass were determined in HSCs according to the manufacturer's instruction using the MitoProbe TMRE Assay kit (Thermo Fisher Scientific, M20036). Intracellular Ca<sup>2+</sup>, mitochondrial Ca<sup>2+</sup>, mitochondrial superoxide, cell superoxide, and  $\gamma$ H2A.X levels were determined using Fluo-4, AM (Thermo Fisher Scientific, F14201), Rhod-2, AM (Thermo Fisher Scientific, R1244), CellROX Deep Red (Invitrogen, C10422), and Alexa Fluor 647 mouse Anti-H2A.X (Biosciences, 51-9007683), respectively. Cells were stained with 1  $\mu$ M Fluo-4, AM, 1  $\mu$ M Rhod-2, AM, 5  $\mu$ M CellROX Red, or 5  $\mu$ M Anti-H2A.X for 30 minutes, and fluorescence intensity was measured using a flow cytometer.

## Western blotting

To assess CPT1A expression, c-Kit<sup>+</sup> cells were purified and lysed, and proteins were detected using an anti-CPT1A antibody (Proteintech, 15184-1-AP, 1:2000). For SDS-PAGE analysis and CPT1A expression following genotoxic stress, mitochondria were isolated from bone marrow (BM) cells. Equal amounts of mitochondrial protein were loaded onto the gel, and proteins detected using anti-Citrate Synthase (CST, 14309, 1:500) and anti-ACO2 (CST, 6571, 1:2000) antibodies which served as internal controls.

## Etomoxir treatment *in vivo*

WT mice, aged six to eight weeks, were administered Etomoxir (MCE, HY-50202, 25 mg/kg) by intraperitoneal (i.p.) injection every other day. Etomoxir was diluted according to the manufacturer's protocol. After treatment, mice were harvested at 3 days, 5 days, 2 weeks, and 4 weeks. Enumeration of HSCs and cell cycle analyses were performed as described earlier using flow cytometry.

## References

1. van der Burg M, et al. Standardization of DNA isolation from low cell numbers for chimerism analysis by PCR of short tandem repeats. *Leukemia*. 2011;25(9):1467–1470.
2. Mariana Justino de Almeida, et al. Dye-Independent Methods Reveal Elevated Mitochondrial

116 Mass in Hematopoietic Stem Cells. *Cell Stem Cell*. 2017;176(12):139–148.

117 3. Hayashi Y, et al. Pathobiological pseudohypoxia as a putative mechanism underlying

118 myelodysplastic syndromes. *Cancer Discov*. 2018;8(11):1438–1457.

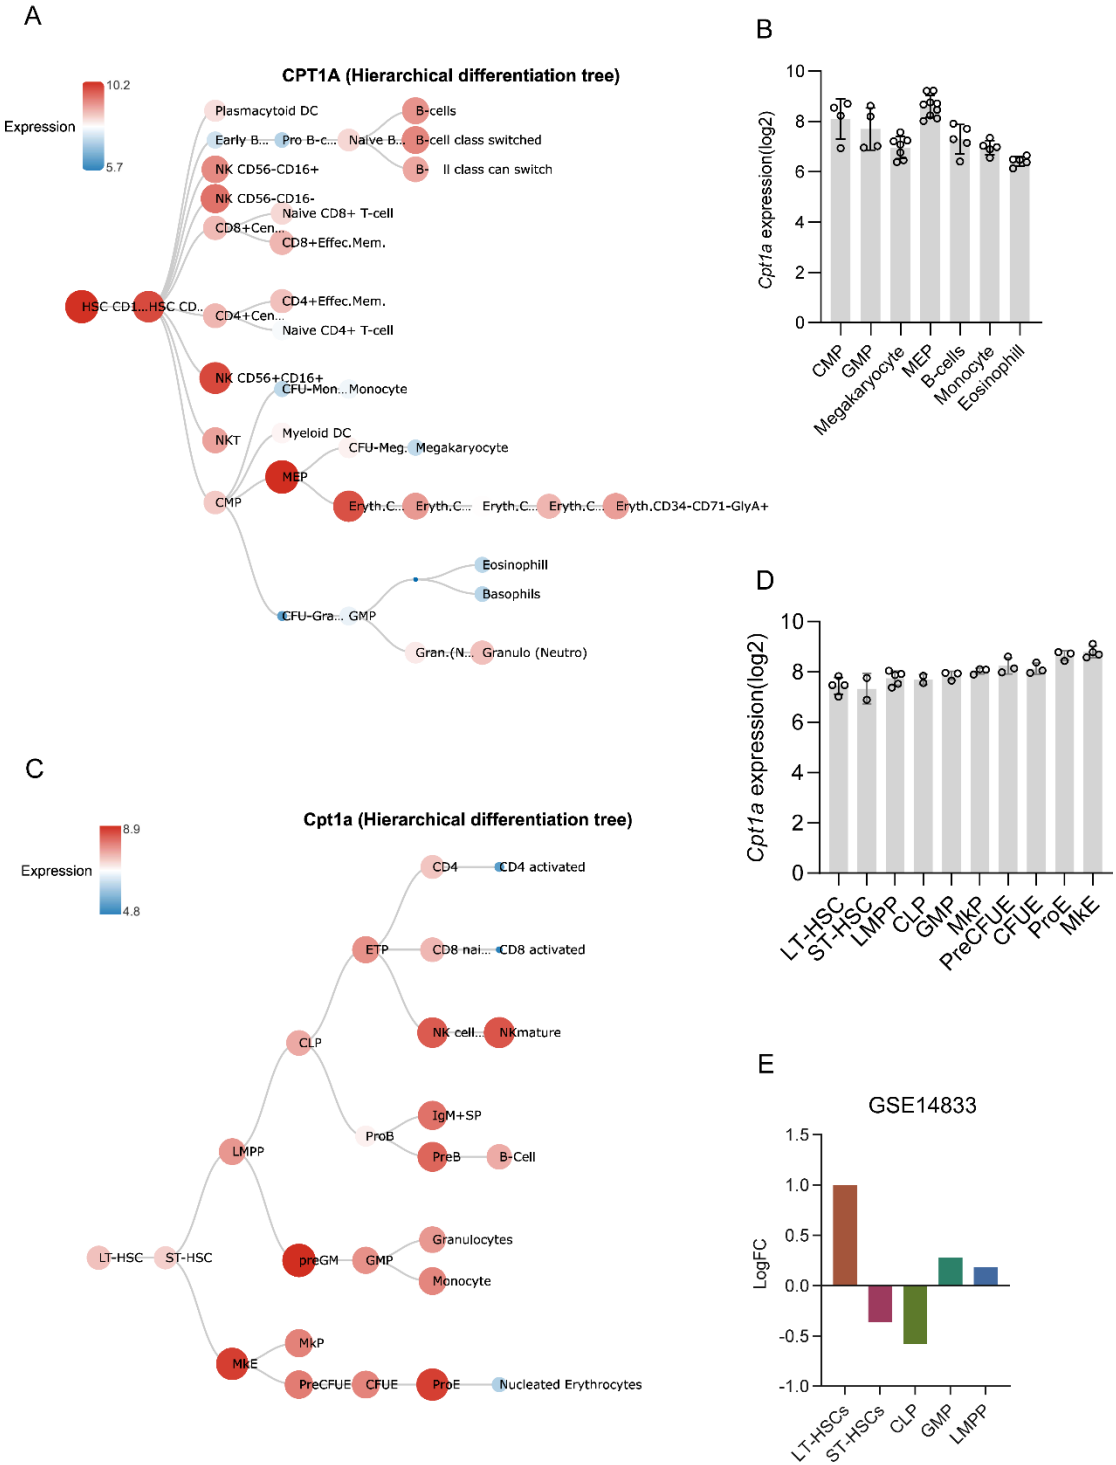

119 **Figure S1. *Cpt1a* expression in human and mouse HSCs based on publicly-available datasets.**

120 **(A)** Expression of the *CPT1A* gene in the human HSC hierarchical differentiation tree sourced from

bloodspot.com. **(B)** Statistics of *CPT1A* expression in human normal HSCs.  $n = 4$  or  $9$ . **(C)** Expression of the *Cpt1a* gene in the mouse HSC hierarchical differentiation tree obtained from bloodspot.com. **(D)** Statistics of *Cpt1a* expression in normal mouse HSCs.  $n = 3$  or  $4$ . **(E)** Expression of the *Cpt1a* gene in mouse HSCs, as reported in GSE14833.  $n = 1$ .

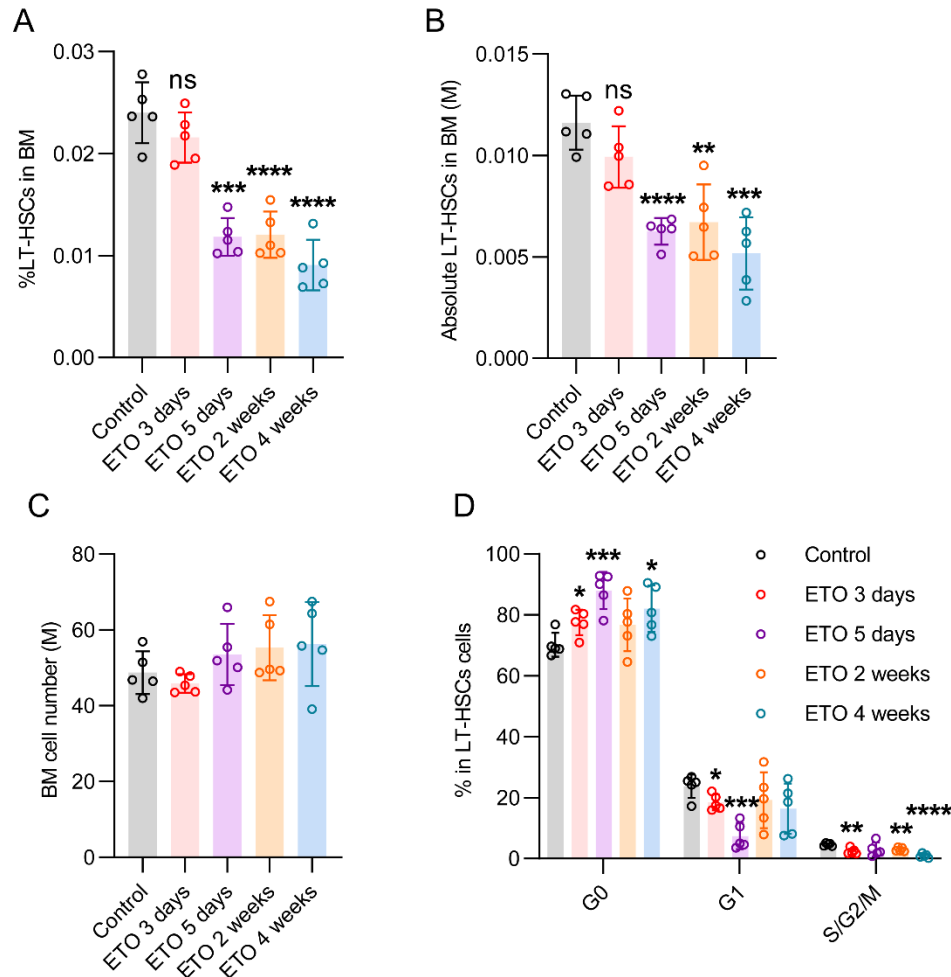

**Figure S2. LT-HSC maintenance in WT mice treated with the CPT1A inhibitor Etomoxir (ETO).** **(A-B)** Frequencies and absolute numbers of LT-HSCs in the BM of Etomoxir-treated mice at different time points. **(C)** Total BM cell numbers in mice treated with Etomoxir at different time points. **(D)** Frequencies of different cell cycle stages in LT-HSCs of Etomoxir-treated mice at different time points.  $n = 5$  per group. Statistical significance was determined using Student  $t$  test. Data represent mean  $\pm$  SEM. Statistical significance was determined using Student  $t$  test. ns, not significant,  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$ ,  $****P < 0.0001$ .

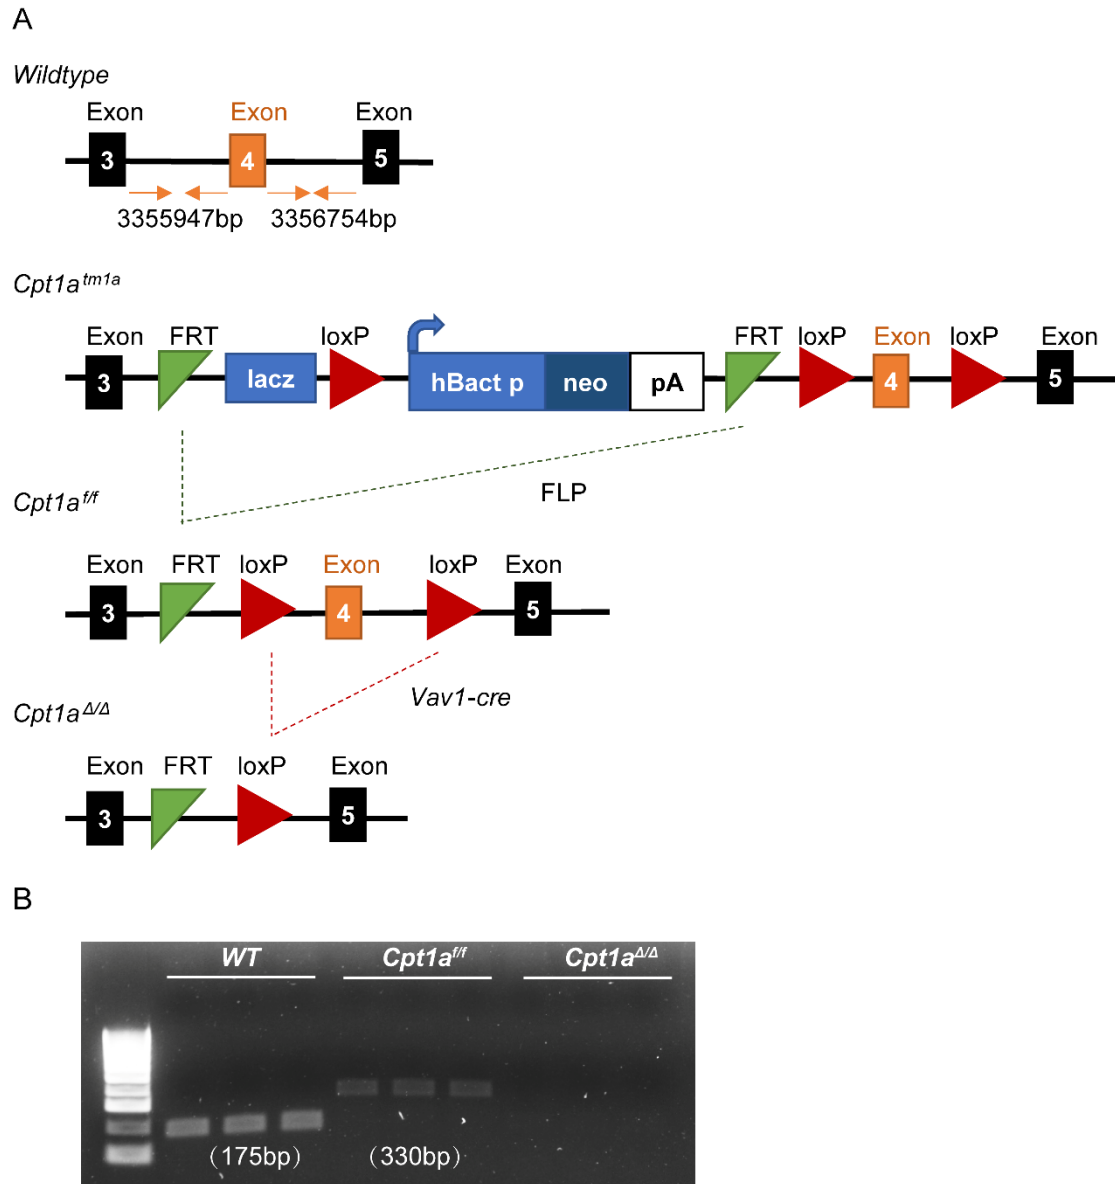

**Figure S3. Strategy for generating a hematopoietic *Cpt1a* conditional knock-out mouse model.**  
**(A)** Schematic for developing *Cpt1a<sup>Δ/Δ</sup>* mice by intercrossing *Cpt1a<sup>flf</sup>* mice with *Vav1-cre<sup>+</sup>* mice. **(B)**  
 Genotyping using c-Kit<sup>+</sup> cells by genomic PCR.

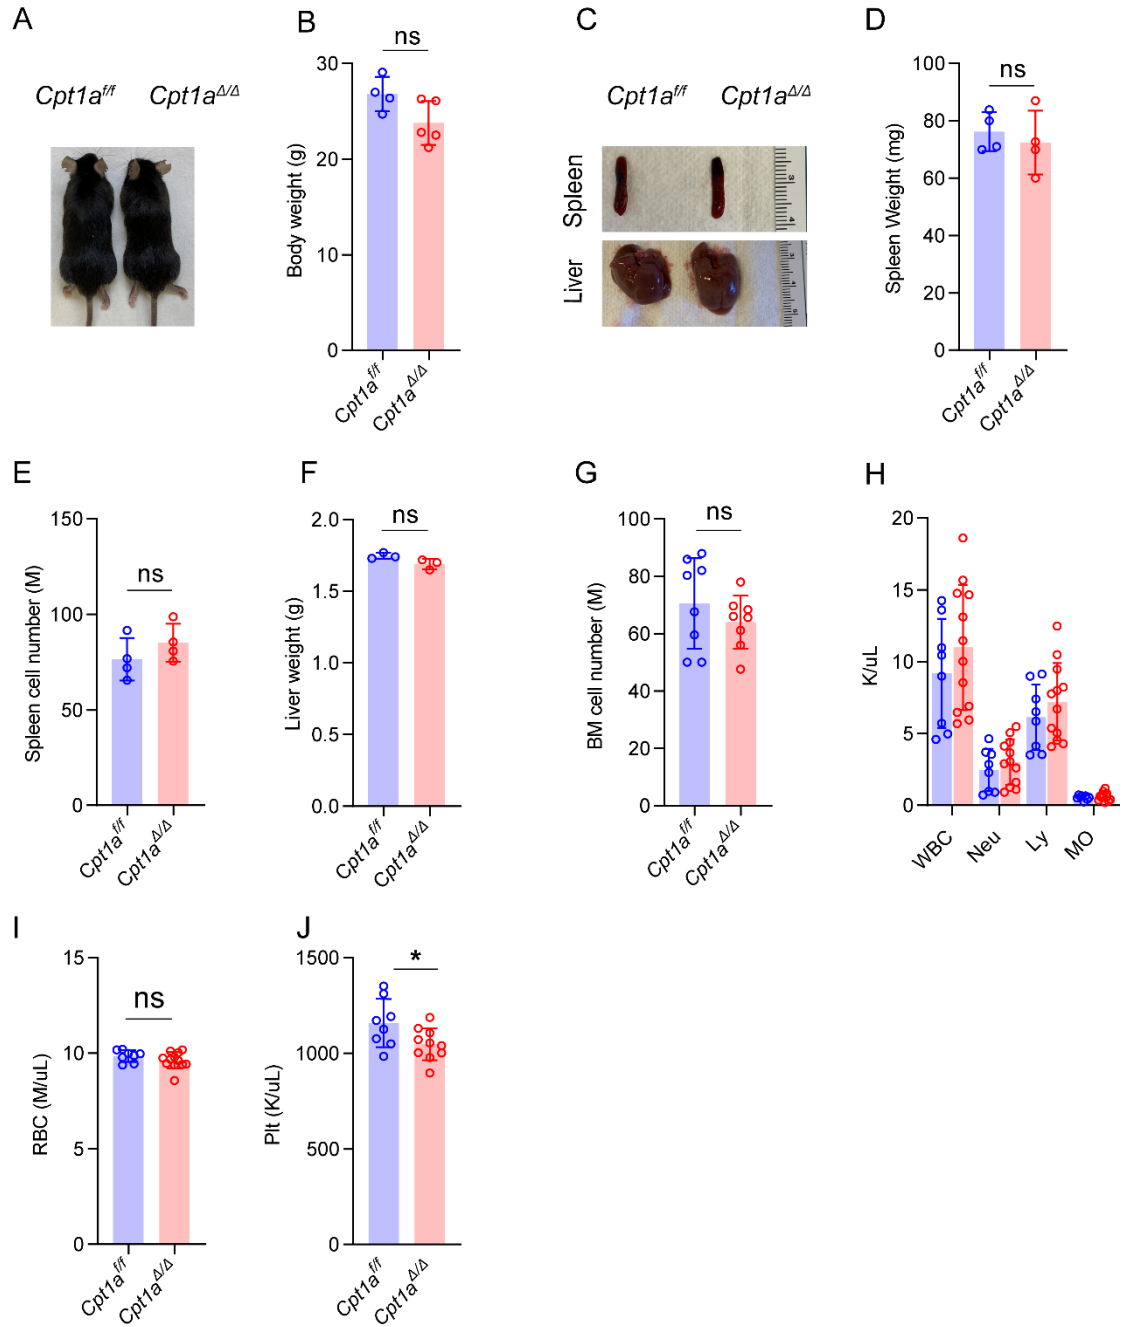

**Figure S4 Phenotypic characterization of *Cpt1a<sup>Δ/Δ</sup>* mice. (A)** Representative body photo. **(B)** Statistics of body weight.  $n = 4$  or  $5$ . **(C)** Upper: Representative photo of the spleen; Below: Representative photos of the liver. **(D)** Statistics of spleen weight.  $n = 4$  per group. **(E)** Statistics of spleen cell numbers.  $n = 4$  per group. **(F)** Statistics of liver weight.  $n = 3$  per group. **(G)** Statistics of bone marrow cell numbers.  $n = 8$  per group. **(H)** Complete blood count: white blood cells (WBC), neutrophils (Neu), lymphoid (Ly), monocytes (MO).  $n = 8$  or  $12$ . **(I)** Red blood cell counts.  $n = 8$  or  $12$ . **(J)** Platelet cell counts.  $n = 8$  or  $10$ . Data represent mean  $\pm$  SEM. Statistical significance was determined using Student  $t$  test. ns, not significant,  $*P < 0.05$ .

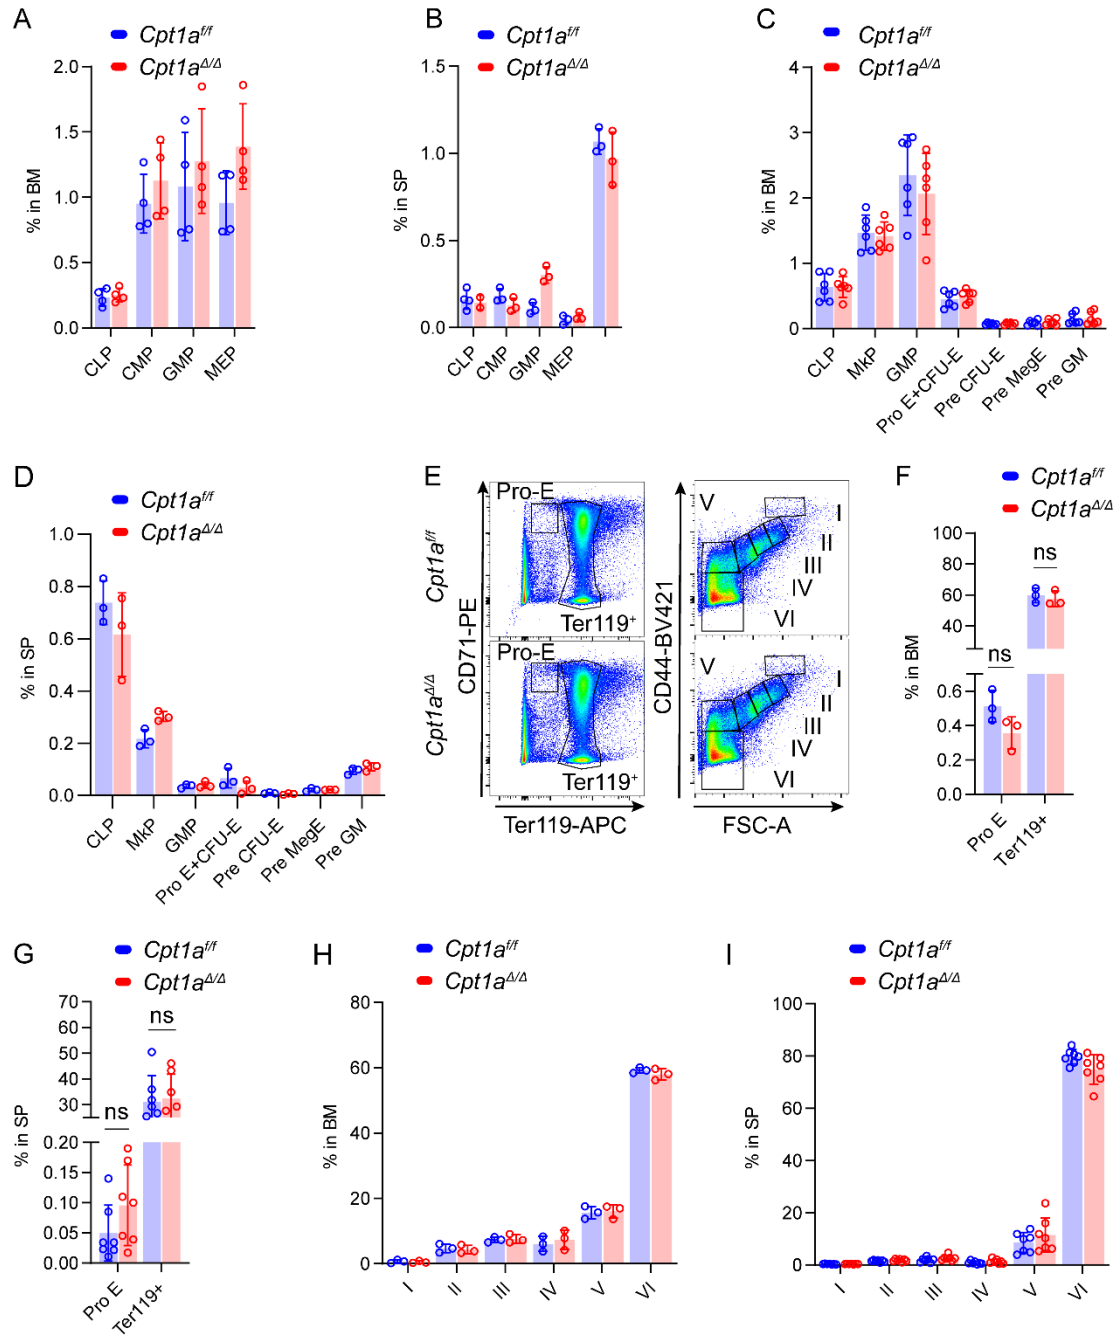

**Figure S5. Phenotypic characterization of *Cpt1a<sup>Δ/Δ</sup>* HSPCs.** (A-B) Frequencies of HSPCs in the BM and spleen. *n* = 3 or 4. (C-D) Frequencies of HSPCs in the BM and spleen. *n* = 6 or 3. (E) Representative flow cytometric analysis of terminal erythroid differentiation populations: proerythroblasts (I), basophilic erythroblasts (II), polychromatic erythroblasts (III), orthochromatic erythroblasts (IV), reticulocytes (V), and mature RBCs (VI) in BM. (F-G) Frequencies of Pro E and Ter119<sup>+</sup> population blasts in the BM and spleen. *n* = 3 or 7. (H-I) Frequencies of erythroid blasts in BM and spleen. *n* = 3 or 7. Data represent mean ± SEM. Statistical significance was determined using Student *t* test. ns, not significant.

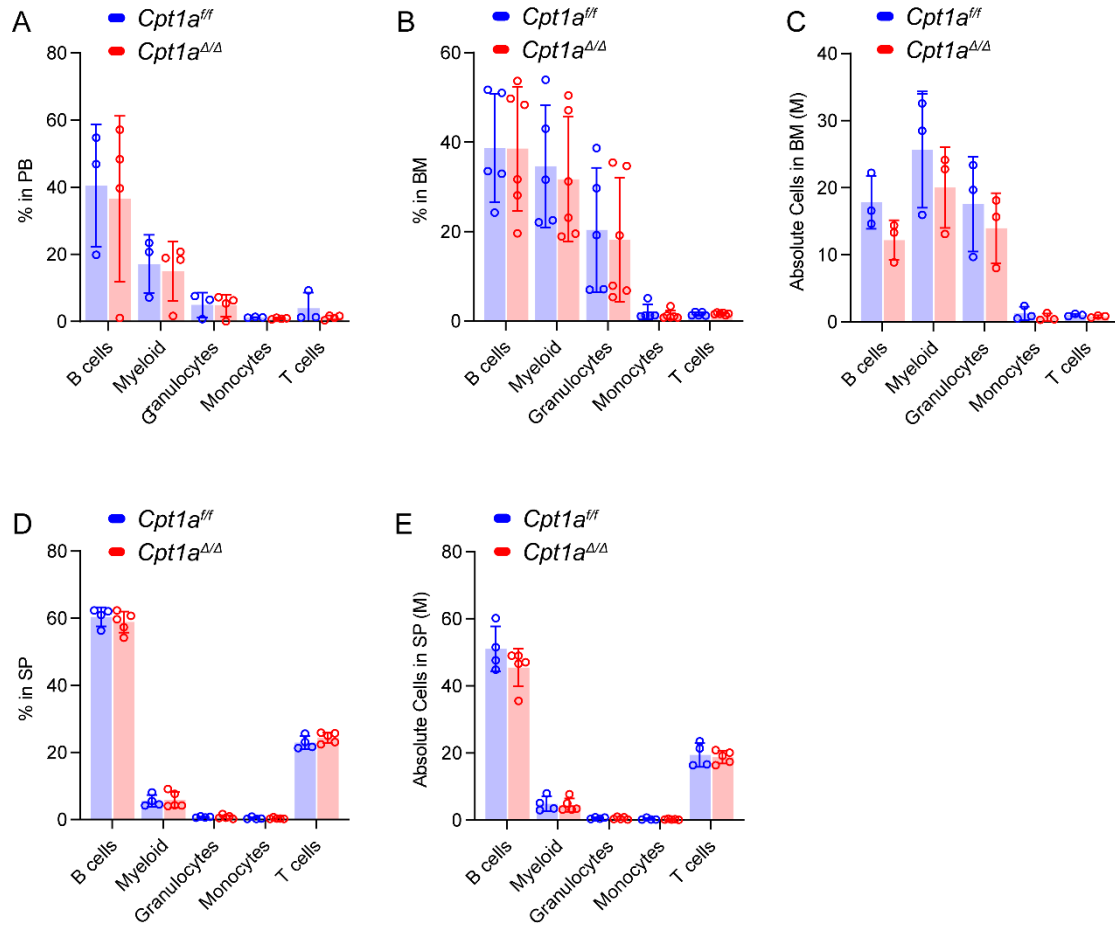

**Figure S6. Characterization of multiple hematopoietic lineages of *Cpt1a<sup>Δ/Δ</sup>* mice.** (A) Frequencies of indicated mature lineage cells in the PB. *n* = 4 per group. (B-C) Frequencies and absolute number of the indicated mature lineage cells in the BM. *n* = 5 or 3. (D-E) Frequencies and absolute number of the indicated mature lineage cells in the spleen. *n* = 4 or 5. Data represent mean ± SEM. Statistical significance was determined using Student *t* test.

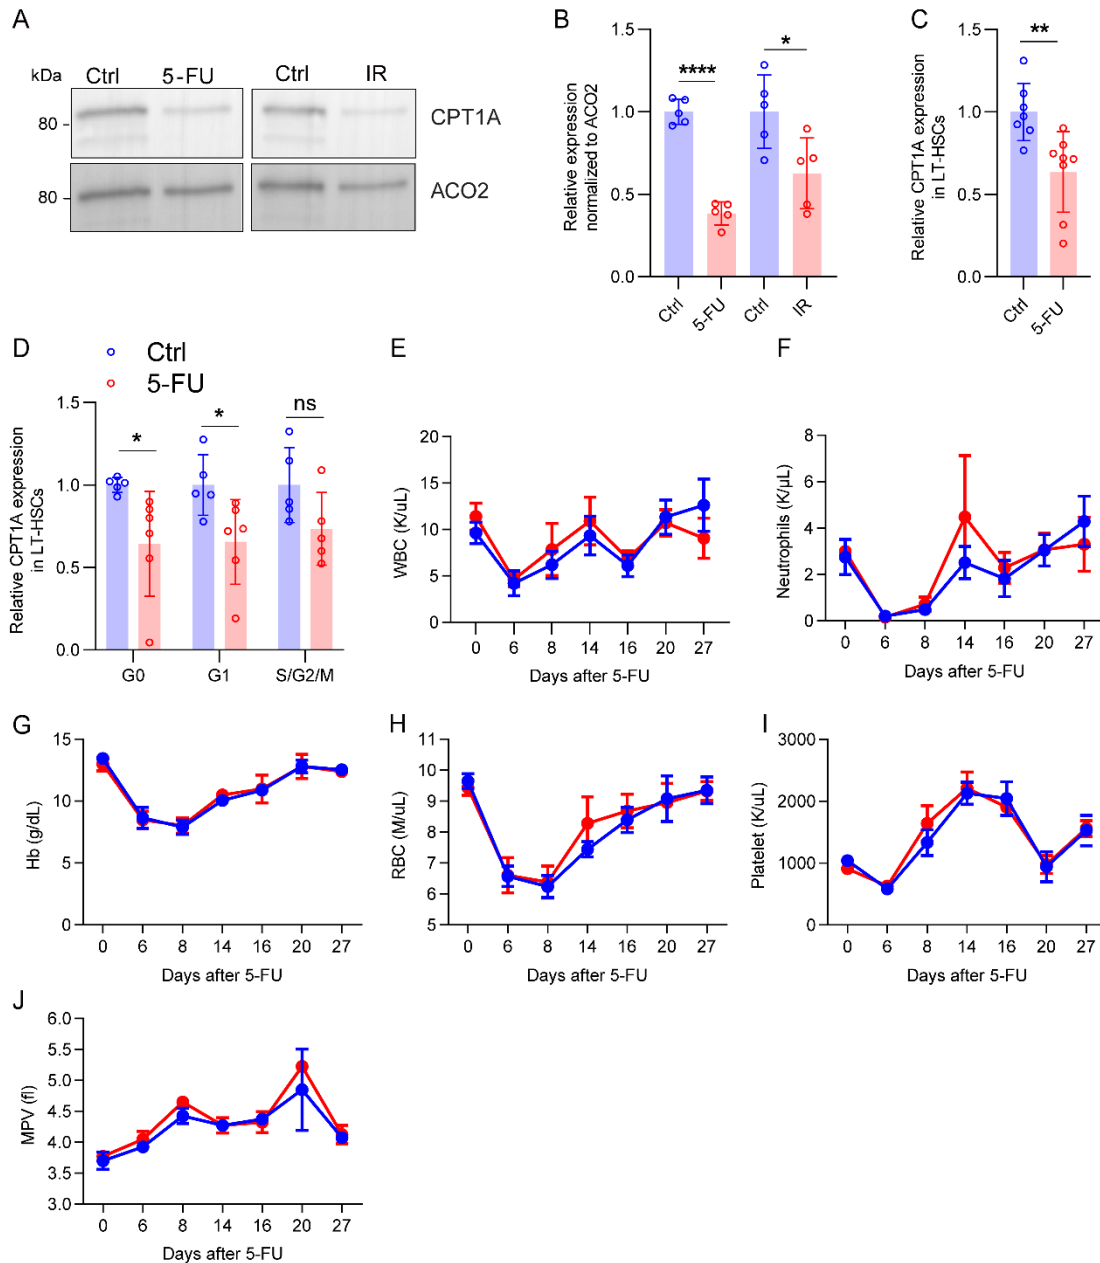

**Figure S7. Complete blood cell counts after 5-FU treatment.** (A) Western blotting analysis of the expression of CPT1A in Control (Ctrl), 5-FU treated mice, and  $\gamma$ -irradiation treated mice. ACO2 as an internal control. Representative data of five independent experiments is shown. The CPT1A and ACO2 panels were derived from the same membrane by stripping and reprobing. (B) Statistics of the expression of CPT1A normalized to ACO2 in Ctrl, 5-FU treated mice, and  $\gamma$ -irradiation treated mice.  $n = 5$  per group. (C) Relative expression of CPT1A in LT-HSCs measured by flow cytometry.  $n = 7$  or  $8$ . (D) Relative expression of CPT1A in different cell cycle stages in LT-HSCs, as measured by flow cytometry.  $n = 5$  per group. (E-J) Serial complete blood cell counts after treatment with 5-FU. WBC: white blood cell, Hb: Hemoglobin; RBC: red blood cell; MPV: Mean Platelet Volume.  $n = 4$  per group. Data represent mean  $\pm$  SEM. Statistical significance was determined using Student  $t$  test. ns, not significant, \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\*\* $P < 0.0001$ .

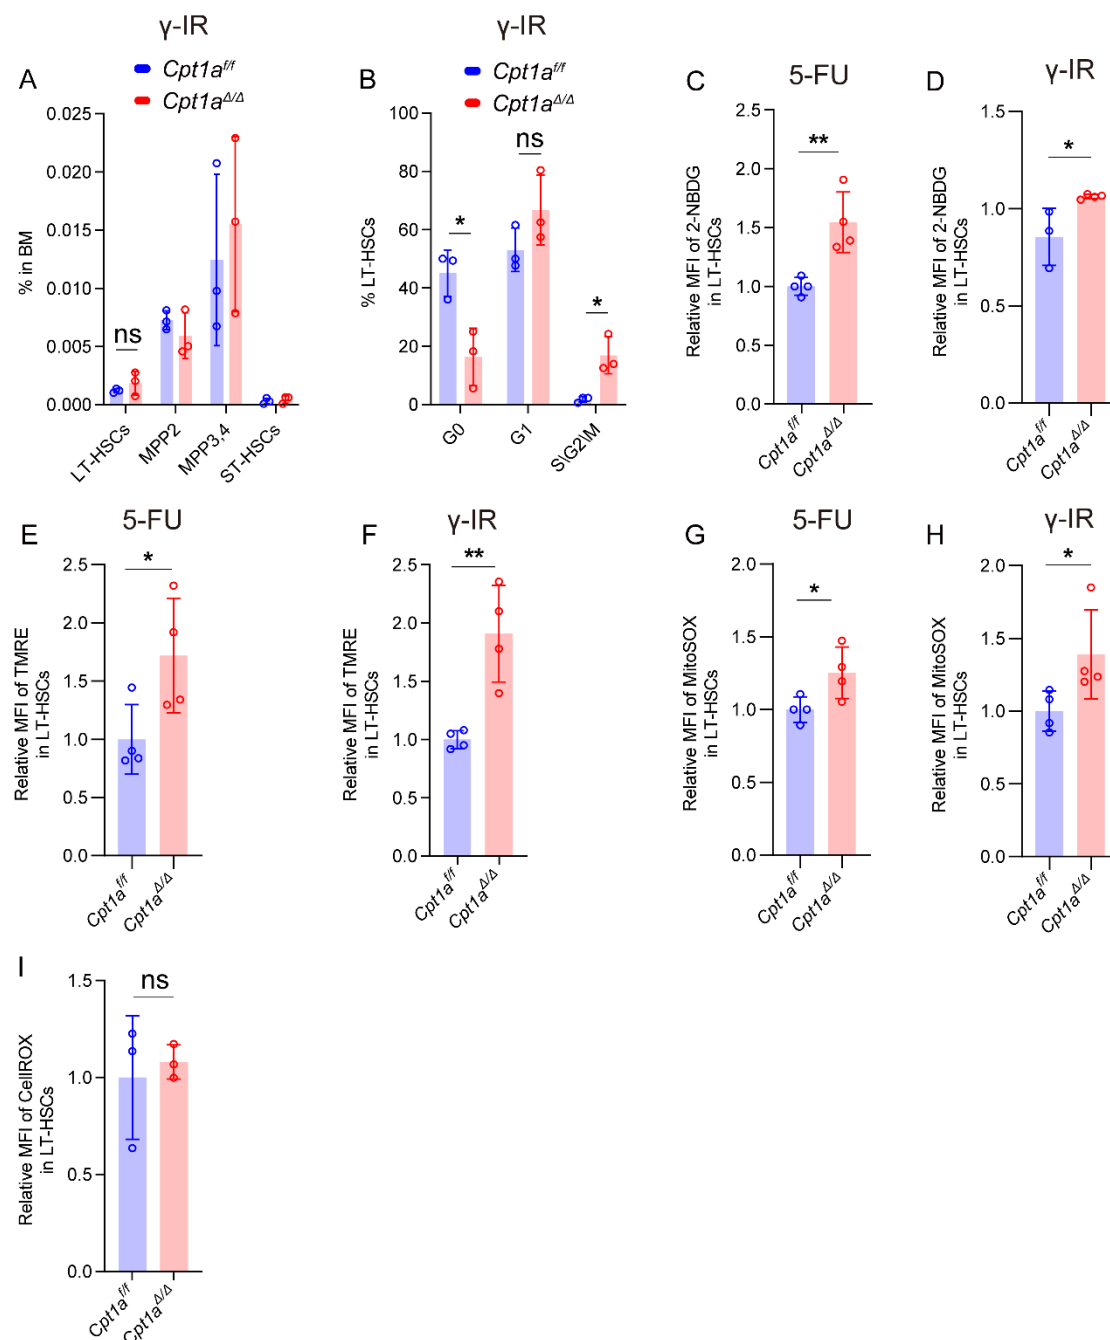

**Figure S8. HSC phenotypes, and mitochondrial activity in *Cpt1a*<sup>Δ/Δ</sup> HSCs under genotoxic stress.** (A) Frequencies of HSCs in the BM of mice treated with  $\gamma$ -irradiation. n = 3 per group. (B) Frequencies of different cell cycle stages in LT-HSCs of mice treated with  $\gamma$ -irradiation. n = 3 per group. (C-D) Relative glucose uptake levels measured using 2-NBDG in LT-HSCs of mice treated with 5-FU and  $\gamma$ -irradiation. n = 4 or 3. (E-F) Relative MFI levels of TMRE in LT-HSCs of mice treated with 5-FU and  $\gamma$ -irradiation. n = 4 per group. (G-H) Relative levels of mitochondrial ROS levels in LT-HSCs from mice treated with 5-FU and  $\gamma$ -irradiation, as detected by staining with MitoSOX. n = 4 per group. (I) Relative levels of cellular ROS staining in LT-HSCs, detected by staining with CellROX red. n = 3 per group. Data represent mean  $\pm$  SEM. Statistical significance was determined using Student *t* test. ns, not significant, \**P* < 0.05, \*\**P* < 0.01.

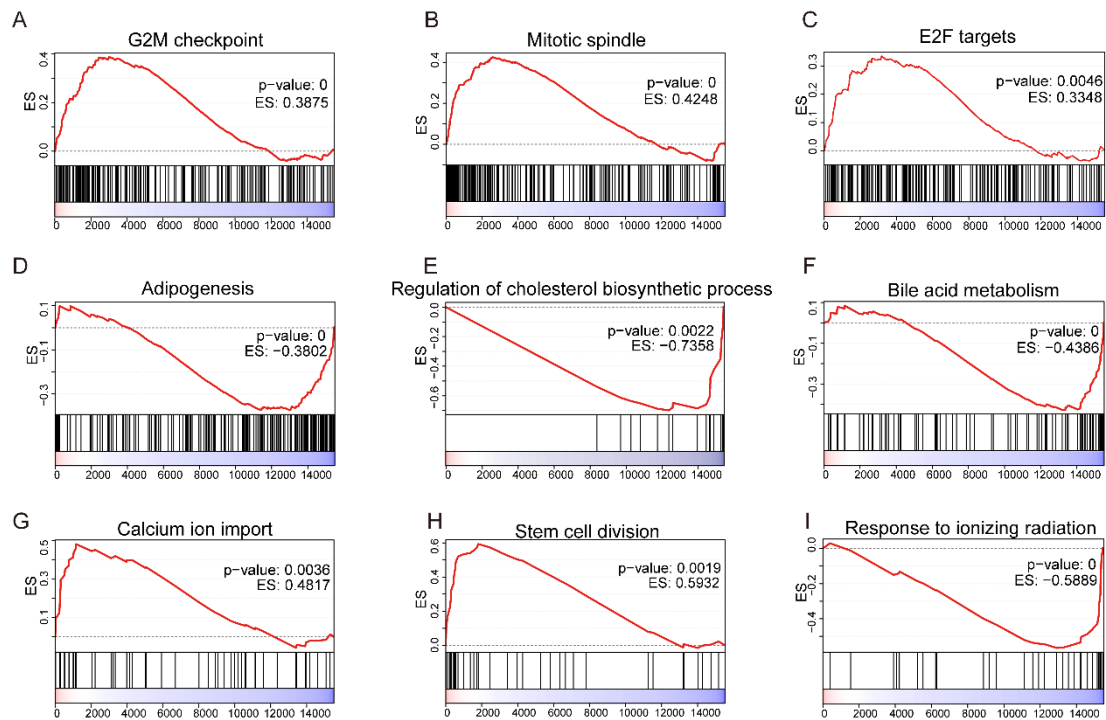

**Figure S9. GSEA analysis.** (A) G2/M checkpoint pathway. (B) Mitotic spindle pathway. (C) E2F targets pathway. (D) Adipogenesis pathway. (E) Regulation of cholesterol biosynthetic process pathway. (F) Bile acid metabolism pathway. (G) Calcium ion import pathway. (H) Stem cell division pathway. (I) Response to ionizing radiation pathway.

# Supplementary material for: Loss of Cpt1a results in elevated glucose-fueled mitochondrial oxidative phosphorylation and defective hematopoietic stem cells
**Source:** J Clin Invest. 2025 Jan 9;135(5):e184069. doi: 10.1172/JCI184069

**Figure 1B**

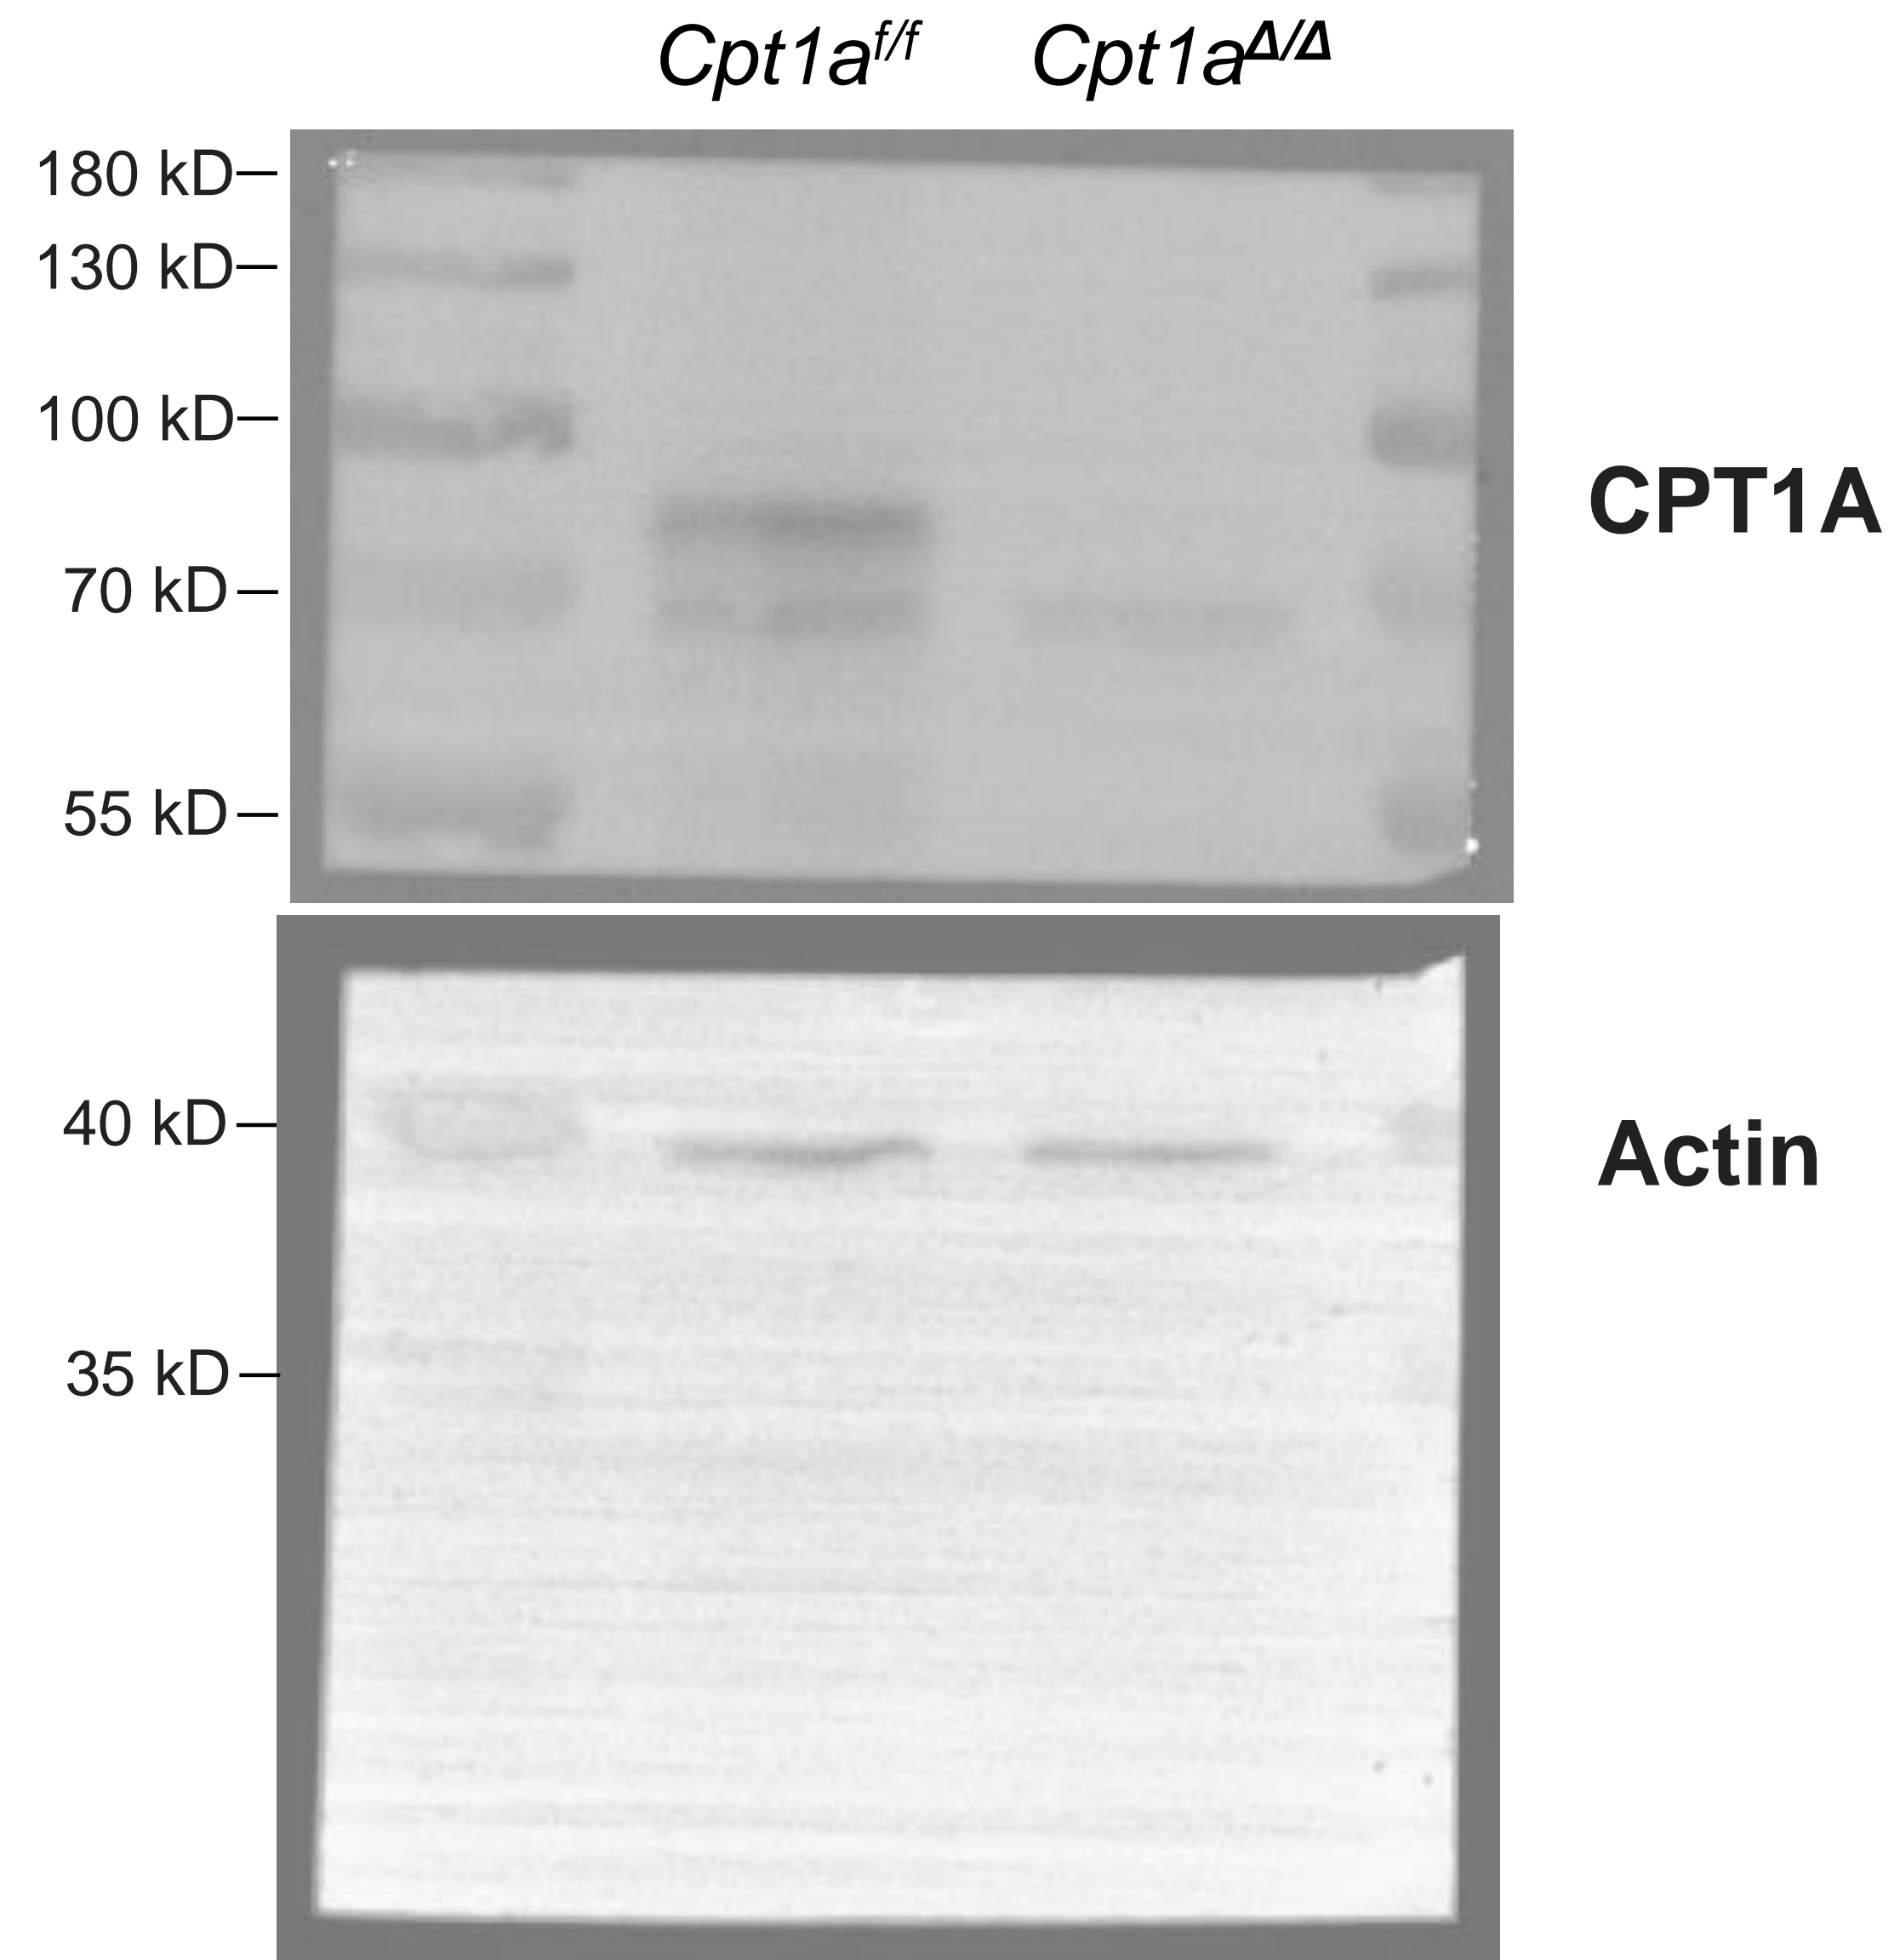

Figure 4D

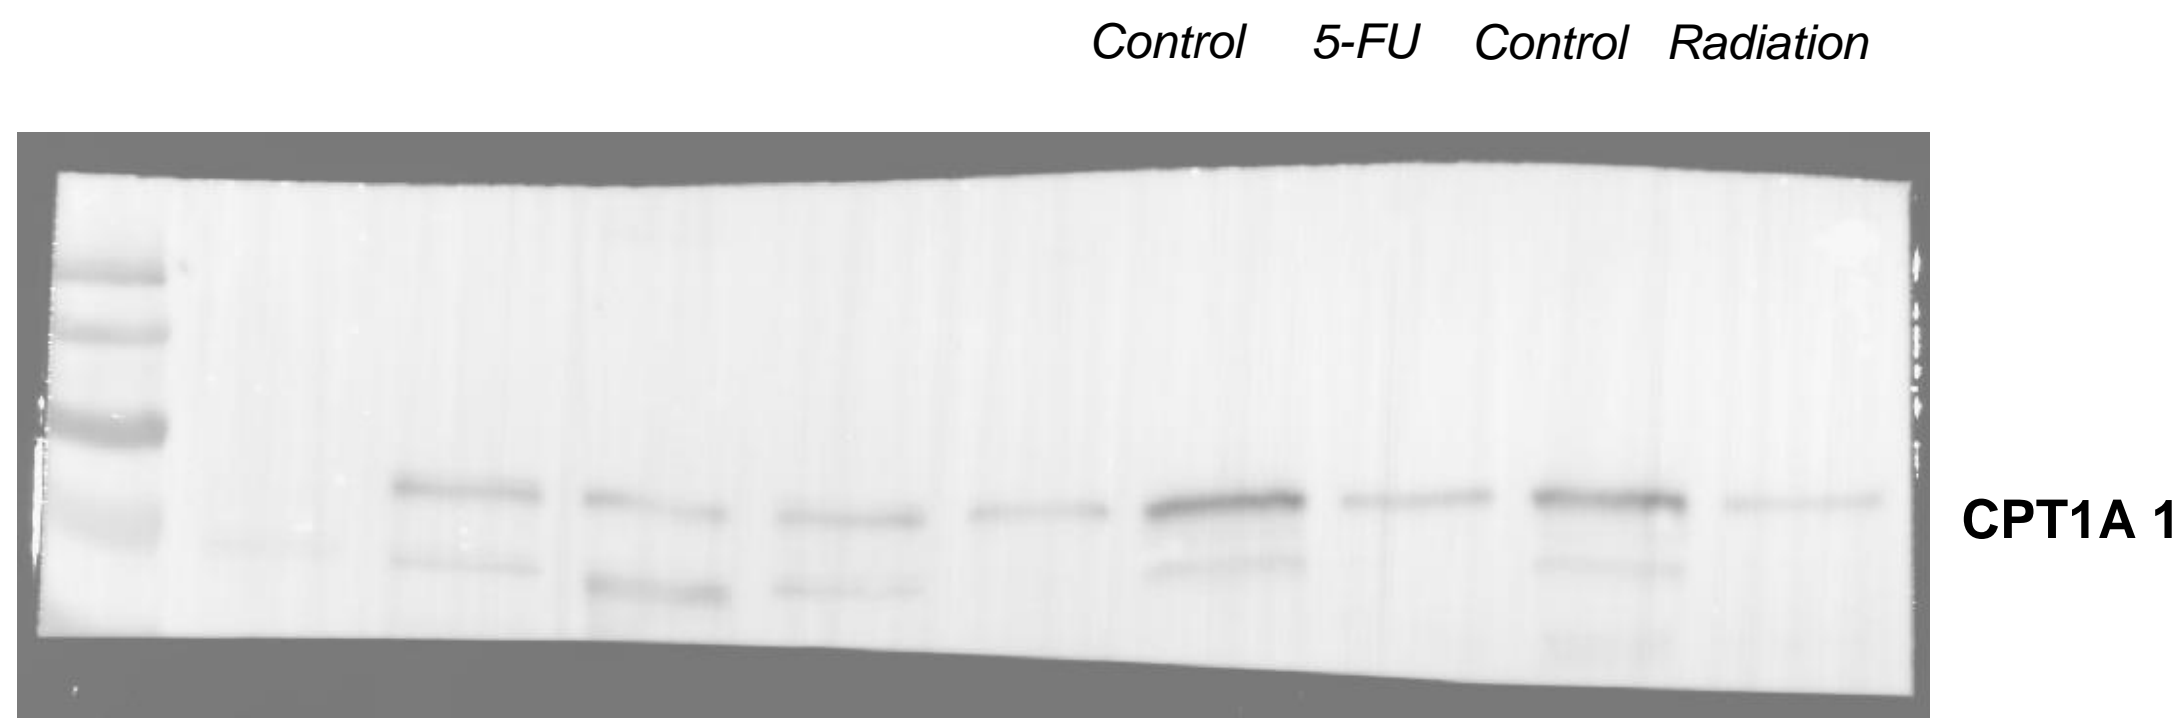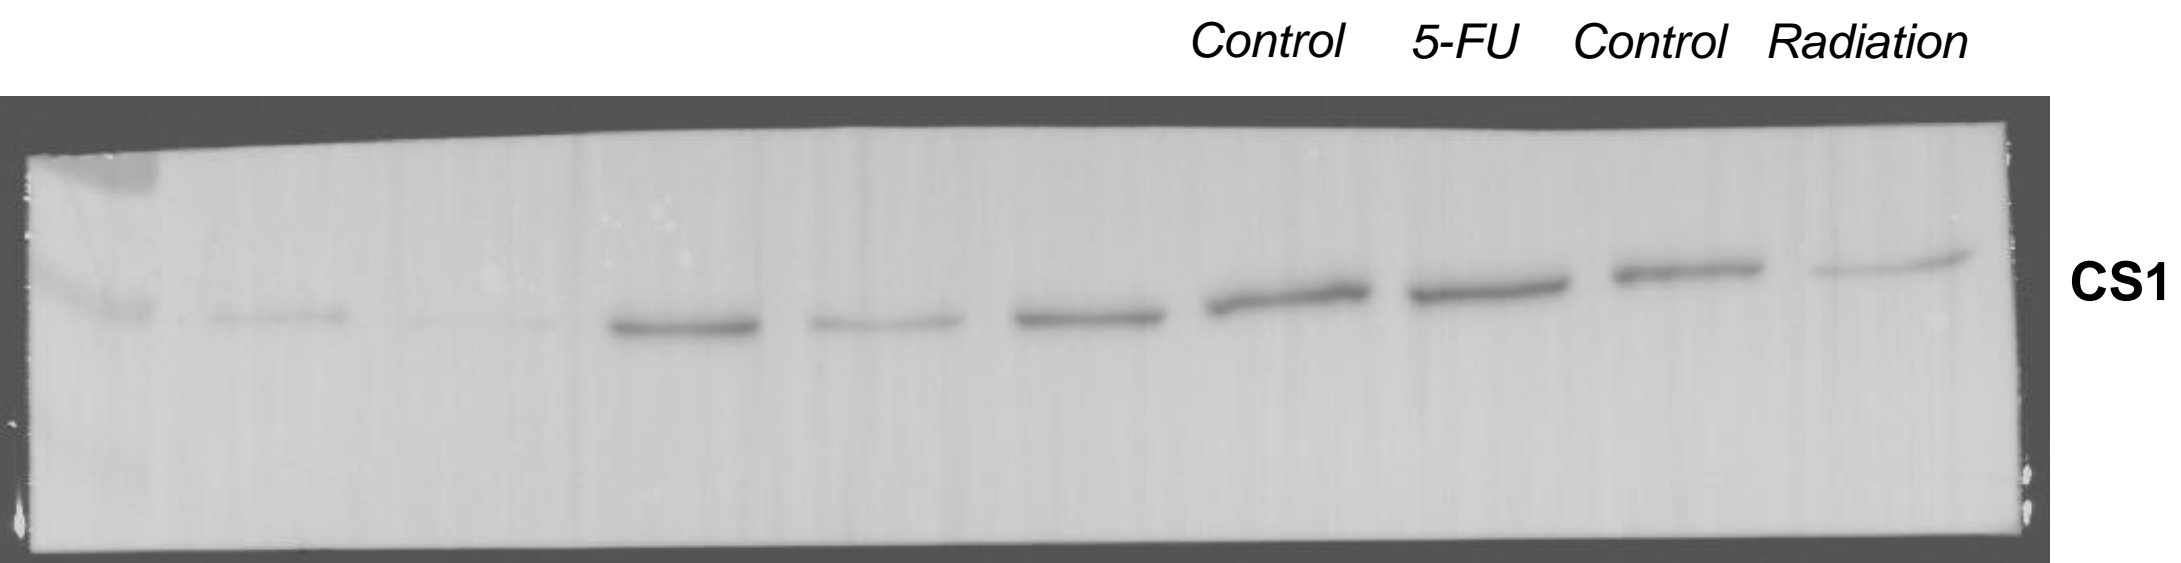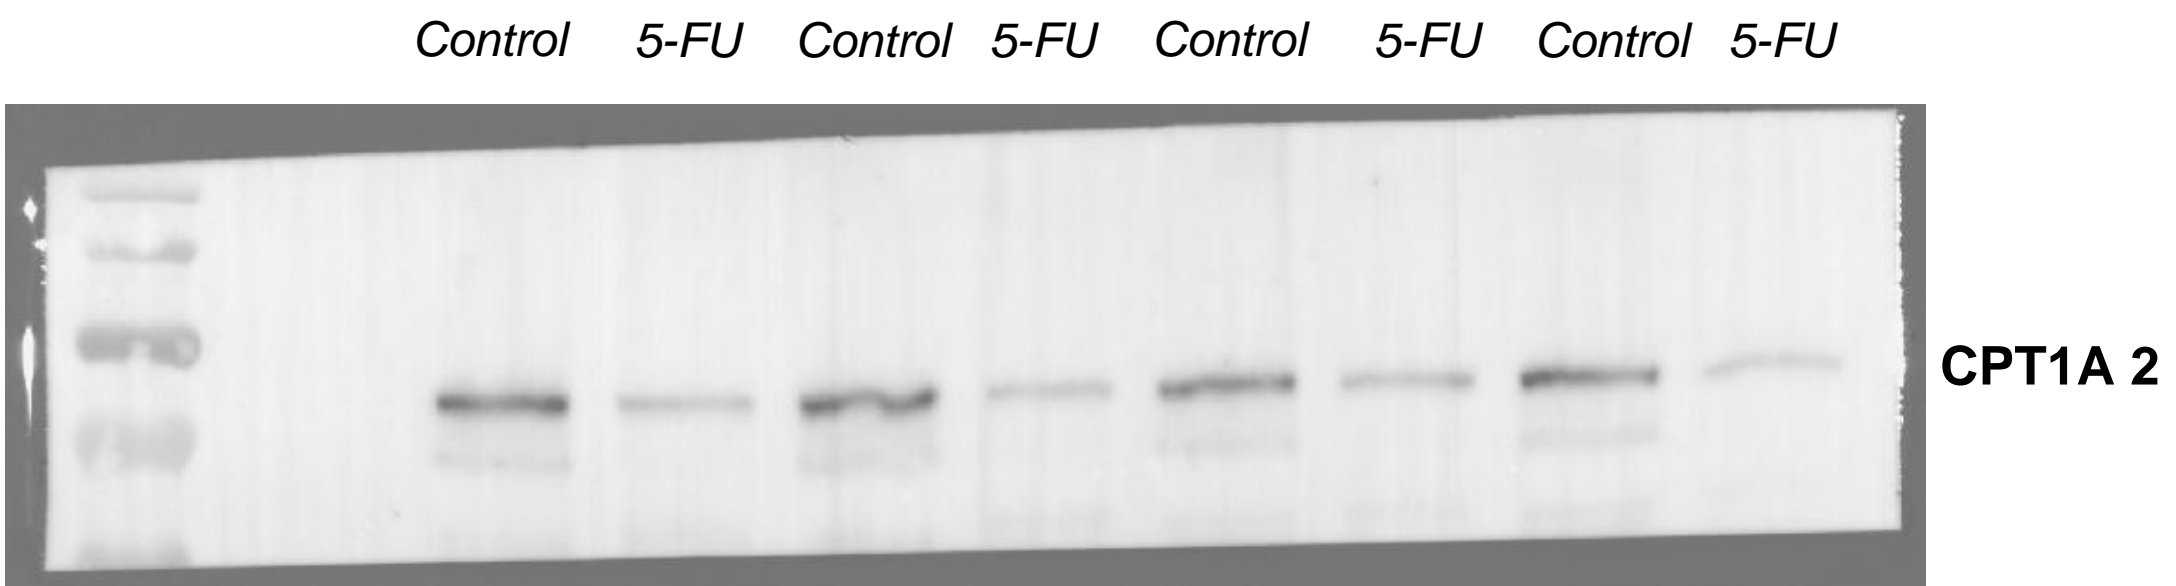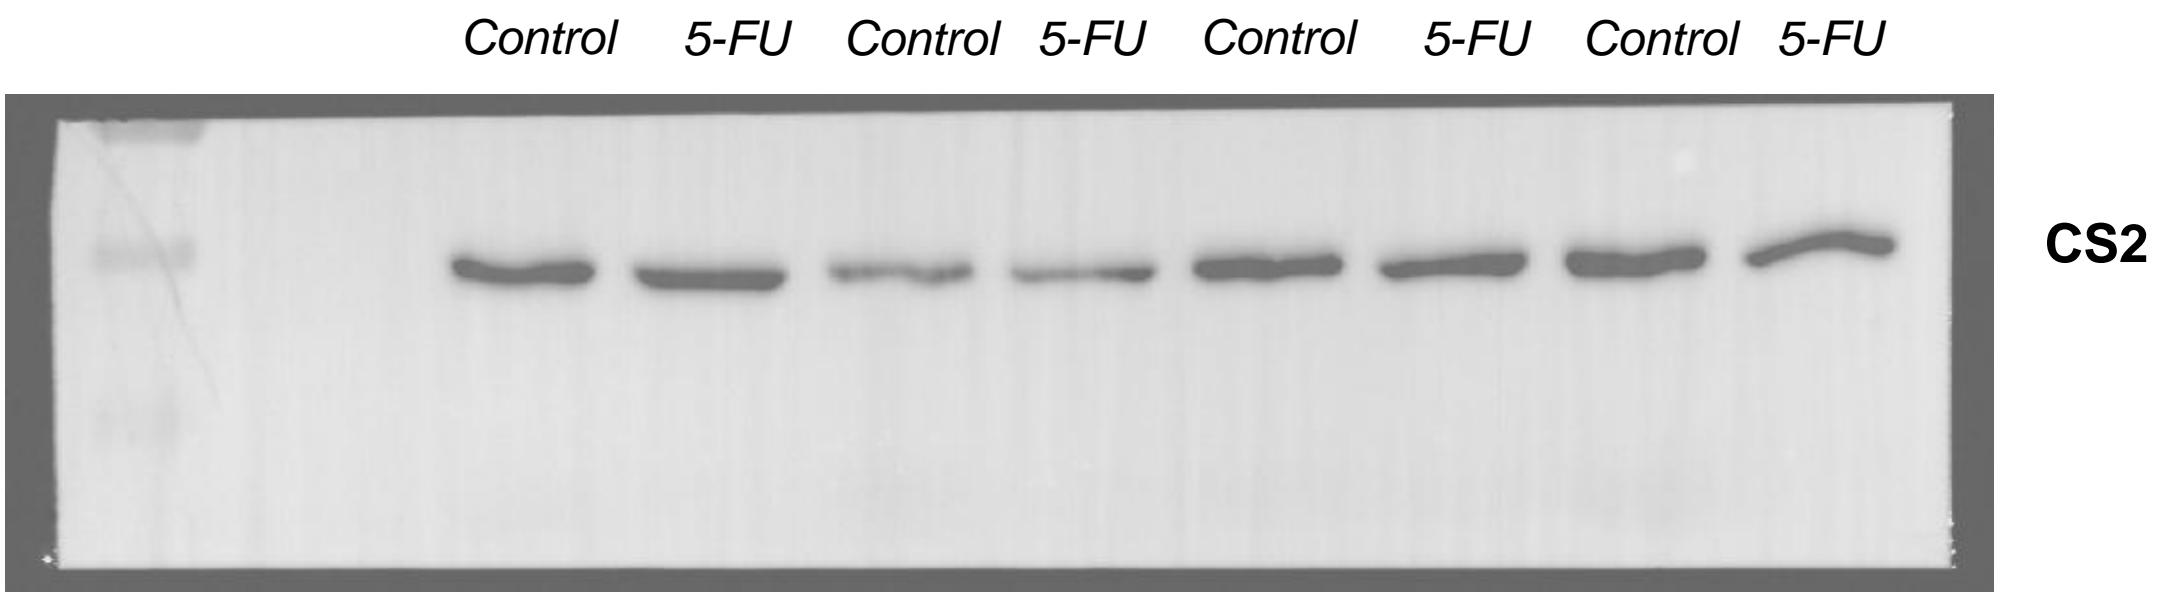

## Figure 4D

Control Radiation Control RadiationControl Radiation Control Radiation

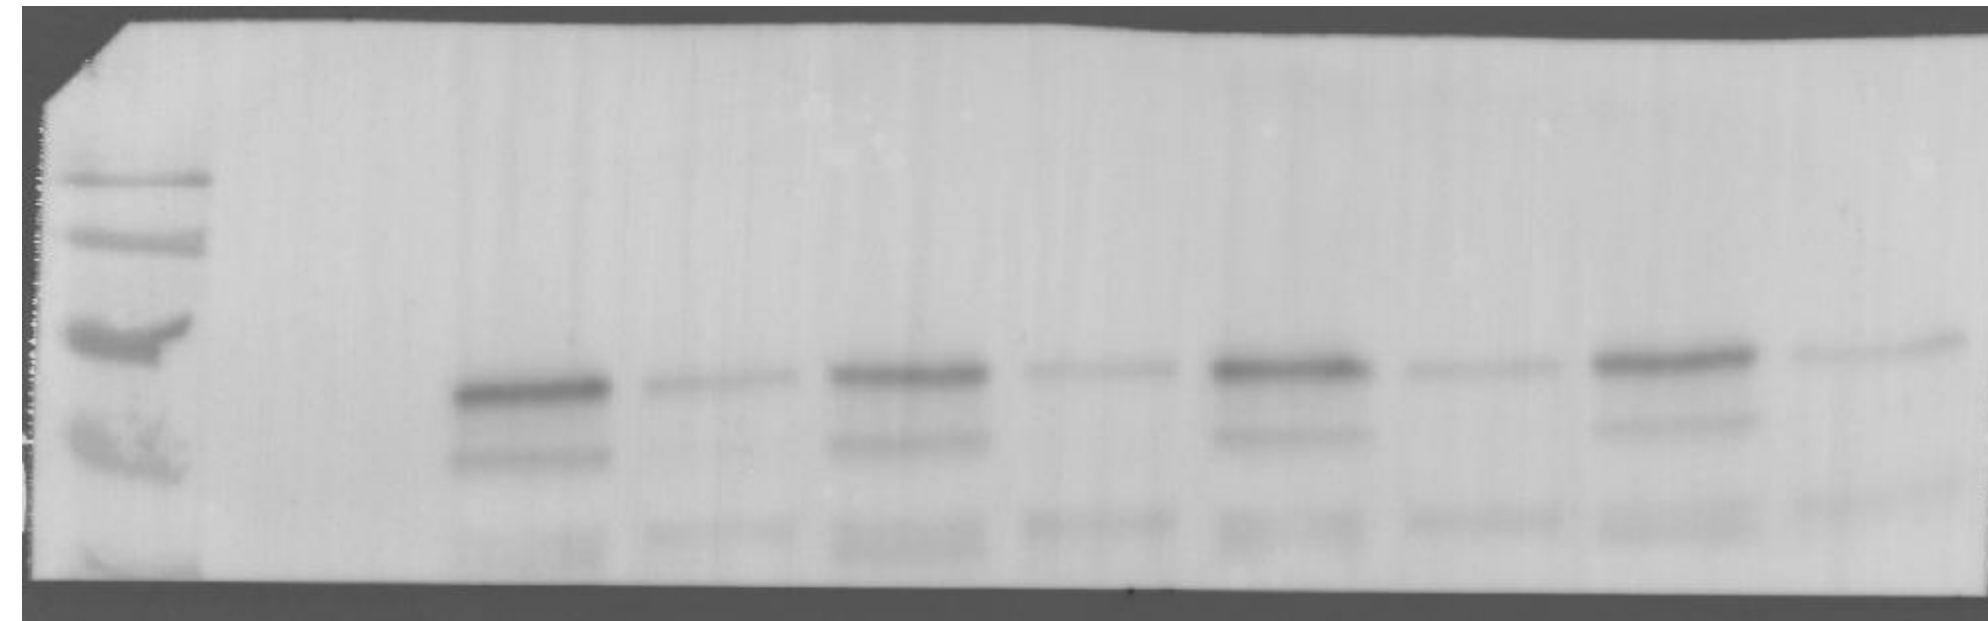

**CPT1A 3**

Control Radiation Control RadiationControl Radiation Control Radiation

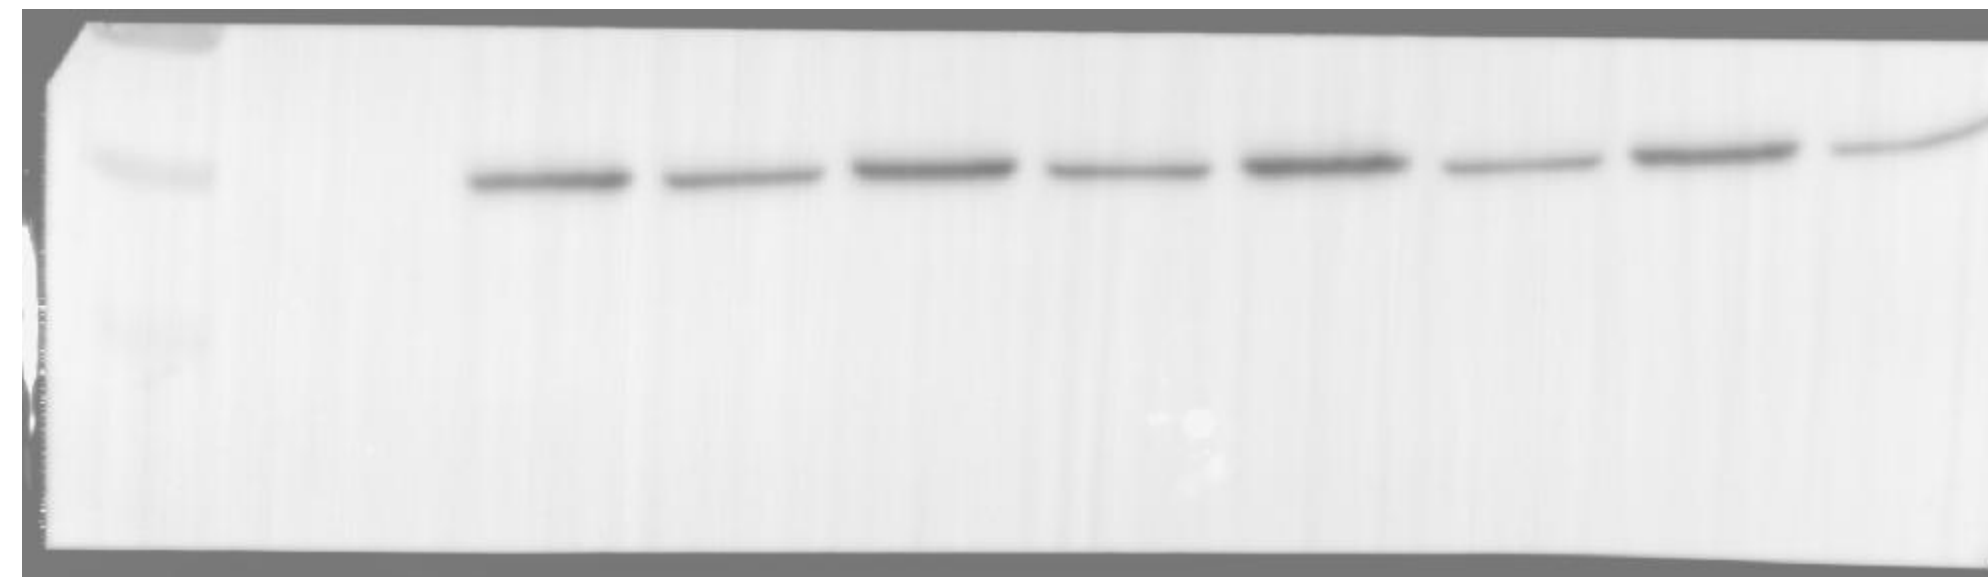

CS3

Figure 6A

Replicate 1

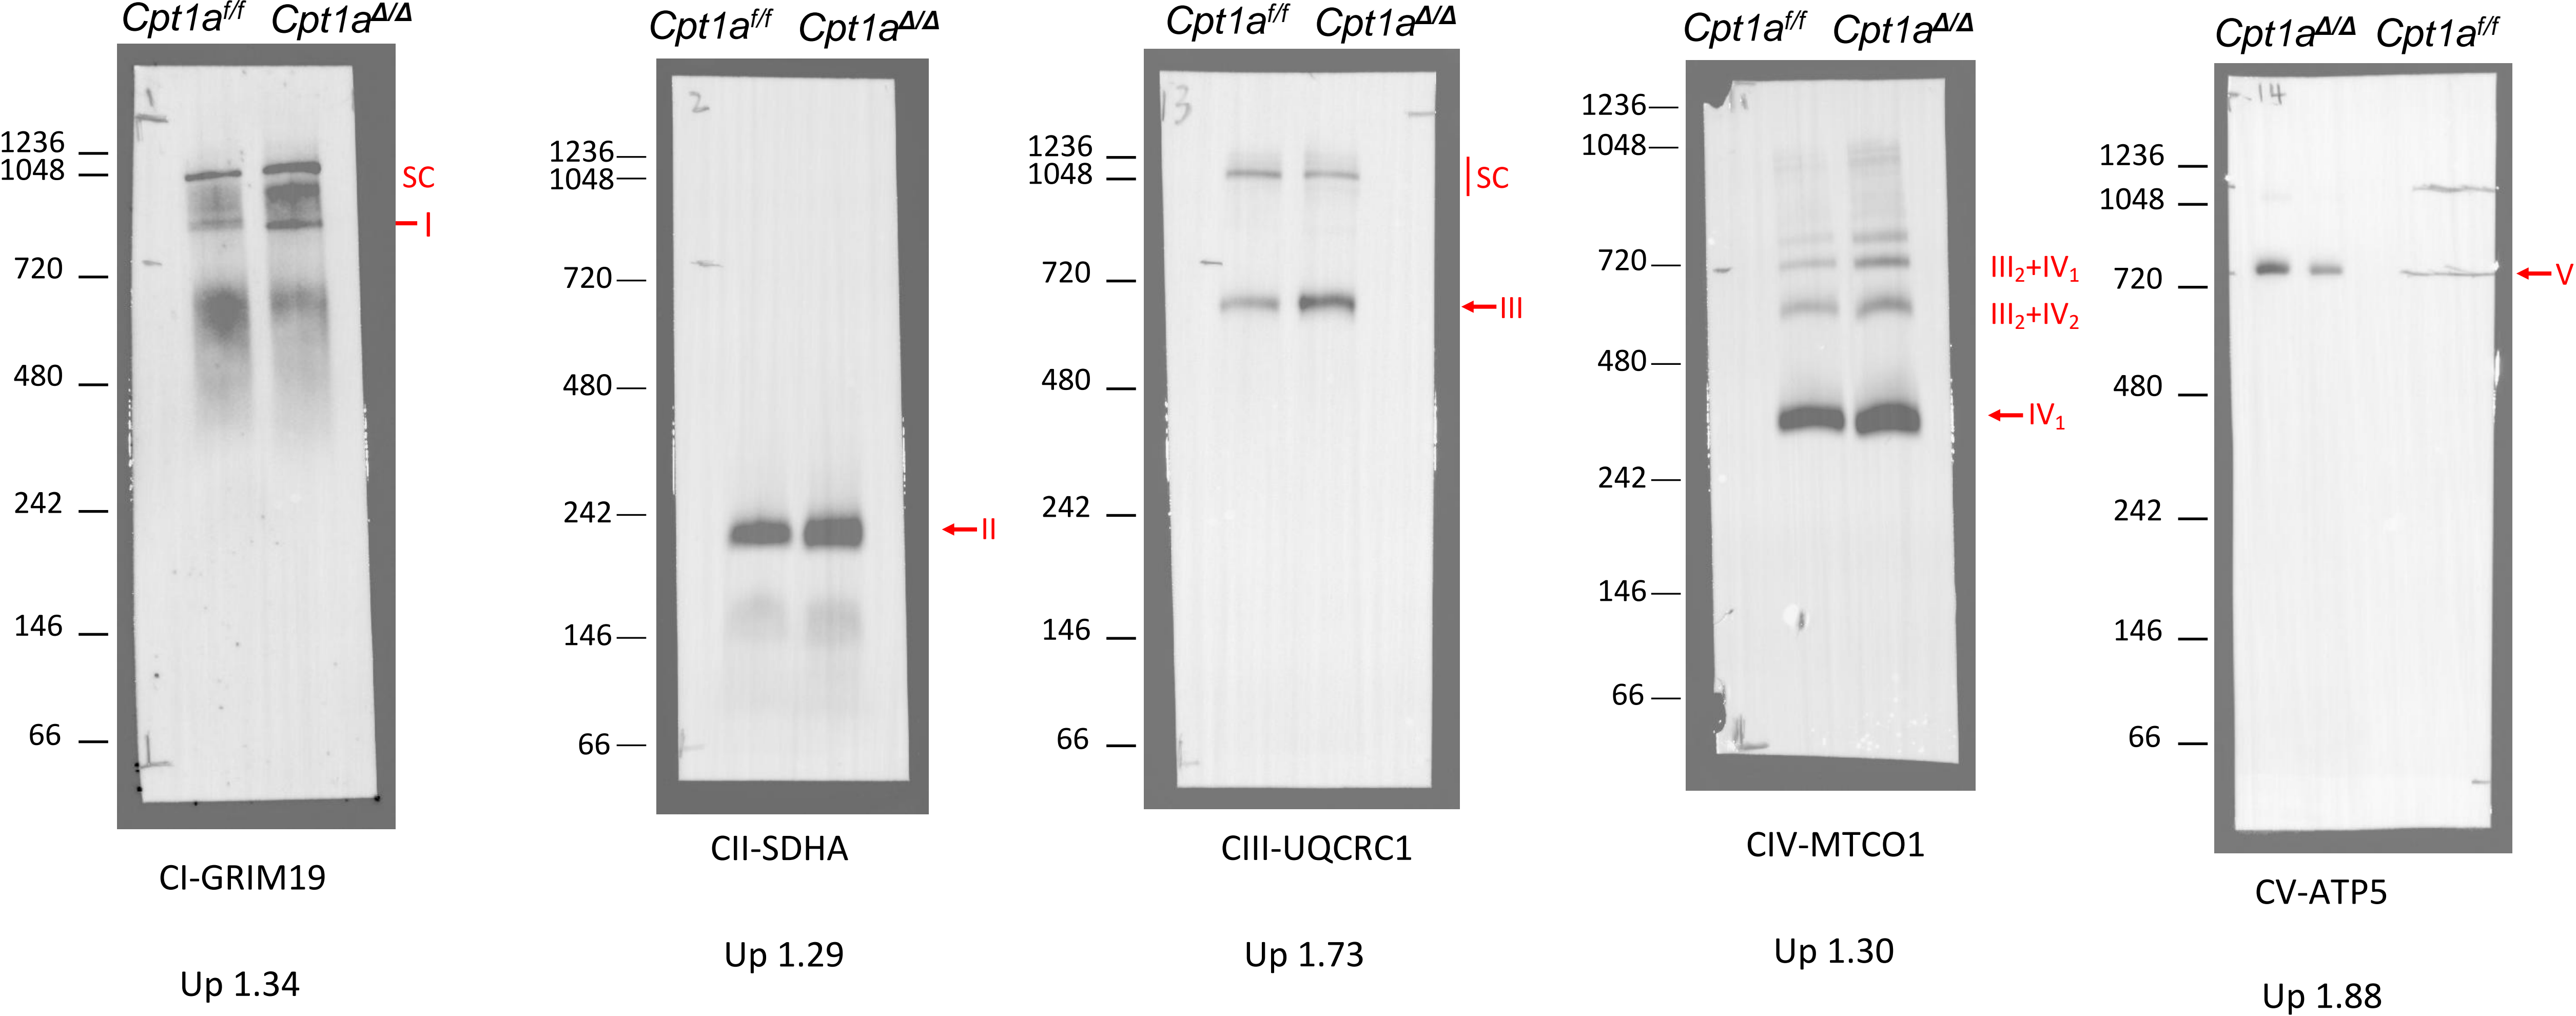

Replicate 2

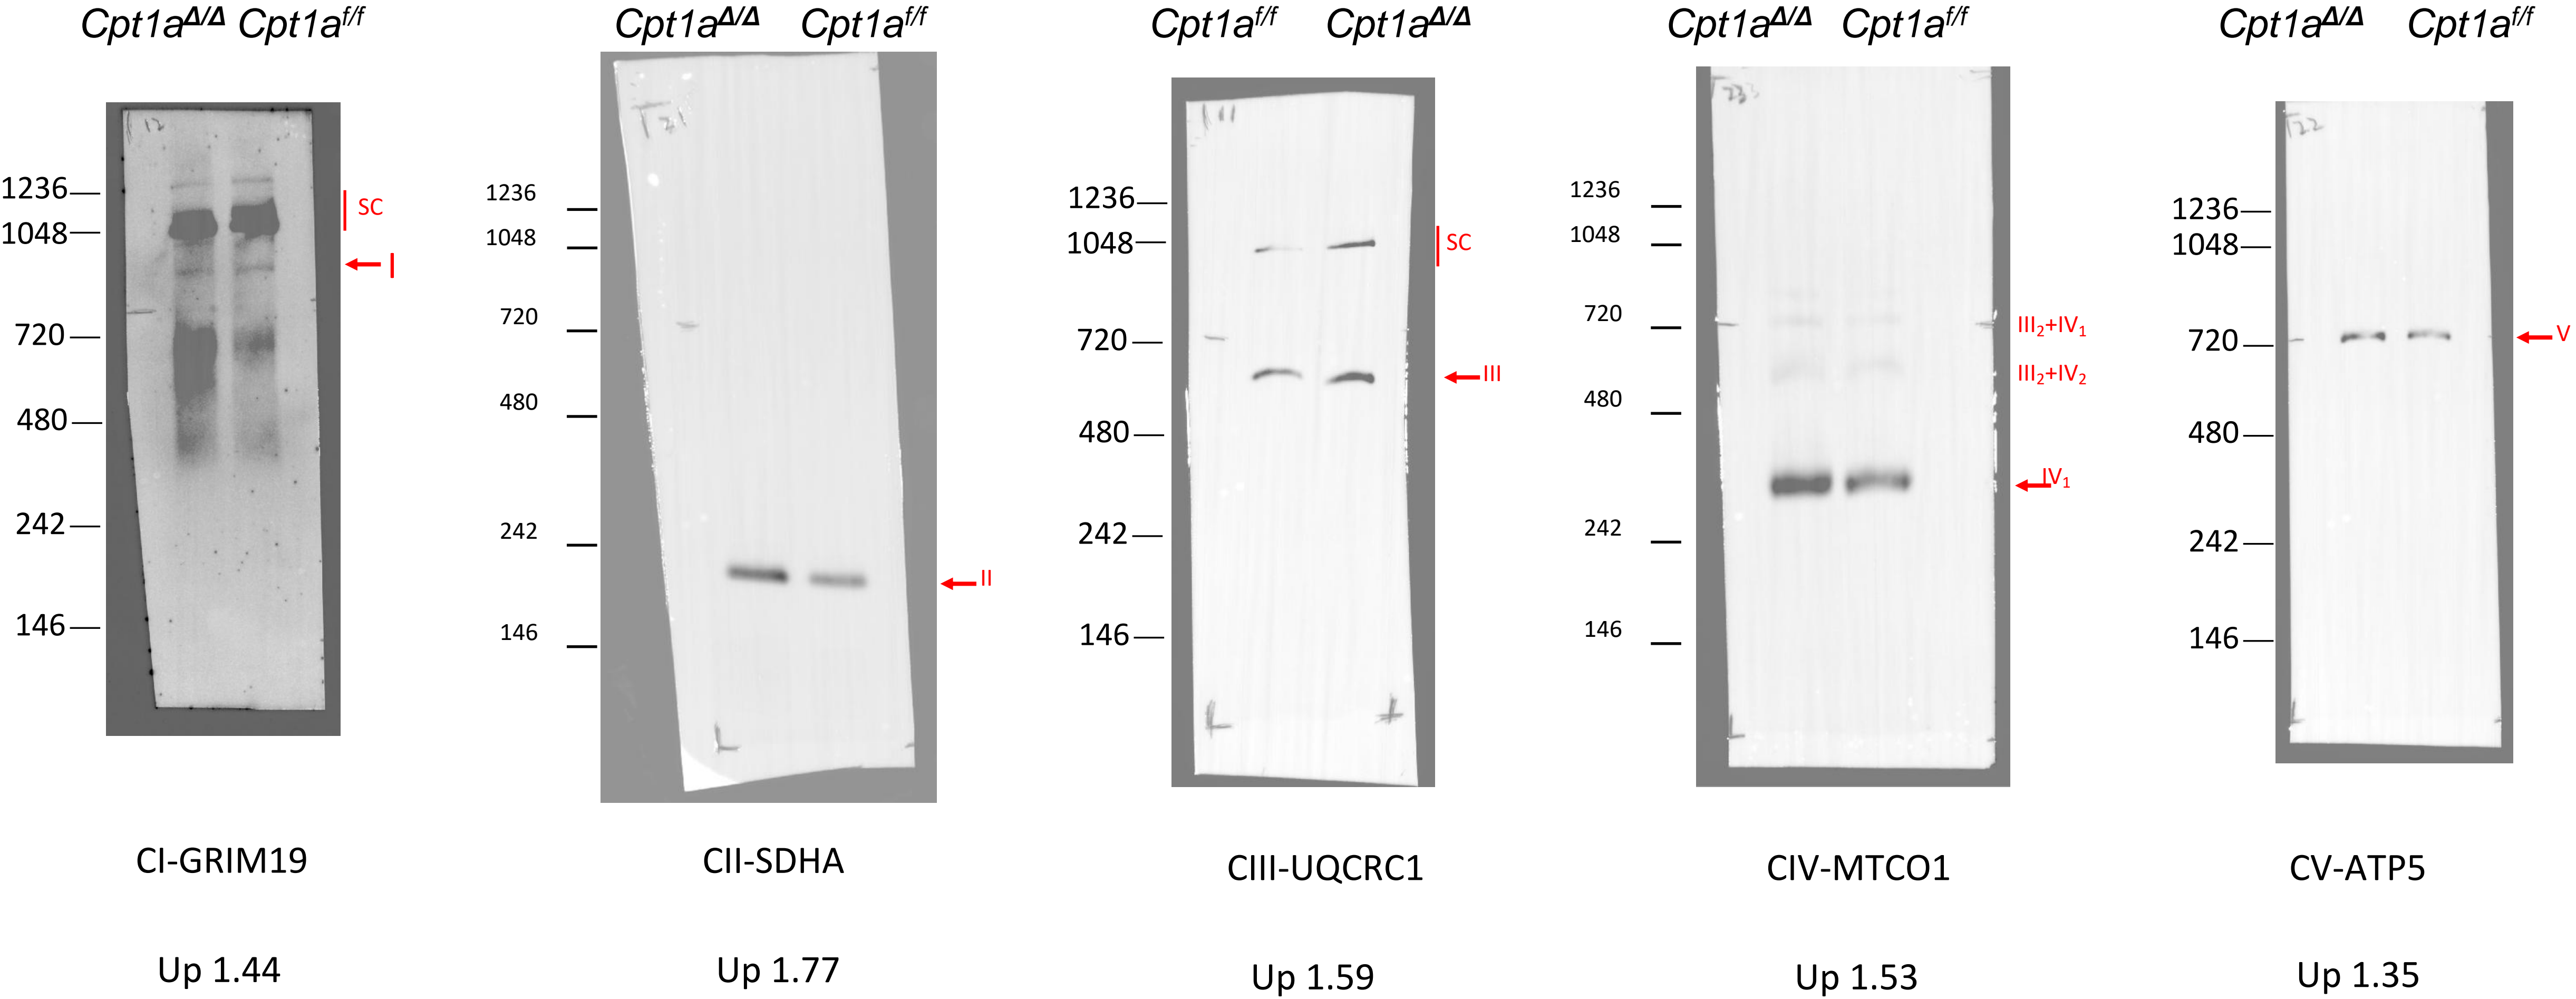

Replicate 3

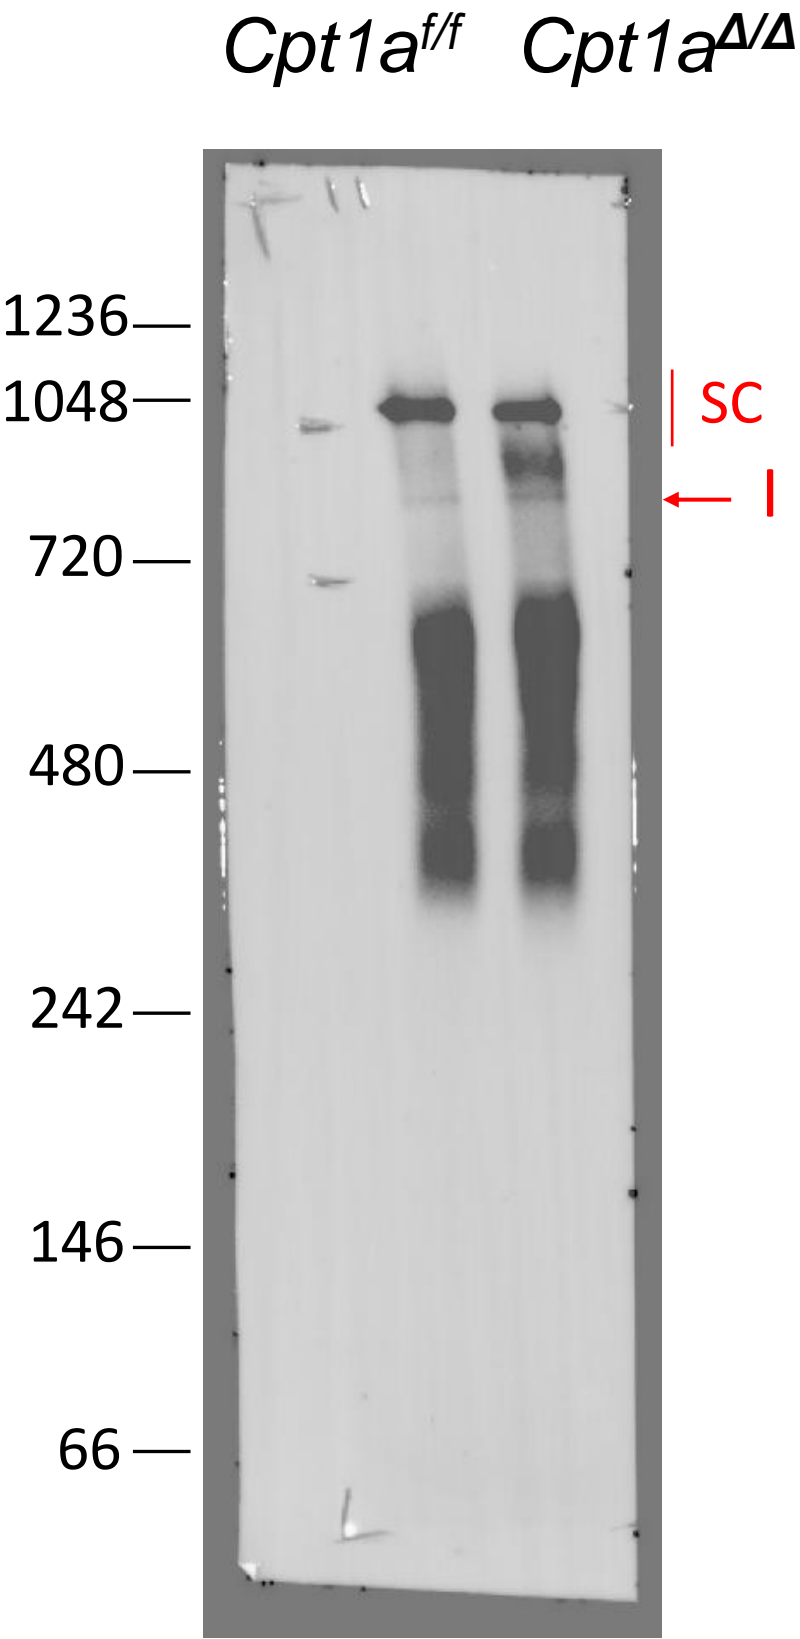

CI-GRIM19

Up 2.72

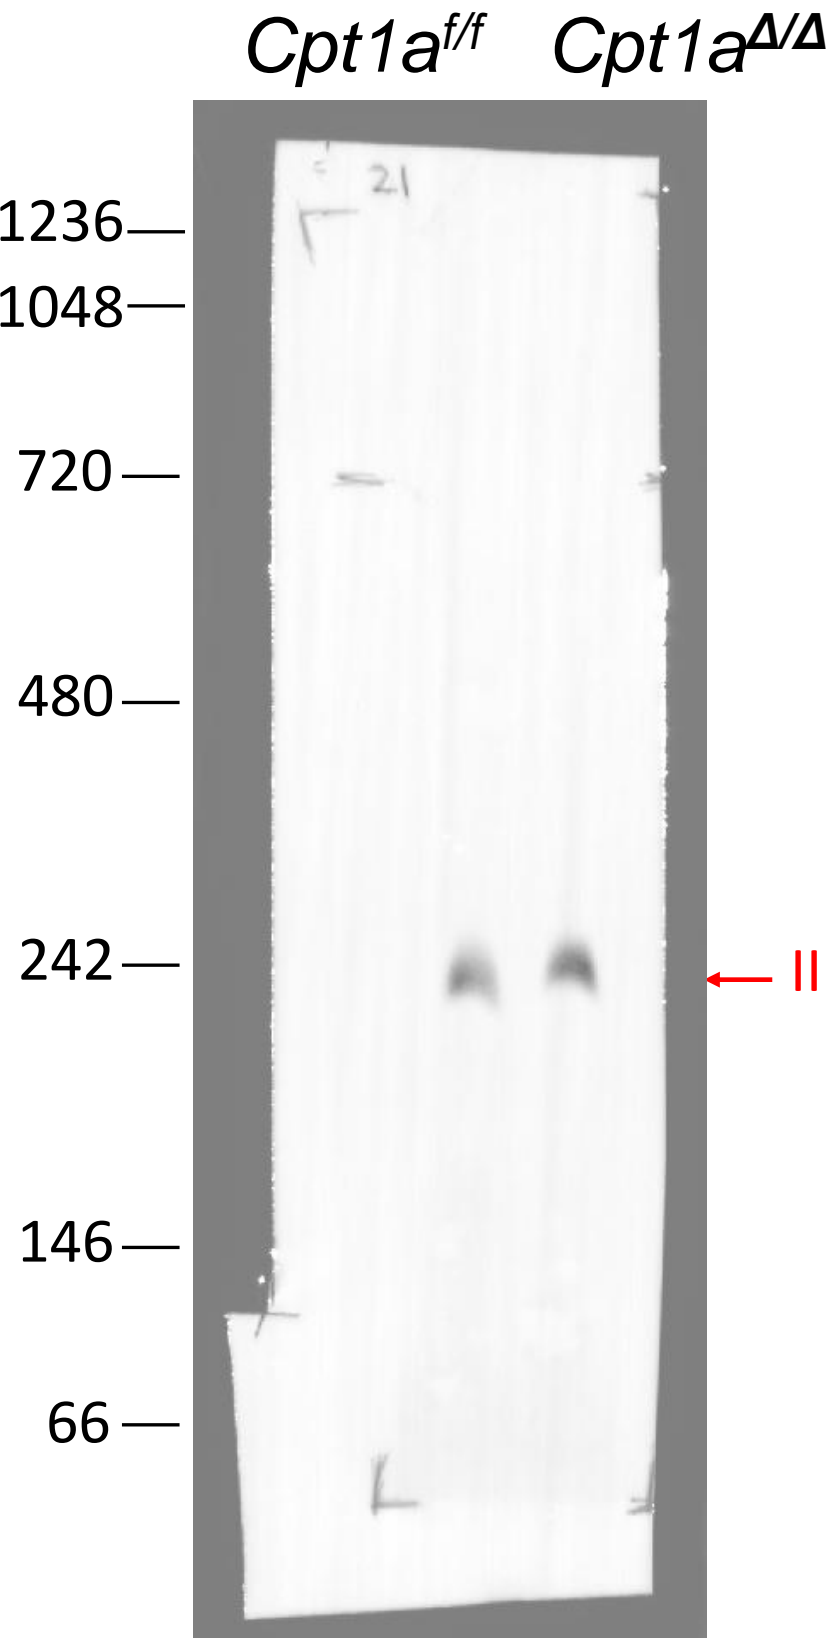

CII-SDHA

Up 1.25

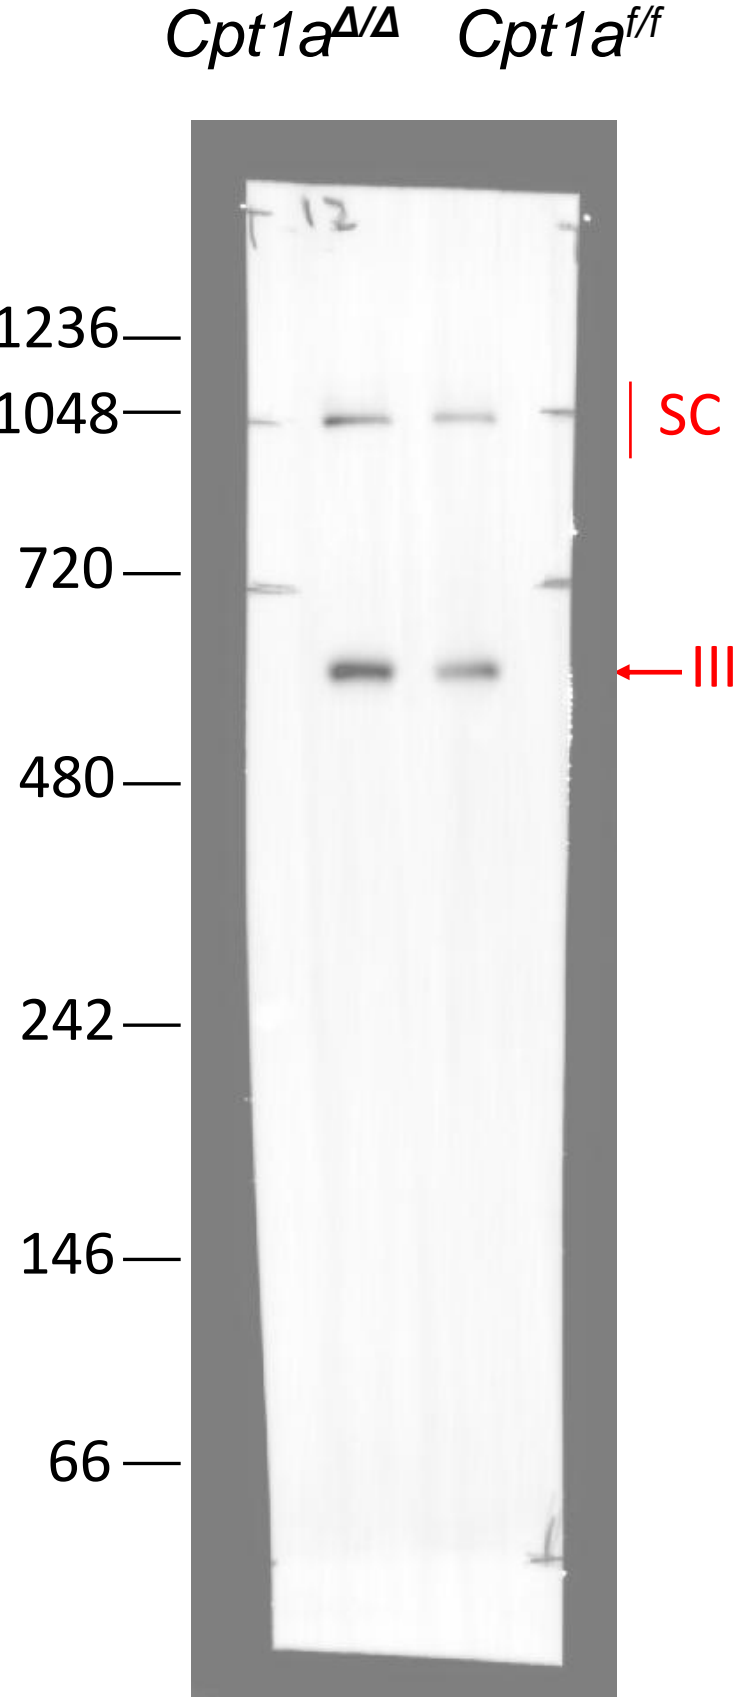

CIII-UQCRC1

Up 1.61

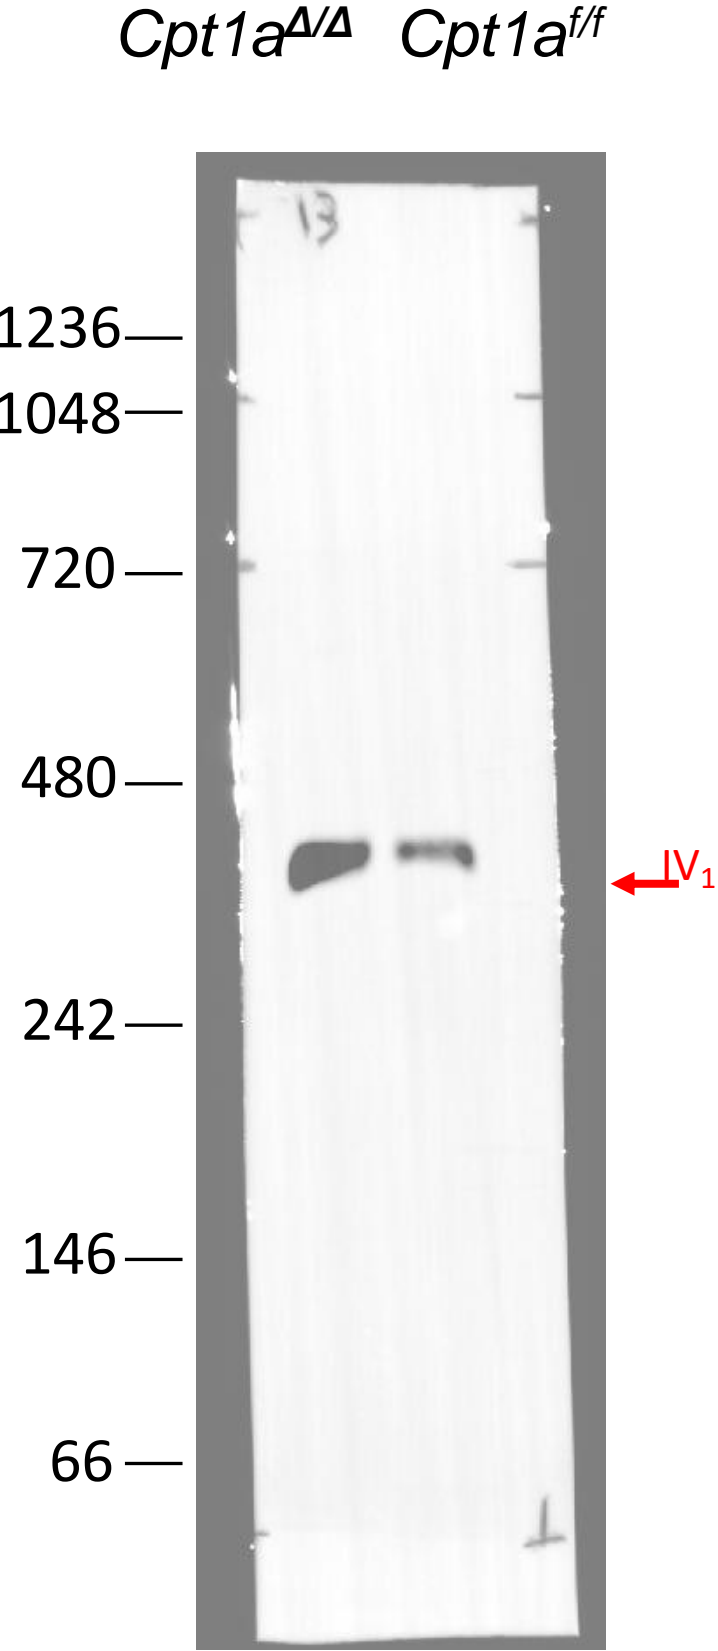

CIV-MTCO1

Up 1.99

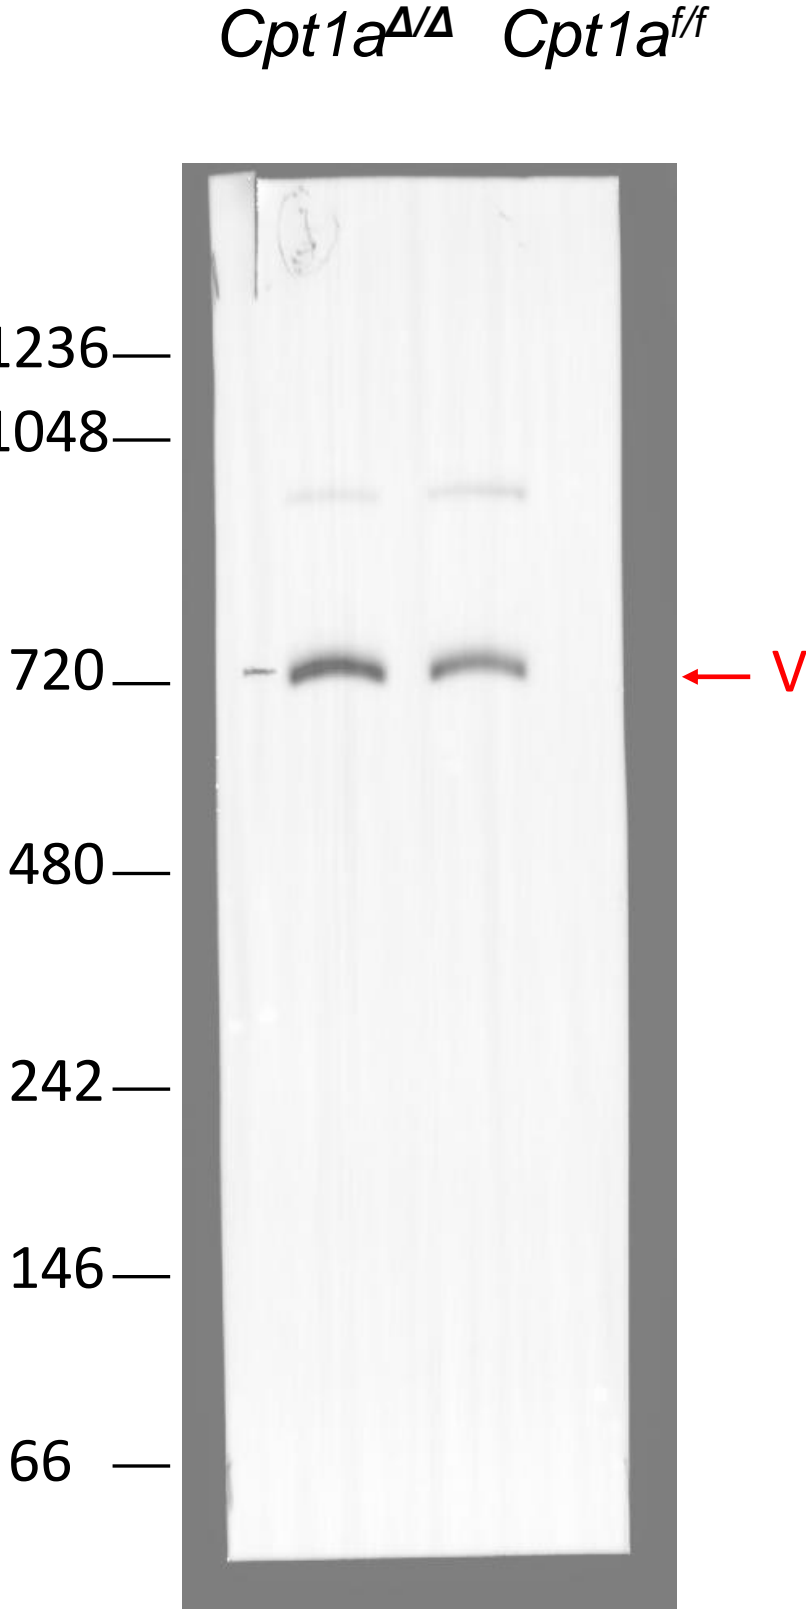

CV-ATP5

Up 2.35

**Figure 7A**

*Cpt1a*<sup>f/f</sup> *Cpt1a*<sup>Δ/Δ</sup> *Cpt1a*<sup>f/f</sup> *Cpt1a*<sup>Δ/Δ</sup> *Cpt1a*<sup>f/f</sup> *Cpt1a*<sup>Δ/Δ</sup> *Cpt1a*<sup>f/f</sup> *Cpt1a*<sup>Δ/Δ</sup>

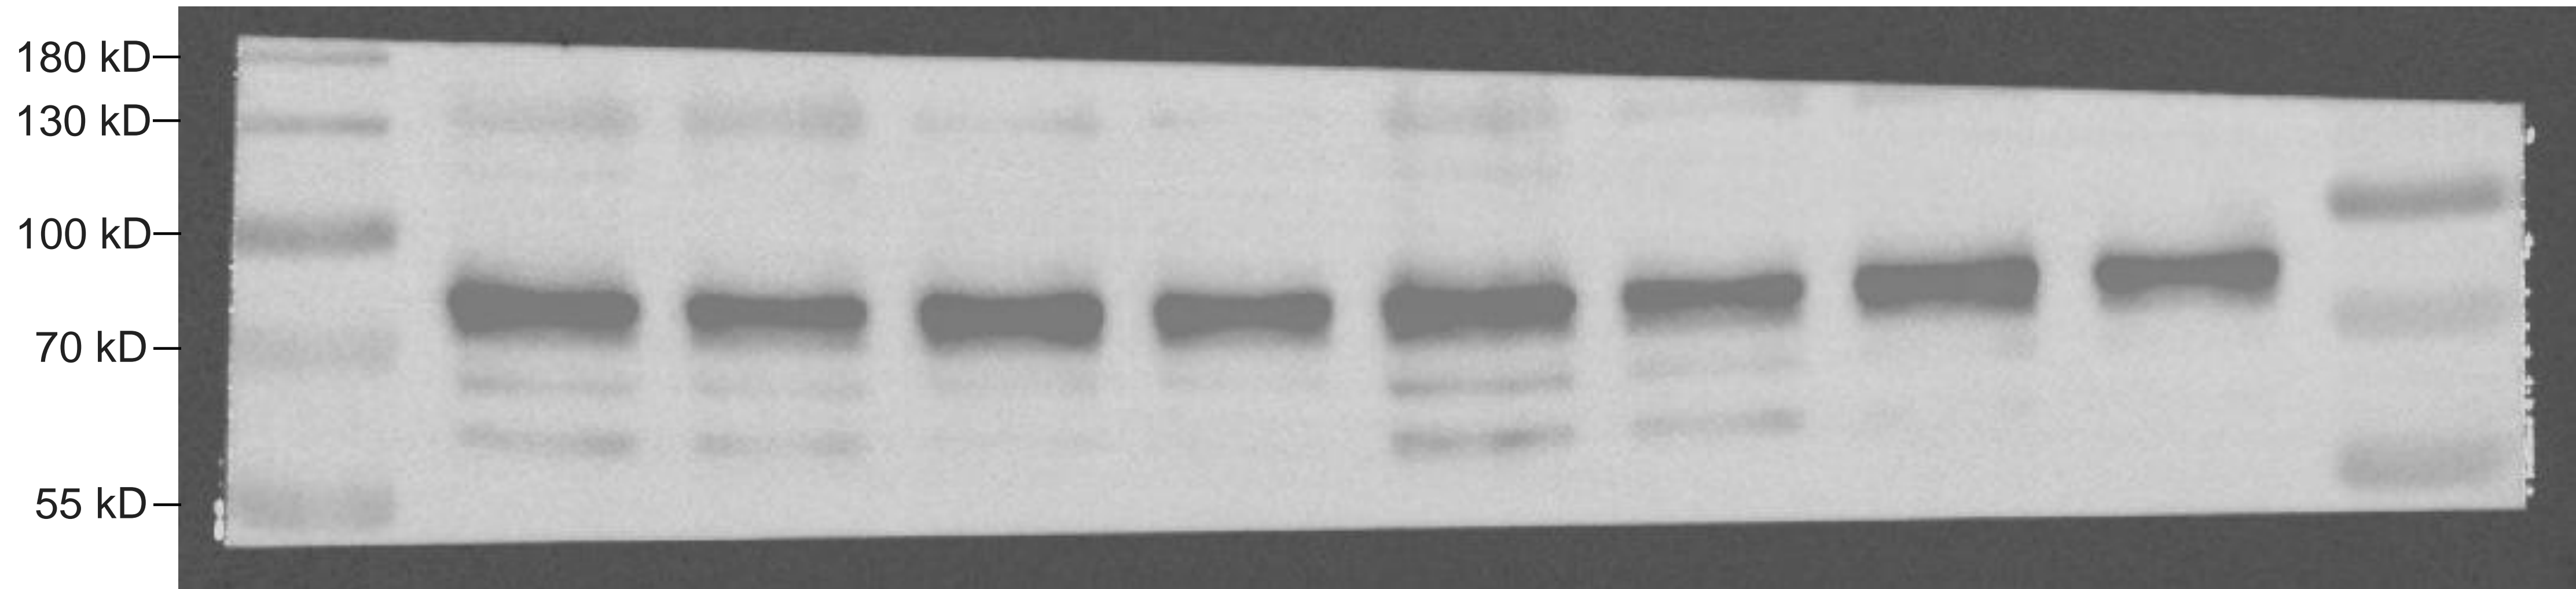

*Cpt1a*<sup>f/f</sup> *Cpt1a*<sup>Δ/Δ</sup> *Cpt1a*<sup>f/f</sup> *Cpt1a*<sup>Δ/Δ</sup> *Cpt1a*<sup>f/f</sup> *Cpt1a*<sup>Δ/Δ</sup> *Cpt1a*<sup>f/f</sup> *Cpt1a*<sup>Δ/Δ</sup>

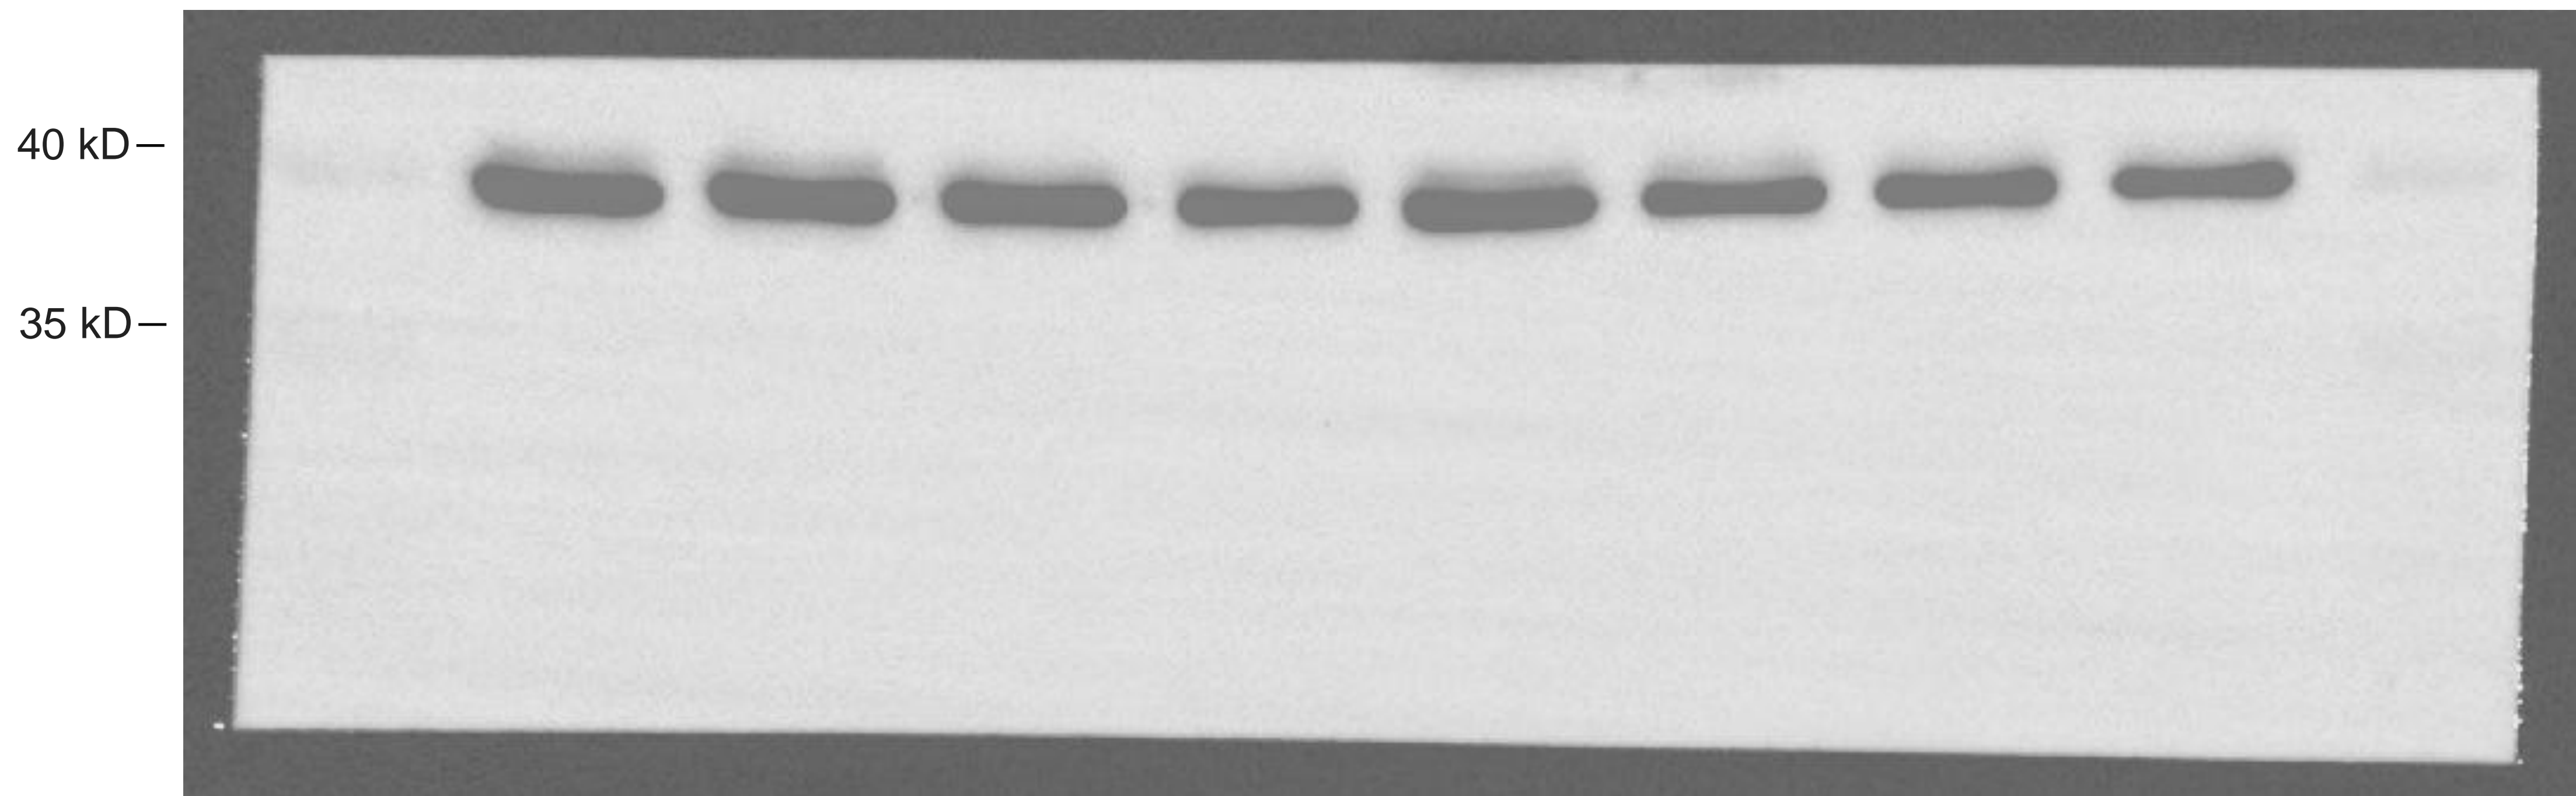

Figure S7A

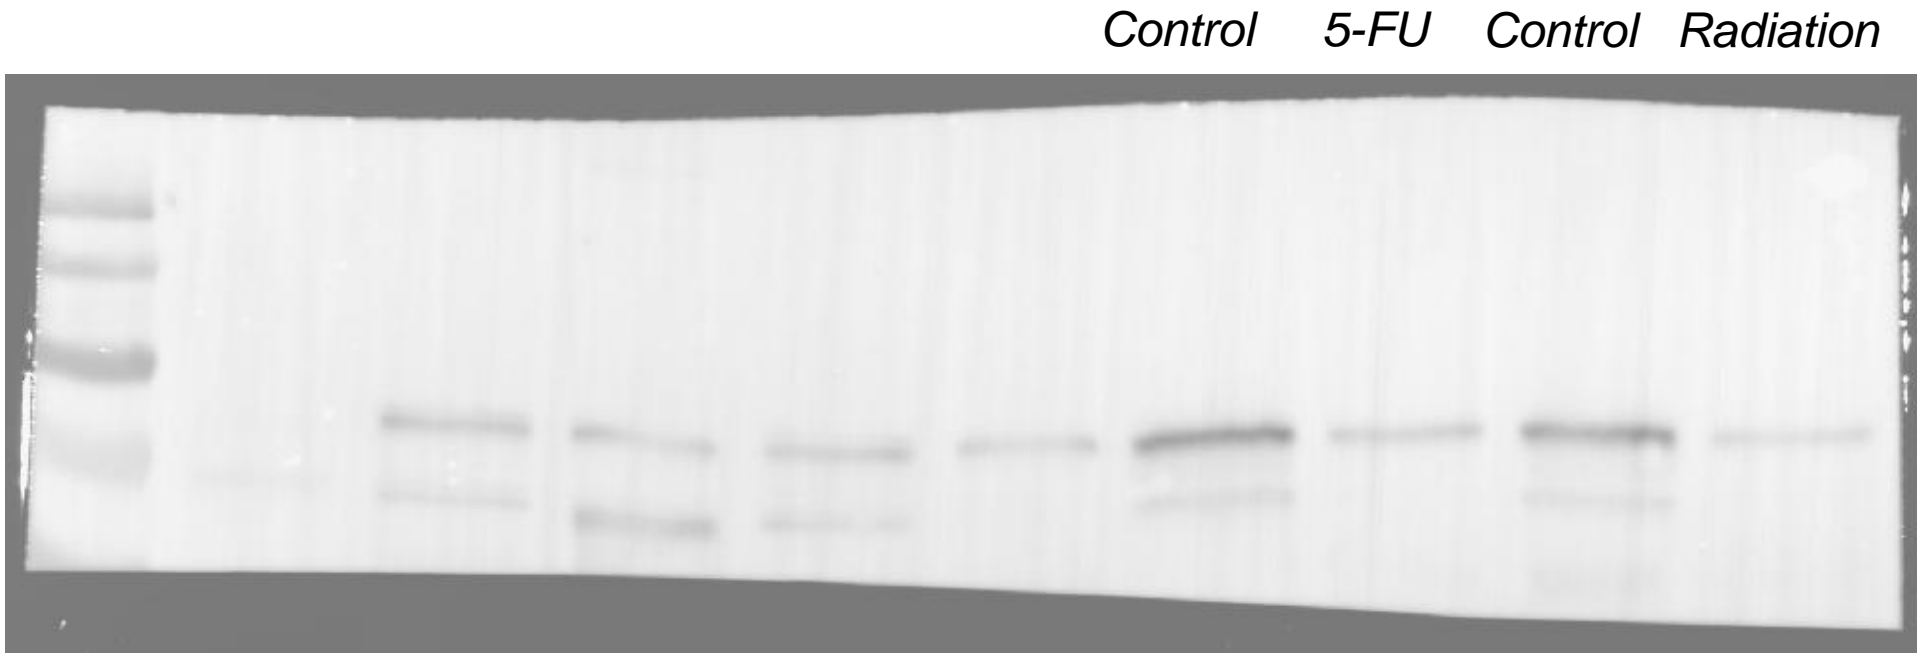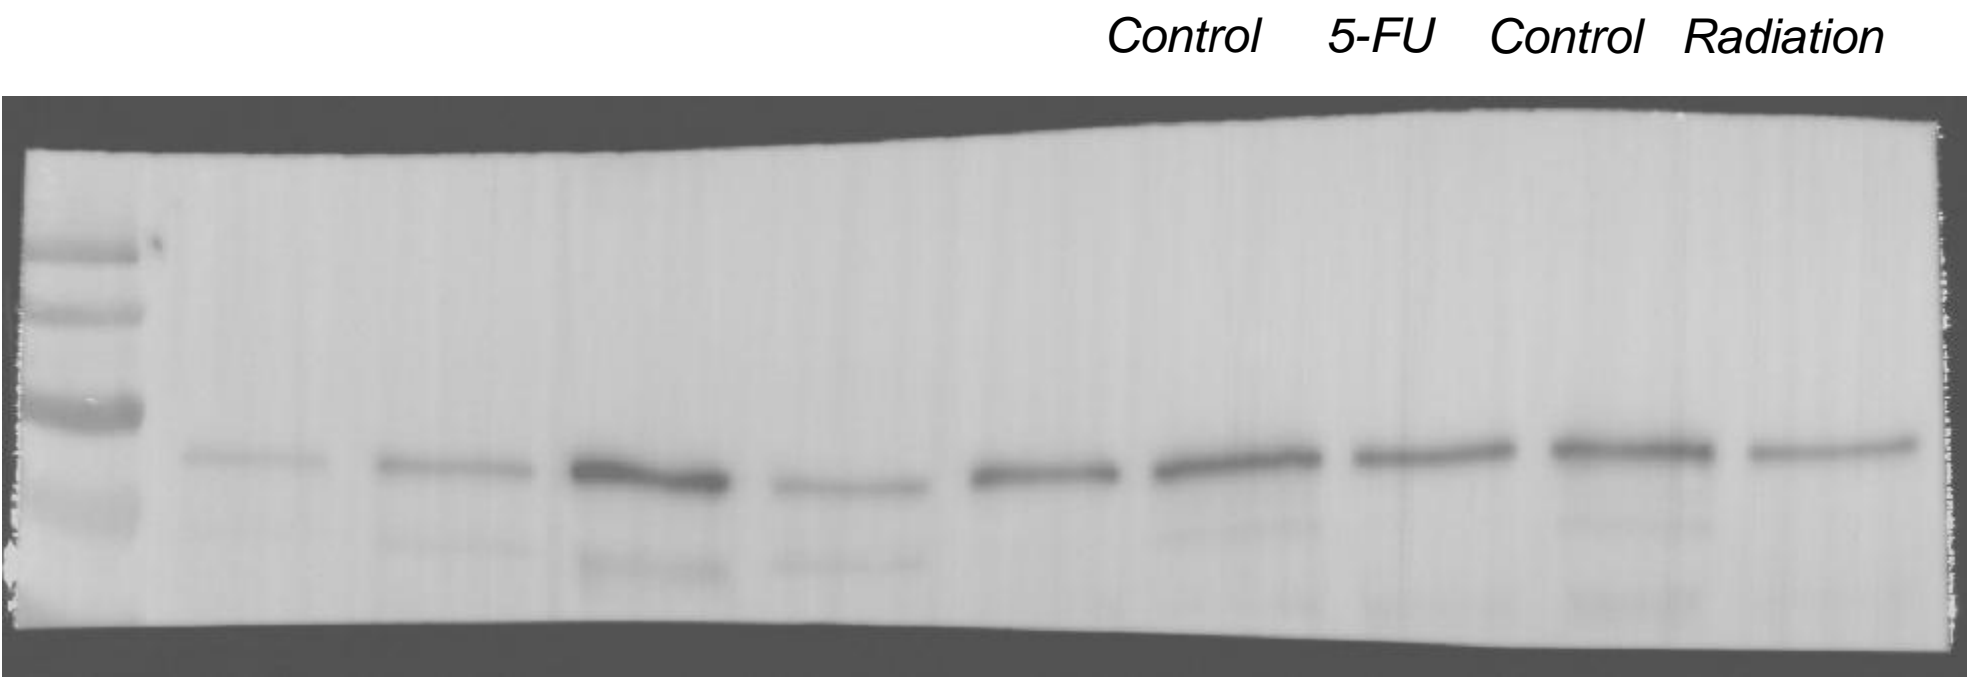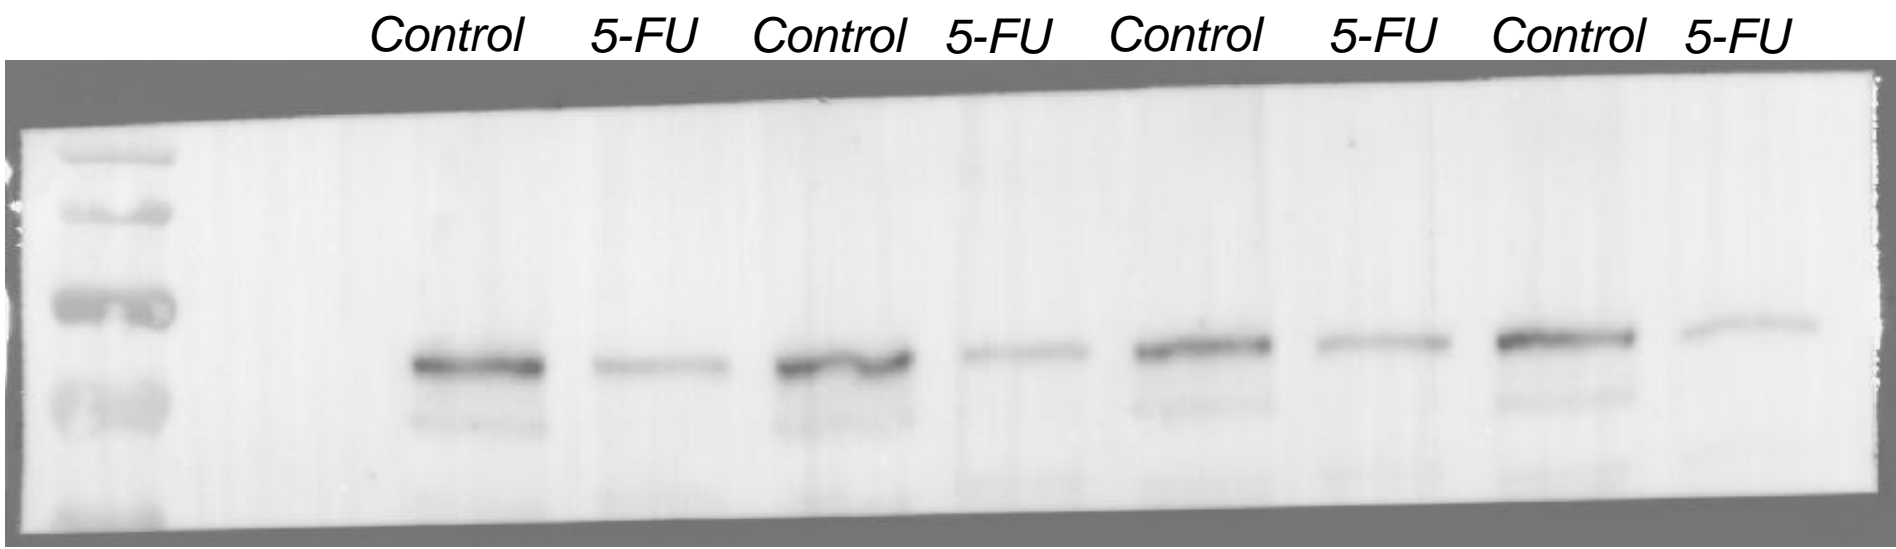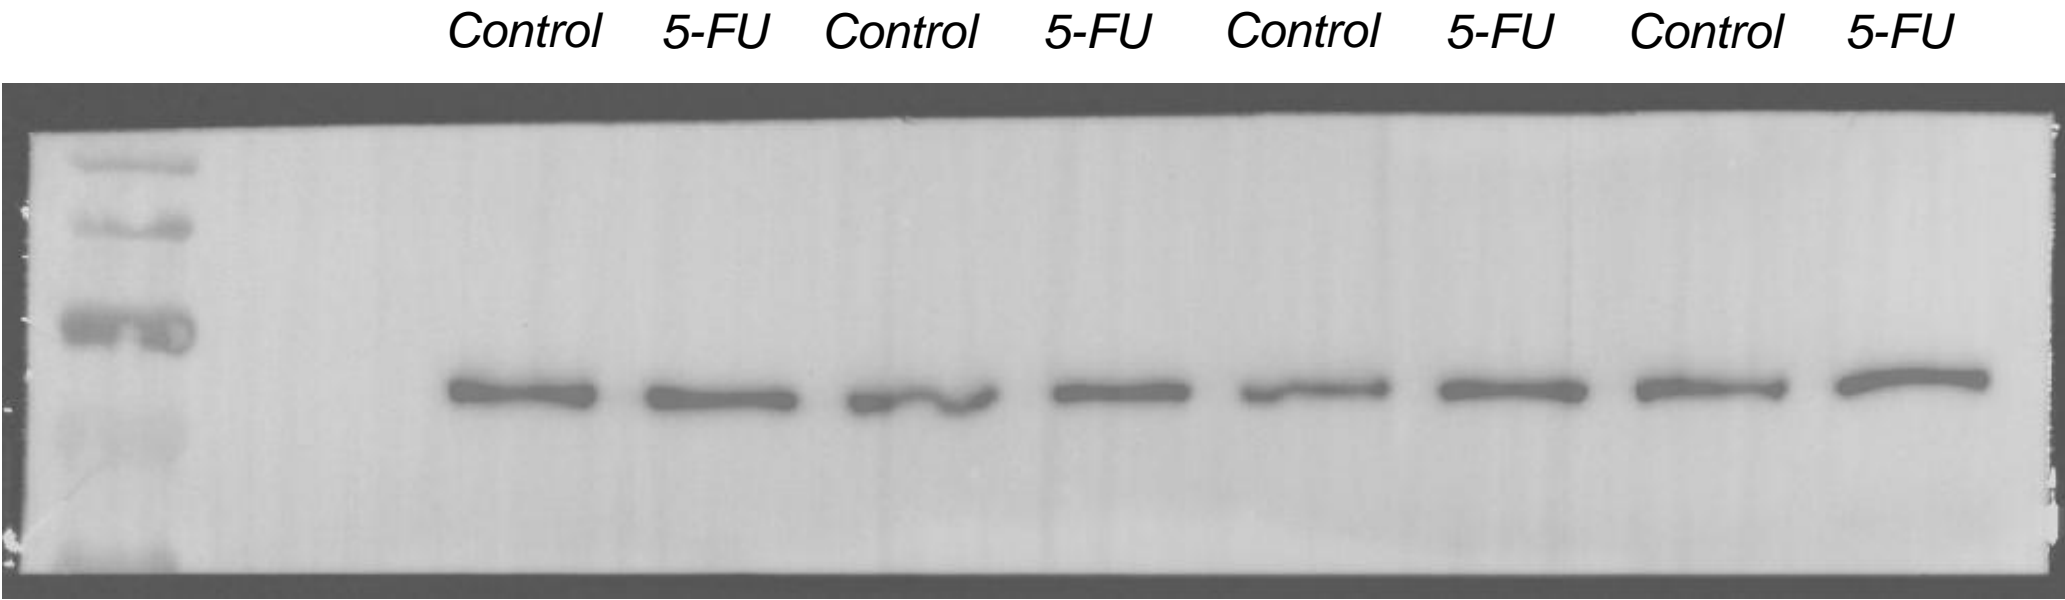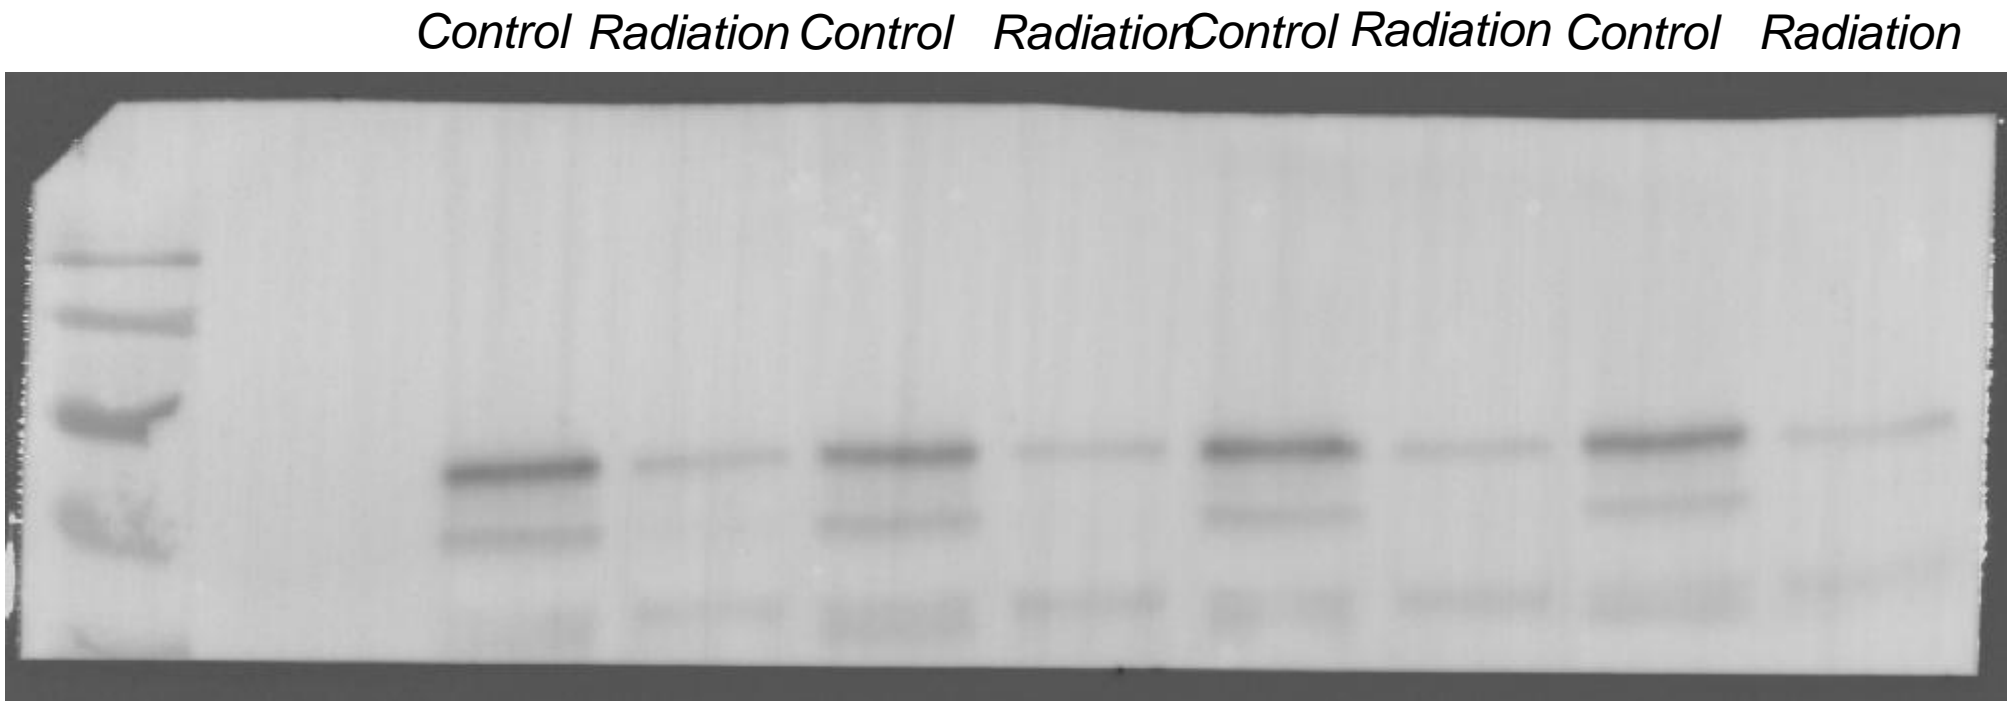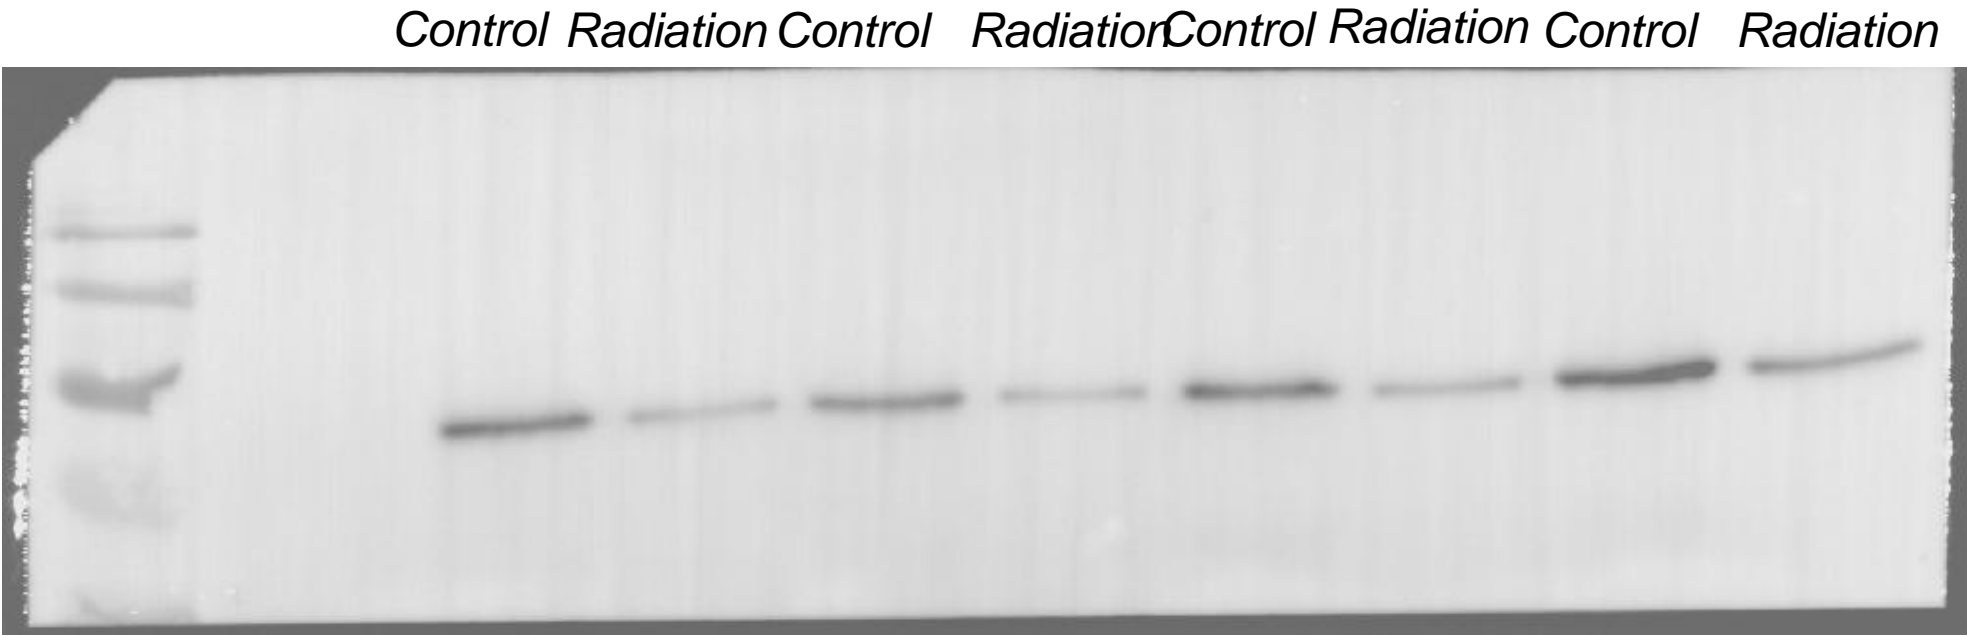

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

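ATAC-Seq was done on sorted cells of control and Cpt1a-KO mice, with 2 libraries of each genotype. The authors called peaks on each library separately and deposited 4 lists with a row per summit. The authors' lists give a fold, the ratio of the signal at the summit to the background of the same library, and the −log10 p and −log10 q of the summit as the authors deposited them. These values were used only to describe, rank or filter peaks within a list. The paper's text names no aligner, peak caller or build for the lists. The lists hold no read counts, so the depth per library and the precision it gives are unknown. In 253 to 492 rows per list the summit was given as a chromosome position instead of an offset, and it was read as such.

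Overlapping intervals (at least 1 bp) of the 4 lists on the autosomes and X were merged with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and regions with a peak in at least 2 libraries were kept. Regions held by both libraries of a genotype and neither of the other were counted and set beside the 2 other splits of the libraries into pairs. Jaccard indices were computed with bedtools 2.31.1. A gene was assigned the regions from 5000 bp before its first base to 5000 bp after its last. The plan had been the upstream side only, but the gene table used gives no strand. Gene lists were compared with 10000 random lists matched on the number of union regions per gene (scipy 1.17.1 for hypergeometric tests), with Benjamini-Hochberg adjustment over 13 lists and both directions. Genes are not replicates, so these p-values describe the regions of these libraries. The downregulated sheet of Supplemental Table 1 was read for 128 of the paper's 392 genes and was not used for a test.

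The genes and regions named are the targeted gene, the genes named in the results text, Fig. 5A or Fig. 5H, the 5 regions of each direction whose lower percentile by the authors' fold was highest, and the 5 genes with the most regions of each direction. This rule, the comparisons of libraries, regions and gene lists and their alternatives were set before the data were examined. Chosen afterwards were the naming of genes and regions of equal rank, the scans of 1 Mb and 5 Mb windows, the matched permutations, the looks at the T cell receptor locus and the sex chromosomes, the tests of explanations in the closing section, the 2 settings that keep the 100000 or 50000 strongest summits of each library (the former also for the gene lists) and the flank on both sides of a gene. The alternatives were a stricter −log10 q of at least 5, that threshold for presence with no peak of any score for absence, lists of equal length (240881 summits), coverage of a share of at least 0.5 of the region, windows of 200 bp on each side of the summits, autosomes only, a flank of 1000 bp and leaving out each library.

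The region comparison was tested on 30 simulations of 10000 regions, with each library detecting 90.0% of peaks. A mean of 161.8 of 200 planted regions only in KO and 162.4 of 200 only in control were recovered, against 162.0 expected. The expected number follows from the detection rate, so this tests the counting and not the accuracy of the calls. Shared regions that looked specific because of missed peaks were not counted. Detection was equal in the simulated libraries, whereas in the data KO 2 alone lacked 9023 union regions. Control 1, control 2 and KO 1 alone lacked 3571, 3786 and 5533. Without adjustment, the gene list test gave p under 0.05 for 4 of 200 random lists and 200 of 200 enriched lists of 200 genes. For lists of 20 genes it did so for 3 of 200 random and 165 of 200 enriched lists. The results were judged after adjustment over 26 comparisons, which is stricter, so shifts of the simulated size can also be missed. In the enriched lists of 20 genes, a mean of 53.8% of genes had a region against 21.9% in random lists, so smaller shifts in lists of this size or shorter can be missed. GC content, CpG islands and the CTCF and PU.1 motifs need the genome sequence and were not analyzed here. A gene that the naming rule covers is not reported here.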

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

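The test in this part was chosen after the result was seen. Both KO libraries had a peak with a −log10 q of at least 5, and neither control library a peak of any score, in 9 regions, none at a gene the paper discusses. They lay in or nearest to Fam135a, Castor1, Itpk1, Adgrb1, Plec, Pkd2l1, Agtr1b, Sbk2 and Ets1, which were named after their values were seen. Pairs of libraries that mix the genotypes held 25, 13, 3 and 34 such regions of their own. Since a mixed pair reached 34, differences in detection between single libraries may account for the 9 regions. A biological difference between the genotypes at some of them stays open and was not tested.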

How the results depend on the processing

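The settings with the 100000 and 50000 strongest summits were chosen after the data were seen. Regions only in KO stayed within 1.5 times of 4778 with lists of equal length, a covered share of 0.5, windows around summits and autosomes only (4503 to 5179). Regions only in control stayed within 1.5 times of 8325 with lists of equal length, windows around summits and autosomes only (5967 to 8203), and rose to 13072 with a covered share of 0.5, where 25.6% of the regions specific to a genotype were only in KO.

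With a −log10 q of at least 5, 517 regions were only in KO and 4497 only in control, the share only in KO was 10.3%, 14 upregulated genes had a region only in KO and the Jaccard difference (the mean within genotypes minus the mean between them) was 0.0456 against 0.017 with all peaks. With that threshold for presence and no peak of any score for absence, 9 and 89 regions were left, a share of 9.18%, with 1 upregulated gene. Fewer peaks enter at these thresholds by construction. With the 100000 strongest summits per library, 1841 regions were only in KO and 1631 only in control, a share of 53.0% in place of 36.5%, with 44 upregulated genes and a Jaccard difference of 0.0317. With the 50000 strongest, the values were 1104, 876, 55.8%, 18 genes and 0.0369. The direction of the balance thus reversed only in these 2 settings and where a KO library was left out.

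Across the 4 fits that each left out 1 library, regions only in KO ranged from 8645 to 61122, regions only in control from 14089 to 63662, the share only in KO from 12.0% to 81.1% and the upregulated genes from 141 to 326. The genotype left with 1 library then needs a peak of that library alone, so these counts grow by construction.

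With a −log10 q of at least 5 in place of all peaks, the number of summits in the Pnp2 window went from 5 to 3 in control 2, from 4 to 0 in KO 1 and from 1 to 0 in KO 2, while control 1 had 3 of its 4. No paired analysis was possible because the comparison counts regions without a test, and with 2 libraries against 2 the regions are identical with and without pairing by replicate number. The alternatives for GC content, CpG islands and the CTCF and PU.1 motifs were not run, since the genome sequence was not used here. The unknown read depth limits every count of regions, because a missing peak can be a peak that was not detected.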

Differences from the paper's values

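The paper's number of peaks more accessible in KO is 2984, and 4778 regions were only in KO here. The paper's number of less accessible peaks is 1114, and 8325 regions were only in control here. The measures differ in kind, since the paper tested read counts in peaks and the values here count all-or-none presence. None of the alternatives set before the data were examined closed either gap. With the 50000 strongest summits per library, chosen after seeing the values, 876 regions were only in control, within 1.5 times of the paper's 1114, and with the 100000 strongest, chosen in the same way, 1631 were, also within 1.5 times. With these settings 1104 and 1841 regions were only in KO.

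The paper gives more peaks that gained than lost accessibility. Here regions only in KO were the smaller group, at 36.5% of the regions specific to a genotype. They were the larger group only with the 100000 and 50000 strongest summits (53.0% and 55.8%) and with a KO library left out (77.8% and 81.1%). In the mixed splits with all peaks, pairs with KO 2 were also the smaller ones. Control 2 with KO 2 held 4520 regions against 6701, and control 1 with KO 2 held 5203 against 5842. This turned in some settings, as with lists of equal length (4734 against 4550 for control 2 with KO 2). The smaller share only in KO thus cannot be told apart from weaker detection in KO 2. The paper describes increased accessibility at cell cycle genes, from GREAT annotation of peaks tested on reads. The cell cycle list used here was not the paper's. Of its 37 genes, 1 had a region only in KO (median 5.0 in matched random lists, permutation p = 0.025, adjusted p = 0.65). A region only in control was found for 7 (median 8.0). Such counts cannot show a gain in a peak that all libraries hold, so they do not test the paper's statement.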

Other observations

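All tests of explanations in this part were chosen after the results were seen, and the gene lists were set before. Of the 3 splits of the 4 libraries into pairs, 1, the split by genotype, gave as many as 13103 regions specific to a pair. It also gave the largest total with a −log10 q of at least 5 for presence and no peak of any score for absence (98 against 38 and 37) and with lists of equal length (10860 against 9284 and 9214). With 3 splits this share cannot fall under 0.05, so a difference between the genotypes and chance cannot be told apart by it.

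The excess of regions only in control may reflect the length and strength of the lists. When the 100000 strongest summits of each library were used, 53.0% of the regions specific to a genotype were only in KO. KO 2 had the shortest list, and with a −log10 q of at least 5 it alone lacked 7082 regions that the other 3 libraries held, against 726 to 1598 for each of the others. A global loss of accessibility in KO cells stays open, since read depth is unknown.

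Strong regions only in control, with a −log10 q of at least 5 in both controls and no peak of any score in KO, gathered on chromosome 14. Of 89 such regions, 13 lay on chromosome 14, and 8 lay between 50000001 and 55000000, where 0.34 would be expected from the 215 of 56425 strong control regions there (exact one-sided hypergeometric test, p = 2.1e-09, 1.1e-06 after Bonferroni adjustment for 530 windows; neighboring regions are not independent). The best window of each of the 5 other comparisons of pairs had an adjusted p of 0.14 or 1.0. Of the 8 regions, 6 lay in the T cell receptor alpha and delta segments (52427967 to 54224198), and the control peak at Pnp2 lies in the same window. Weaker or shorter lists in KO would spread such regions in proportion to the control peaks, which 1.1e-06 argues against. Since weak and narrow peaks are lost more easily, the count of 8 was also set against 100000 permutations within bins matched on the lower fold of the controls (0.36 expected) or on the width of the region (0.63 expected), none of which reached 8 (one-sided permutation p = 1e-05, the smallest they can give, 0.0053 after Bonferroni adjustment). The cluster depends on the setting. With all peaks, 33 regions of the window were only in control against 27.8 expected (exact one-sided hypergeometric test, p = 0.18), and no 1 Mb window within it was among the 3 leading ones. With the 100000 strongest summits, 18 were only in control against 5.93 expected (p = 3.1e-05 by the same exact test, for a window already chosen), while the leading 1 Mb window, from 53000001 to 54000000, held 6 of 48 against 1.32 expected (exact p = 0.002, 1.0 after Bonferroni adjustment for 1168 windows). A loss of the whole receptor locus is argued against by the 171 and 152 peak regions of KO 1 and KO 2 there, beside 177 and 169 in the controls. T cells among the control cells stay open, since the T cell list, with 4 of 11 genes near a region only in control, lay at percentile 67.5 of matched lists and is short. A segment of another mouse strain around these genes is a candidate explanation that also stays open. No strong region only in KO (0) lay in the window, but only 0.0298 would be expected there, so this count cannot decide the question. Sequence variants cannot be read from peak lists. A biological effect of the KO on this segment was not tested apart from these.

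Among 1 Mb windows with all peaks, the window of chromosome 14 from 69000001 to 70000000 held 21 regions only in control of 127, against 7.69 expected (exact one-sided hypergeometric test, p = 2.6e-05, 0.043 after Bonferroni adjustment for 1686 windows). The adjustment counts the windows of a single direction and setting, although more were scanned, and neighboring regions are not independent. The value of 0.043 is therefore too low, and the window was not taken as an established cluster. With the 100000 strongest summits it was not among the 3 leading windows.

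The remaining lists did not stand apart from matched random lists after adjustment. They gave no adjusted p under 0.65 with all peaks, and each had an adjusted p of 1.0 with the 100000 strongest summits. Their lowest unadjusted p with all peaks was for erythroid markers and regions only in control (percentile 96.8, permutation p = 0.1). With the 100000 strongest summits, 2 erythroid markers had such a region against a median of 0.0 (percentile 96.9, permutation p = 0.11). Numbers of genes with all peaks follow for regions only in KO and only in control, each with the median of matched random lists in parentheses. Of 13 B cell markers there were 2 (2.0) and 5 (3.0), and of 10 mast cell markers 1 (0.0) and 0 (1.0). Of 15 erythroid markers there were 1 (1.0) and 5 (2.0), and of 11 neutrophil granule genes 0 (1.0) and 3 (2.0). Of 11 T cell markers there were 1 (2.0) and 4 (3.0). Of 5 mitochondrial iron transport genes there were 1 (1.0) and 2 (2.0), and of 9 calcium ion import genes 2 (2.0) and 3 (3.0).

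All 4 libraries had peaks at Y genes and at Xist. The highest −log10 q at Ddx3y was 104.0, 125.0, 60.3 and 56.3 in control 1, control 2, KO 1 and KO 2. In the same order it was 102.0, 107.0, 101.0 and 65.5 at Eif2s3y and 59.3, 76.9, 59.2 and 40.8 at Uty. At Kdm5d it was 15.5, 19.5, 13.4 and 6.74, and at Xist 19.9, 19.5, 21.1 and 14.1.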
